# Alleviation of *Limosilactobacillus reuteri* in polycystic ovary syndrome protects against circadian dysrhythmia-induced dyslipidemia via capric acid and GALR1 signaling

**DOI:** 10.1038/s41522-023-00415-2

**Published:** 2023-07-08

**Authors:** Shang Li, Junyu Zhai, Weiwei Chu, Xueying Geng, Dongshuang Wang, Luwei Jiao, Gang Lu, Wai-Yee Chan, Kang Sun, Yun Sun, Zi-Jiang Chen, Yanzhi Du

**Keywords:** Microbiota, Microbiome

## Abstract

Knowledge gaps that limit the development of therapies for polycystic ovary syndrome (PCOS) concern various environmental factors that impact clinical characteristics. Circadian dysrhythmia contributes to glycometabolic and reproductive hallmarks of PCOS. Here, we illustrated the amelioration of *Limosilactobacillus reuteri* (*L. reuteri*) on biorhythm disorder-ignited dyslipidemia of PCOS via a microbiota-metabolite-liver axis. A rat model of long-term (8 weeks) darkness treatment was used to mimic circadian dysrhythmia-induced PCOS. Hepatic transcriptomics certified by in vitro experiments demonstrated that increased hepatic galanin receptor 1 (GALR1) due to darkness exposure functioned as a critical upstream factor in the phosphoinositide 3-kinase (PI3K)/protein kinase B pathway to suppress nuclear receptors subfamily 1, group D, member 1 (NR1D1) and promoted sterol regulatory element binding protein 1 (SREBP1), inducing lipid accumulation in the liver. Further investigations figured out a restructured microbiome-metabolome network following *L. reuteri* administration to protect darkness rats against dyslipidemia. Notably, *L. reuteri* intervention resulted in the decrease of *Clostridium sensu stricto 1* and *Ruminococcaceae UCG-010* as well as gut microbiota-derived metabolite capric acid, which could further inhibit GALR1-NR1D1-SREBP1 pathway in the liver. In addition, GALR antagonist M40 reproduced similar ameliorative effects as *L. reuteri* to protect against dyslipidemia. While exogenous treatment of capric acid restrained the protective effects of *L. reuteri* in circadian disruption-induced PCOS through inhibiting GALR1-dependent hepatic lipid metabolism. These findings purport that *L. reuteri* could serve for circadian disruption-associated dyslipidemia. Manipulation of *L. reuteri*–capric acid–GALR1 axis paves way for clinical therapeutic strategies to prevent biorhythm disorder-ignited dyslipidemia in PCOS women.

## Introduction

Polycystic ovary syndrome (PCOS), a prevalent disorder of the reproductive and endocrine systems presents with a triad of hyperandrogenism, chronic anovulation, and polycystic ovaries. Other than infertility associated with anovulation, women with PCOS are more susceptible to metabolic syndrome that includes obesity, insulin resistance, and hyperlipidemia thus predisposing them type 2 diabetes mellitus, non-alcoholic fatty liver disease (NAFLD), cardiovascular diseases, etc.^1^. The incidence of dyslipidemia in women with PCOS ranges from 50–70%^2,3^. Adolescent daughters of PCOS women are also likely to have increased triglyceride (TG) level^4^. Eighty-one percent (81%) of women with both PCOS and insulin resistance also have lipid disorders^5^. Hyperlipidemia shares a close link with insulin resistance and hyperandrogenism which are cardinal features of PCOS, thus propagating a vicious cycle^6^. Hence, it is essential to identify preventive and therapeutic strategies against dyslipidemia to address PCOS by investigating the molecular mechanisms driving PCOS.

Hormonal imbalance and metabolic dysregulation orchestrate PCOS, triggered by both environmental factors and genetic predisposition. Circadian rhythm coordinates energy homeostasis and reproductive functions with environmental cues^7,8^. A deterioration of an individual’s sleep/wake pattern marks circadian disruption and relates to increased risk of diseases^9^. An evident correlation has been observed between night shift work and PCOS^10^. Sleep disorders are more likely to exist in PCOS women^11^. A misalignment of the morning circadian rhythm in obese PCOS is associated with suboptimal insulin sensitivity and higher serum free testosterone level^12^. Constant darkness is considered as a circadian metabolic signal^13^. We have recently elucidated that constant darkness treatment induces the glycometabolic and reproductive hallmarks of PCOS in rats^14^. Notably, the characteristic decrease in expressions of circadian clock genes in darkness-treated rats is consistent to that in women with PCOS^14^. Hence, constant darkness exposure rat model might provide unique insights into preventive and therapeutic strategies against circadian dysrhythmia-induced PCOS phenotypes. Yet, scant research focused on potential interventions to PCOS ignited by circadian dysrhythmia exists.

Apart from lifestyle modifications (i.e., dietary restrictions and exercise) recommended as first-line therapy in the clinical management of PCOS^15^, a promising intervention to dyslipidemia is probiotic or synbiotic supplementation based on the theory that dysbiosis of gut microbiota drives the development of PCOS^16,17^. Recent meta-analyses indicate that the administration of a probiotic or synbiotic capsule of mixed ingredients to women with PCOS has a beneficial effect on TG, insulin sensitivity, hyperandrogenism, etc.^18–20^. While the effects of single strain from the mixed probiotics on PCOS as well as applicable PCOS subtypes are not yet clear. *Lactobacillus* is one of the main ingredients of the probiotic capsules used in current clinical trials of PCOS intervention. *Lactobacillus* transplantation could partially relieve the abnormal estrous cycle and ovarian morphology of letrozole-induced PCOS-like rats as well as reducing androgen synthesis^21^. *Limosilactobacillus reuteri* (*L. reuteri*) reportedly plays an imperative role in the maintenance of host lipid metabolism, insulin sensitivity, inflammatory status, immune homeostasis, etc.^22–24^. In a previous study, we have illustrated an improvement in glucose tolerance among rats with constant darkness-induced PCOS after receiving *L. reuteri*^14^. However, the specific mechanisms linking *L. reuteri* to PCOS in relation to circadian rhythms and dyslipidemia remain to be elucidated.

Herein, we investigated the impact of administering *L. reuteri* on dyslipidemia in constant darkness-derived PCOS-like rats and explored the potential mechanisms. We did this using a multiomics analysis of the liver transcriptome, gut microbiome, faecal, and serum metabolomes, with verification in the cell line and rat models. This study will shed light on a novel mechanism for treatment of biorhythm disorder-ignited PCOS and provide a potential therapeutic strategy in clinical settings in the foreseeable future.

## Results

### *L. reuteri* attenuates dyslipidemia in constant darkness-induced PCOS-like rats

To understand the effect of *L. reuteri* on circadian dysrhythmia-induced PCOS-like phenotypes, we fed female Sprague–Dawley rats with *L. reuteri* during an 8-week-long constant darkness housing (Fig. 1a). We observed the induction of constant darkness to a PCOS-like rat model with hallmarks including acyclic estrous cycles (Fig. 1b, c), increased numbers of cyst-like follicles and decreased corpora lutea in ovaries (Fig. 1d), elevated serum luteinizing hormone (LH)/ follicle-stimulating hormone (FSH) ratio (Fig. 1e) and testosterone concentration (Fig. 1f), and decreased serum sex hormone-binding globulin (SHBG) level (Fig. 1g), which were consistent with our previous research^14^. Notably, *L. reuteri* administration substantially reversed the disrupted estrous cycles, morphological changes of ovaries, and serum SHBG concentration in darkness rats (Fig. 1b–g). Although there was no difference in body weight among the three groups (Fig. 1h), *L.* *reuteri* prevented the excessive accumulation of lipids in the liver of darkness rats as was shown by Oil Red O staining (Fig. 1i) and transmission electron microscopy (Fig. 1j). Upon analyzing the lipid profiles, darkness rats following *L. reuteri* administration (DL.reuteri rats) presented decreased levels of TG and low-density lipoprotein-cholesterol (LDL-C) as well as increased high-density lipoprotein-cholesterol (HDL-C) level in the liver (Fig. 1k). The high TG level, and low HDL-C and total cholesterol (CHOL) levels in sera of the same rats were also moderated (Fig. 1l). However, *L. reuteri* had no effect on the elevated non-esterified fatty acid (NEFA) level in darkness rats (Fig. 1k, l). Collectively, *L. reuteri* could ameliorate the PCOS-like phenotypes in darkness rats, especially hepatic TG, HDL-C, and LDL-C concentrations as well as serum TG, CHOL, and HDL-C concentrations.

**Fig. 1:**
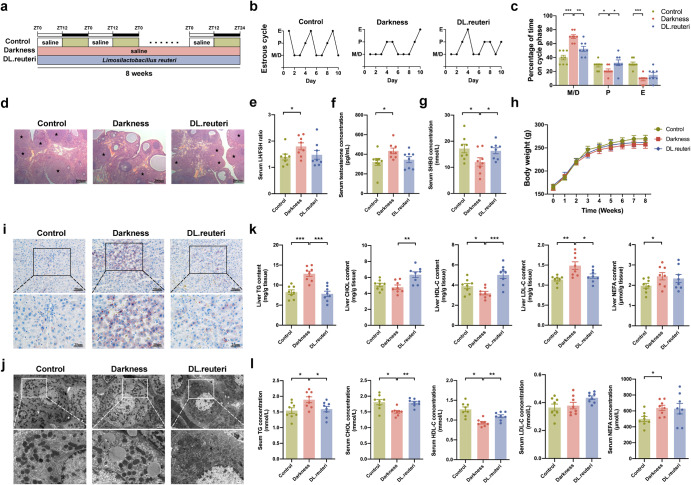
*L. reuteri* supplementation ameliorates dyslipidemia in constant darkness rats. **a** Timeline depicting the treatments of darkness and *L. reuteri* in different groups of the *L. reuteri*-treated rat model. **b** Representative estrous cycles. M, metestrus; D, diestrus; P, proestrus; E, estrus. **c** Quantitative analysis of estrous cycles. **d** Representative hematoxylin and eosin staining of ovaries. Asterisk stands for corpus luteum. Scale bar: 200 μm. **e**–**g** Serum concentrations of LH/FSH ratio (**e**), testosterone (**f**), and SHBG (**g**) detected by ELISA. **h** Body weight changes. **i** Representative Oil Red O staining of livers. Scale bar: 50 μm and 25 μm. **j** Representative images of liver ultrastructure detected by transmission electron microscope. Scale bar: 40 μm and 1 μm. **k** Hepatic contents of TG, CHOL, HDL-C, LDL-C, and NEFA detected by ELISA. **l** Serum concentrations of TG, CHOL, HDL-C, LDL-C, and NEFA detected by ELISA. Statistical analysis was performed with one-way ANOVA followed by Newman–Keuls multiple comparison test. *n* = 8 per group. Data present means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### *L. reuteri* alters hepatic gene expression profile to relieve dyslipidemia in darkness rats

The observation that *L. reuteri* administration alleviated dyslipidemia and hepatic lipid accumulation in darkness rats led us to explore the key genes involved in lipid metabolism that were regulated by *L. reuteri*. RNA sequencing on rat liver (*n* = 8/group) was thus performed because liver is the principal site of metabolism (Supplementary Data 1). 

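Liver RNA was sequenced from 3 groups of 8 female rats, with 1 library per rat. Control rats had 12 h of darkness per day, darkness rats had 24 h of darkness per day for 8 weeks, and DL.reuteri rats were kept like the darkness rats and received L. reuteri at 100 mg per day. The rats were 6 weeks old at the start and 14 weeks old at sampling. The authors trimmed the reads with Seqtk, mapped them with HISAT2 2.0.4 to the rat genome Rnor 6.0 and calculated FPKM, the fragments of a gene scaled to its length and to the mapped reads of the library, with StringTie 1.3.0. The deposited FPKM covered 30958 gene rows under Ensembl rat identifiers, and 18512 genes were above 0 in at least 1 library. FPKM carry no read counts, so the depth of each library is unknown and no counting interval can be given. The FPKM of a library summed to between 604185 and 761490 (median 703554) in control rats, between 581130 and 811835 (median 714855) in darkness rats and between 570262 and 989114 (median 683737) in DL.reuteri rats, and 13901 to 14951 genes were above 0. Transcripts of the mitochondrial genome made up 36.9 ± 11.0% (SD, n = 8) of the FPKM in control rats, 38.2 ± 16.9% in darkness rats and 39.1 ± 22.4% in DL.reuteri rats, with 12.4% in the lowest library and 85.0% in DL.reuteri 3. Hepatocyte markers such as Alb and Ttr had a mean log2(FPKM + 1) of 8.72 in DL.reuteri 3, against 10.80 or more in each of the other DL.reuteri libraries. Adipocyte markers such as Adipoq and Lep had a mean of 4.43 in control 8 and 4.19 in DL.reuteri 2, and the next highest libraries of these groups had 2.86 and 2.81. The rows of Galr1, Galr2, Nr1d1, Nr1d2, Insig2, Srebf1, Rxra, Rxrb and Rxrg were written with at most 10 significant digits in all 24 libraries, whereas the other 11805 rows above 0 in every library had a median of 15 digits. Groups were compared with limma on log2(FPKM + 1), all 3 groups in 1 fit, over 12151 genes with at least 0.5 FPKM in at least 8 libraries, and p was adjusted by the Benjamini-Hochberg method. On this scale the log2 difference understates the change of genes with low FPKM. The gene lists, tested as sets with camera at a preset correlation of 0.01, and the rule for named genes were set before the data were examined, when the values in Supplementary Data 1 and Fig. 2 had been seen. Apart from the genes the paper names, the rule takes genes by their results here, such as the smallest p.

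**Figure D1:**
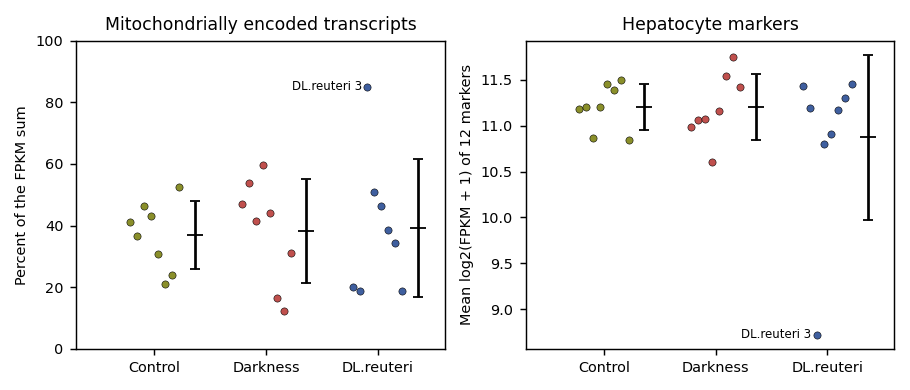
Share of the FPKM from transcripts of the mitochondrial genome (left, percent) and mean log2(FPKM + 1) of 12 hepatocyte markers (right) in each liver library of control, darkness and DL.reuteri rats. Each point is 1 rat, and the bars give the mean ± SD (n = 8). DL.reuteri 3 lies at 85.0% and 8.72.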

We found 36 genes were highly expressed and 76 genes were lowly expressed (Fig. 2a, b) in the liver of darkness rats compared with both control rats and DL.reuteri rats, using differentially expressed gene (DEG) analysis. 

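Pfkfb1, a liver enzyme that sets the level of the glycolytic activator fructose 2,6-bisphosphate, had 11.8 ± 3.61 FPKM (SD, n = 8) in darkness rats, 6.21 ± 2.38 in control rats and 5.82 ± 3.07 in DL.reuteri rats. Tnfrsf9, a receptor of the tumour necrosis factor family, had 14.1 ± 2.22 FPKM in darkness rats, 9.00 ± 3.96 in control rats and 6.62 ± 2.10 in DL.reuteri rats. Irs1, which links the insulin receptor to its downstream kinases, had 2.13 ± 0.704 FPKM in darkness rats, 3.41 ± 1.03 in control rats and 4.05 ± 1.52 in DL.reuteri rats. Med13, a subunit of the Mediator complex, had 1.53 ± 0.357, 2.44 ± 0.787 and 2.80 ± 1.13 FPKM in darkness, control and DL.reuteri rats. At an unadjusted p under 0.05 from limma and a log2 ratio of group means beyond 0.6 against both other groups, 40 genes were higher and 68 genes were lower in darkness rats. Of the 36 genes labelled in Fig. 2a, 26 were among the 40. A mean of at least 1 FPKM was reached by 13 of the 40 genes in darkness rats and by 34 of the 68 genes in control rats. Galr1, Nr1d2, Srebf1 and Rxra among the higher genes, and Nr1d1 and Insig2 among the lower genes, belonged to the rows with at most 10 digits. Both comparisons used the same darkness libraries. Unchanged groups were simulated by reassigning all 24 libraries, centred on their group means, to the 3 groups. Any library, DL.reuteri 3 included, could thus fall in the shared darkness group. This gave a mean of 73.4 higher genes (7 to 286 over 100 draws) and 28.5 lower genes (0 to 227), and independent lists would share 1.86 and 15.6 genes. With the darkness libraries split into sets of 4, 1 set per comparison, the 70 splits gave a median of 10 higher genes (5 to 16) and 16 lower genes (6 to 38), where independent lists would share 6.46 and 10.9. At an adjusted p under 0.05, limma called 0 genes between darkness and control rats. At an unadjusted p under 0.05, 58 were higher and 280 lower, fewer than the 608 of 12151 genes expected of unchanged groups. The linear model with the library term of Ballgown also called 0 at an adjusted p under 0.05, while array weights called 1. The counts were 68 and 62 higher genes without darkness 2 or darkness 4, 120 and 114 lower genes without darkness 3 or DL.reuteri 3, and 44 lower genes without darkness 7. They were 16 higher genes over those with at least 0.5 FPKM in at least 8 libraries, 11 and 40 over those with at least 1 FPKM, 20 higher with only the 2 groups compared, 20 and 13 with the library term of Ballgown, 109 lower with array weights, 7 and 13 with the limma log2 difference in place of the ratio of means, and 0 of either at an adjusted p under 0.05.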

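Of the genes higher in darkness rats than in both other groups, Srebf1, which switches on genes of lipid synthesis, and Pfkfb1 belonged to the 44 listed genes of the AMPK pathway, and the lower gene Irs1 did as well. Rxra, a partner of the PPARs, was the higher gene among 40 listed genes of PPAR signalling, which held no lower gene at these criteria. Among 24 listed genes of the circadian clock, Nr1d2 was higher and Nr1d1 was lower, and both encode repressors of clock genes. Srebf1 and Irs1 were also the higher and the lower gene among 24 listed genes of insulin signalling. Zfp516, a driver of brown fat genes, was lower among 28 listed genes of brown fat and adipocyte differentiation, with 0.281 ± 0.113 FPKM (SD, n = 8) in darkness rats, 0.457 ± 0.166 in control rats and 0.624 ± 0.233 in DL.reuteri rats. Of 17 listed genes of triglyceride hydrolysis and 27 of the glucocorticoid response, limma placed 0 among the genes higher or lower in darkness than in both groups, and against control rats alone an unadjusted p under 0.05 was reached by 0 and by 3 of them. This count of list members was chosen after the results were seen and has no test. In all, 5 of the higher genes and 4 of the lower genes were members of at least 1 of the 23 lists of liver functions and 14 lists of cell types. The values of Srebf1, Rxra, Nr1d1 and Nr1d2 come from the rows with at most 10 digits.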

The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichments of these 112 (76 + 36) genes indicated TG catabolic process, response to glucocorticoid and insulin, circadian rhythm, peroxisome proliferator-activated receptor (PPAR) pathway, adenosine monophosphate-activated protein kinase (AMPK) pathway, NAFLD, etc. (Fig. 2c). We further performed gene set enrichment analysis (GSEA) to identify the altered biological functions and pathways in darkness rats (Supplementary Data 2). As expected, brown fat cell differentiation (*P* = 0.0045), TG catabolic process (*P* = 0.0481), response to glucocorticoid (*P* = 0.0073), and circadian rhythm (*P* < 0.001) were evidently downregulated in darkness rats comparing to control rats. 

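Cry2, a repressor of the circadian clock, had 6.58 ± 1.56 FPKM (SD, n = 8) in darkness rats and 9.49 ± 1.60 in control rats. Ccrn4l, the clock-controlled gene nocturnin, had 4.18 ± 4.03 FPKM in darkness rats and 11.8 ± 9.70 in control rats, and Rora, an activator of Arntl, had 0.740 ± 0.375 and 1.20 ± 0.322. Per2, another repressor of the clock, had 2.40 ± 1.59 FPKM in darkness rats and 5.04 ± 2.69 in control rats (unadjusted p = 0.0572 from limma). Of 22 measured genes of the core clock and its output, limma called 0 at an adjusted p under 0.05 over all genes, and 1 higher and 2 lower when adjusted over the list alone, while 1 was higher and 4 were lower at an unadjusted p under 0.05. As a list these genes were lower in darkness rats (camera, adjusted p = 0.00434, mean log2 difference −0.28), with adjusted p = 0.510 with an estimated correlation and adjusted p = 0.208 from fry. Without darkness 3 or darkness 6 the adjusted p was 0.0521 and 0.0678, and without the 9 rows of at most 10 digits, Nr1d1 and Nr1d2 among them, it was 0.00183. Livers were taken at a single point of the day, after a fast of 16 h. Lower values of clock genes therefore cannot be told apart from a rhythm shifted in time. The paper followed Nr1d1 and Nr1d2 over the day in other control and darkness rats. Tat, an enzyme of tyrosine breakdown induced by glucocorticoids, had 589 ± 203 FPKM in darkness rats and 916 ± 179 in control rats, and the glucocorticoid-induced genes Sgk1 and Klf15 had 4.66 ± 1.00 against 6.77 ± 1.84 and 28.1 ± 8.30 against 41.0 ± 5.23. Of 27 genes of the glucocorticoid response, limma called 0 over all genes or adjusted over the list alone, and 3 were lower at an unadjusted p under 0.05 (camera, down, adjusted p = 0.298). The adjusted p of this list was 0.000443 with the library term of Ballgown and 0.0167 without control 2. Of 14 measured genes of brown fat and adipocyte differentiation, limma called 0, and Rgs2 and Sh2b2 were lower at an unadjusted p under 0.05 (camera, down, adjusted p = 0.333). Of 14 measured genes of triglyceride hydrolysis, limma called 0 and 0 reached an unadjusted p under 0.05 (camera, up, adjusted p = 0.208), with a mean log2 difference of −0.01 and a median of 0.06, and the list was called higher, at adjusted p = 0.0232, with the adipocyte marker score as a covariate.

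**Figure D2:**
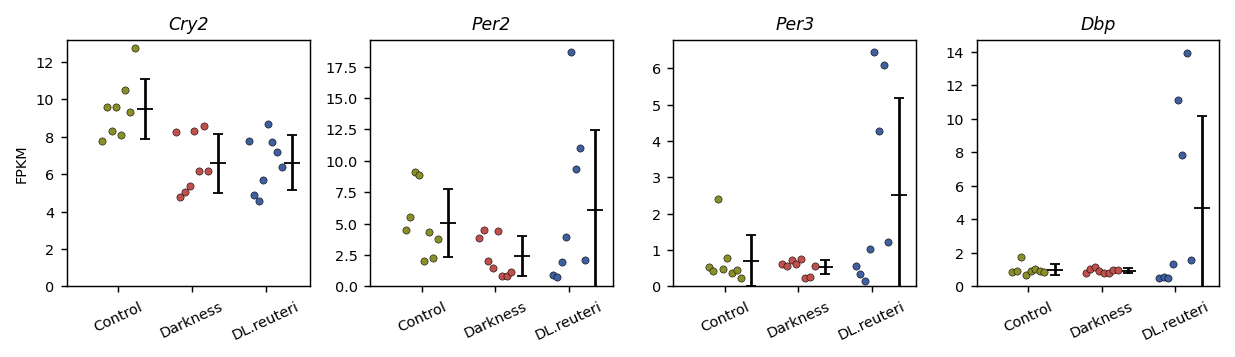
FPKM of the clock genes Cry2, Per2, Per3 and Dbp in each liver library of control, darkness and DL.reuteri rats. Each point is 1 rat, and the bars give the mean ± SD (n = 8). The mean of Cry2 is 9.49 in control rats and 6.58 in darkness rats, and Dbp reaches 13.9 in DL.reuteri 7.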

We also observed that AMPK signaling pathway (*P* = 0.0041) and regulation of lipolysis in adipocyte (*P* = 0.0055) were prominently downregulated while PPAR signaling pathway (*P* = 0.0446) was upregulated in darkness rats. 

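The catalytic subunits of AMPK had 3.78 ± 1.02 FPKM (Prkaa1; SD, n = 8) and 1.23 ± 0.371 FPKM (Prkaa2) in darkness rats, and 3.67 ± 0.673 and 1.37 ± 0.545 in control rats. Foxo3, a transcription factor that AMPK phosphorylates, had 0.827 ± 0.261 FPKM in darkness rats and 1.28 ± 0.516 in control rats. Of 44 genes of the AMPK pathway, limma called 0 over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 Pfkfb1 and Srebf1 were higher and Irs1 and Foxo3 were lower (camera, down, adjusted p = 0.968). Adcy5, an adenylate cyclase upstream of lipolysis, had 1.16 ± 0.553 FPKM in darkness rats and 1.72 ± 0.580 in control rats. Of 29 measured genes of the regulation of lipolysis in adipocytes, limma called 0, and Adcy5 and Irs1 were lower at an unadjusted p under 0.05 (camera, down, adjusted p = 0.261). Pparg, the adipogenic PPAR, had 0.537 ± 0.405 FPKM in darkness rats and 0.726 ± 0.644 in control rats, and Ppara, which drives fatty acid oxidation, had 2.22 ± 1.59 and 3.12 ± 1.13. The difference of Pparg rested on control 8, the library with high adipocyte markers. Pparg had 2.10 FPKM there and a mean of 0.530 in the other control libraries. Of 38 measured genes of PPAR signalling, limma called 0 over all genes and 1 higher when adjusted over the list alone, and Rxra and Rxrb were higher at an unadjusted p under 0.05 (camera, up, adjusted p = 0.637), while the mean log2 difference was −0.09 and the median −0.11. Both genes belong to the rows with at most 10 digits, and the list pointed down without these rows (adjusted p = 0.610), without a filter on low FPKM (0.973) and with the library term of Ballgown (0.443). The AMPK list pointed up over genes of at least 1 FPKM (adjusted p = 0.874) and with array weights (0.736). The paper's GSEA p are nominal. Unadjusted p from camera were 0.968 for the AMPK list, 0.0794 for lipolysis and 0.554 for PPAR signalling.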

PPARs are fatty acid sensors regulating whole-body metabolism, and supraphysiological activation of PPARs causes obesity^25^. Hepatic AMPK plays essential roles in diminishing lipogenesis and enhancing lipolysis to attenuate dyslipidemia^26^. Moreover, we illustrated 17 key DEGs in GO and KEGG terms associated with lipid metabolism and circadian rhythm with a chord diagram (Fig. 2d), which might participate in the alleviation of *L. reuteri* on dyslipidemia in darkness rats. 

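The 17 genes of Fig. 2d include adipocyte genes whose group means rested on 1 library each. Adipoq, the hormone adiponectin, had 3.22 ± 7.11 FPKM (SD, n = 8) in control rats, 0.685 ± 0.375 in darkness rats and 1.83 ± 2.77 in DL.reuteri rats. Without control 8 and DL.reuteri 2 its means in control and DL.reuteri rats were 0.710 and 0.854. Fabp4, a fatty acid carrier of adipocytes, had means of 30.7, 6.71 and 21.6 FPKM in control, darkness and DL.reuteri rats, and 6.85 and 6.79 in control and DL.reuteri rats without these libraries. Lpl, which hydrolyses the triglycerides of lipoproteins, had means of 5.88, 2.68 and 7.72 FPKM, and 3.16 and 3.12 without them. For Plin1, a coat protein of lipid droplets, the means were 1.09, 0.260 and 1.33 FPKM, and 0.225 and 0.266 without them. By limma, 5 of the 17 genes were higher in darkness rats than in both other groups at the criteria of Fig. 2 (Srebf1, Pfkfb1, Sftpd, Nr1d2 and Rxra) and 5 were lower (Nr1d1, Irs1, Insig2, Med13 and Acvr1c). The other genes, Plin1, Per2, Adipoq, Tph1, Fabp4, Lpl and Prkar2b, did not meet both criteria in both comparisons. Tph1, an enzyme of serotonin synthesis, was listed at 0 in every control and DL.reuteri library, and Sftpd, a surfactant protein, had 0.0353 ± 0.0382 FPKM in darkness rats. The study chose these genes on the same libraries, so their directions are not independent evidence, and Srebf1, Nr1d2, Rxra, Nr1d1 and Insig2 belong to the rows with at most 10 digits. The paper proposes that these genes might take part in the relief of dyslipidemia by L. reuteri.

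**Figure D3:**
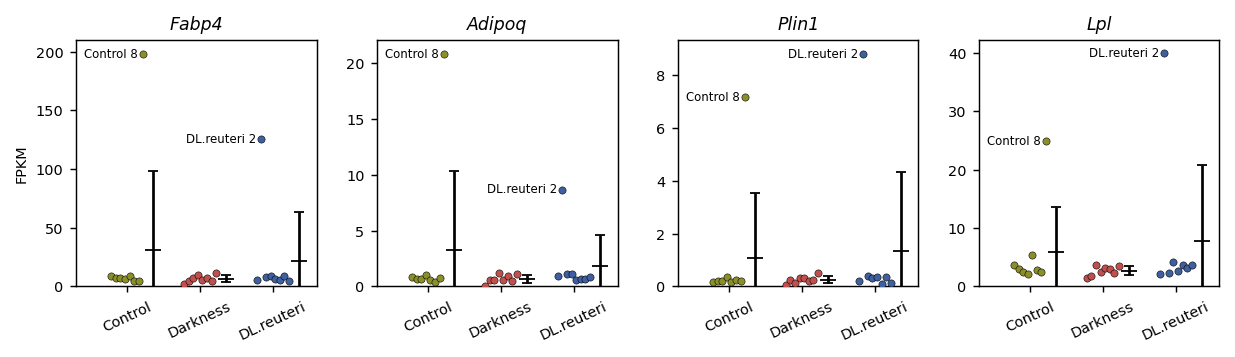
FPKM of the adipocyte genes Fabp4, Adipoq, Plin1 and Lpl in each liver library of control, darkness and DL.reuteri rats. Each point is 1 rat, and the bars give the mean ± SD (n = 8). Control 8 and DL.reuteri 2 lie above all other libraries, with 198 and 125 FPKM of Fabp4.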

With weighted gene co-expression network analysis (WGCNA), a total of nine modules that contained functionally and biologically linked genes were identified. In these modules, the purple module was positively correlated with serum levels of CHOL (*r* = 0.4829, *P* = 0.0265), HDL (*r* = 0.4316, *P* = 0.0394), LDL (*r* = 0.4351, *P* = 0.0351), and NEFA (*r* = 0.4605, *P* = 0.0270), tested with Spearman’s correlation coefficients (Fig. 2e). GO and KEGG analyses of the genes of purple module also indicated cholesterol metabolism, circadian rhythm, glucocorticoid, insulin resistance, etc. 

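Nr4a1, an immediate early gene that codes for a nuclear receptor, had 8.11 ± 8.39 FPKM (SD, n = 8) in darkness rats and 16.6 ± 10.8 in control rats, and its relative Nr4a3 had means of 0.175 and 0.895. Tnfaip3, which restrains NF-kB signalling, had a mean of 1.71 FPKM in darkness rats and 3.44 in control rats, and Atp1b1, a subunit of the sodium pump, had 13.9 and 24.2. In DL.reuteri rats the chemokine Cxcl1 had a mean of 7.64 FPKM, against 19.1 in darkness rats, and Jund, a subunit of AP-1, had 46.4 against 78.0. Of the 39 genes labelled in Fig. 2f, limma placed 8 at an unadjusted p under 0.05 between darkness and control rats (Tnfaip3, Nr1d1, Srebf1, Rxra, Nr4a1, Nr4a3, Tat and Atp1b1) and 5 between DL.reuteri and darkness rats (Jund, Cxcl1, Nr1d1, Srebf1 and Rxra), and 0 at an adjusted p under 0.05 in either comparison. Srebf1 and Rxra were higher and Nr1d1 was lower in darkness rats than in both other groups, and all of these come from the rows with at most 10 digits. The labels were chosen by the study on these libraries and are not independent evidence of a direction. Of 23 measured immediate early genes, limma called 0 over all genes or adjusted over the list alone, and 2 were lower at an unadjusted p under 0.05 in darkness against control rats. This list was written after Fig. 2 had been seen and shares members with the labels of Fig. 2f, such as Nr4a1 and Jund. Its test is therefore not separate from the module. The list was lower in darkness rats (camera, adjusted p = 0.00967), with adjusted p = 0.940 with an estimated correlation and 0.688 from fry. The adjusted p was 0.255 without control 4, 0.111 without control 7, 0.505 without control 8, 0.129 without darkness 2, 0.148 without darkness 3 and 0.387 without darkness 6.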

(Fig. 2f).

**Fig. 2:**
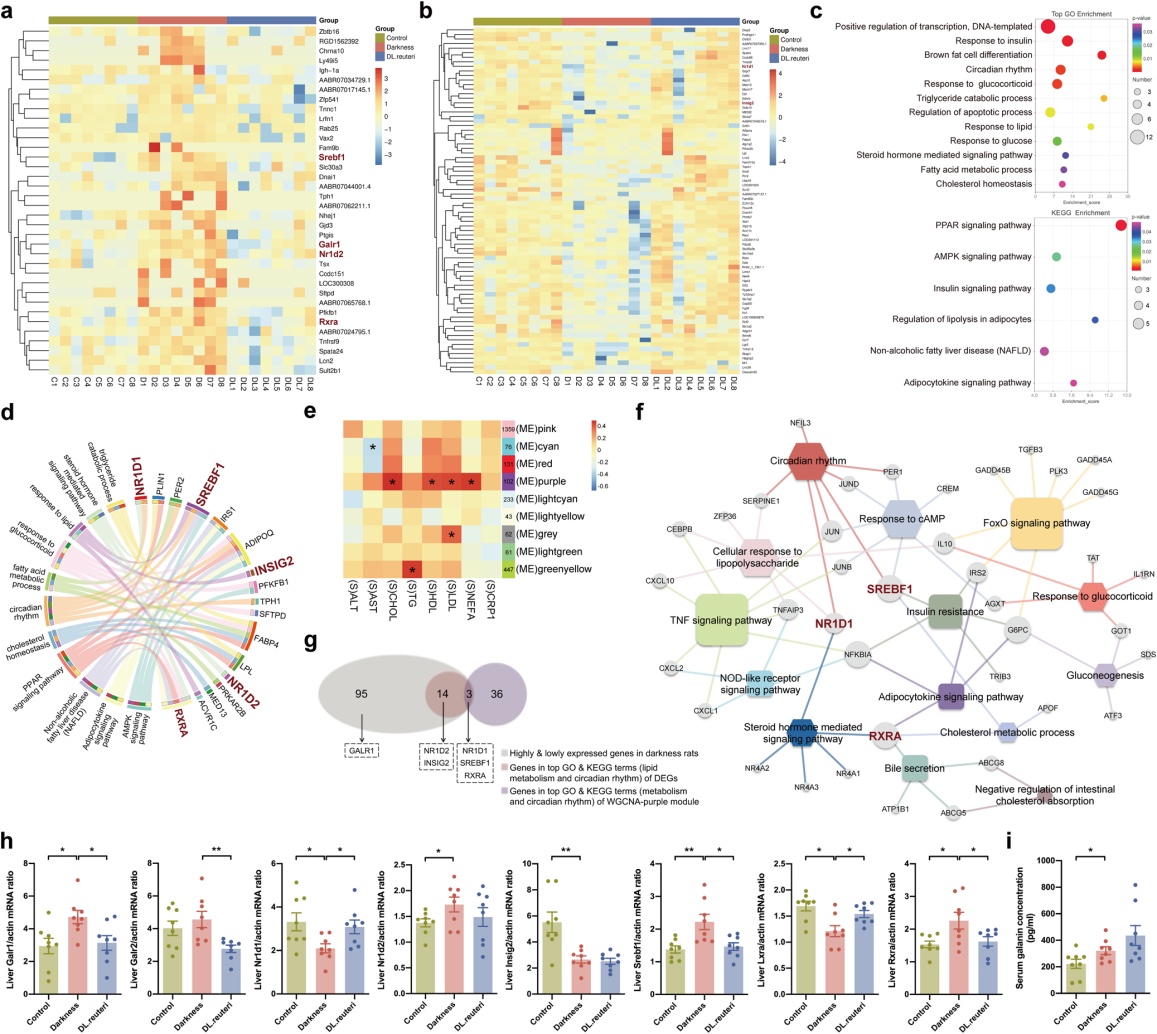
Liver transcriptome analysis of *L. reuteri*-treated darkness rats. Heatmaps displaying 36 highly expressed genes (**a**) and 76 lowly expressed genes (**b**) in the liver of darkness rats compared with control and DL.reuteri rats through DEG analysis using Ballgown software (|fold change | > 0.6 in the log_2_ ratio value, raw *P* < 0.05). **c** Top terms from GO analysis (above) and terms from KEGG analysis (below) of the 112 differential genes in the DEG analysis. The *P* values of GO and KEGG analyses were determined on the DAVID website. **d** Visualization of the top GO and KEGG terms related with lipid metabolism and circadian rhythm in the DEG analysis. **e** Spearman rank correlations between module eigengenes (ME) and clinical biochemical index in the WGCNA analysis (|ρ | > 0.3, *P < 0.05). **f** Visualization of the top GO and KEGG terms related with lipid metabolism and circadian rhythm of purple module genes (102) in the WGCNA analysis. Circle, genes; Square, KEGG terms; Hexagon, GO terms. The bigger the square or hexagon, the more genes involved. **g** Crosstalk among different groups of genes identified the possible target genes taking essential roles in the lipid metabolism of *L. reuteri*-treated darkness rats. **h** mRNA abundances of *Galr1*, *Galr2*, *Nr1d1*, *Nr1d2*, *Insig2*, *Srebf1*, *Lxra*, and *Rxra* in rat liver detected by qPCR. *β-Actin* was used as a loading control for qPCR analyses. **i** Serum galanin concentration detected by ELISA. Statistical analysis (**h,** **i**) was performed with one-way ANOVA followed by Newman–Keuls multiple comparison test. *n* = 8 per group. Data present means ± SEM. *P < 0.05, **P < 0.01.

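Galr1, a receptor of the neuropeptide galanin, had 8.93 ± 1.46 FPKM (SD, n = 8) in darkness rats, 5.34 ± 1.11 in control rats and 5.28 ± 1.70 in DL.reuteri rats. The exact two-sided permutation test over the 12870 splits of the rats gave p = 0.000466 against control rats and p = 0.00109 against DL.reuteri rats (adjusted p = 0.0028 and 0.0049 over 18 comparisons). Nr1d1, a repressor of clock and lipid genes, had 3.89 ± 2.25 FPKM in darkness rats, 9.86 ± 4.10 in control rats and 9.64 ± 6.27 in DL.reuteri rats (exact permutation test, p = 0.00171 and 0.0284), and its paralog Nr1d2 had 9.75 ± 2.97, 5.16 ± 2.63 and 6.26 ± 3.19 (exact permutation test, p = 0.00357 and 0.0320). Nr1d1 had 15.4, 16.9 and 18.2 FPKM in DL.reuteri 5, 6 and 7 and 8.59 in DL.reuteri 8. In DL.reuteri 1 to 4 it had 3.30 to 6.82 FPKM, inside the range of darkness rats (1.01 to 6.89). Insig2, which holds the SREBP proteins in the endoplasmic reticulum, had 34.5 ± 14.6 FPKM in darkness rats, 104.6 ± 39.3 in control rats and 77.6 ± 50.2 in DL.reuteri rats (exact permutation test, p = 0.000155, the smallest that 8 rats against 8 allow, and p = 0.0460, adjusted p = 0.0637). Srebf1 had 81.3 ± 27.2, 45.0 ± 19.8 and 44.8 ± 9.01 FPKM in darkness, control and DL.reuteri rats (exact permutation test, p = 0.0118 and 0.00326), and Rxra had 20.0 ± 6.85, 10.2 ± 3.83 and 10.9 ± 6.00 (p = 0.000311 and 0.00497 from the same exact test). All other adjusted p of these 6 genes were under 0.05, from 0.0028 to 0.0480. The study chose these genes on the same libraries for their difference in darkness rats, so these p are not independent evidence of it, and the adjustment over 18 comparisons does not cover that choice. Adjusted over all genes in limma, p for darkness against control rats was 0.835 for Galr1, 0.798 for Insig2 and 1.00 for Nr1d1, Nr1d2, Srebf1 and Rxra, and for DL.reuteri against darkness rats it was 0.0551 for Galr1 and 0.0791 or more for the others. Other settings called some of them: Insig2 for darkness against control with array weights (0.0158), rescaling to the FPKM sum outside the mitochondrial genome (0.0181) and the mitochondrial covariate (0.00126). For DL.reuteri against darkness, Galr1 was called after rescaling to the 75th percentile (0.00623), by the median ratio (0.00433) or outside the mitochondrial genome (0.0460), with the library term of Ballgown (0.0217), array weights (0.0358) or the mitochondrial covariate (0.0173), and without DL.reuteri 3 (0.0112) or DL.reuteri 4 (0.0474). Without DL.reuteri 3, Nr1d1 (0.0310) and Insig2 (0.0169) were called as well, as they were with array weights (0.00312 and 0.00407) and after rescaling outside the mitochondrial genome (0.0303 and 0.0152), and without control 8, DL.reuteri 2 and DL.reuteri 3 together the adjusted p of Galr1, Nr1d1, Insig2 and Rxra was 0.0304, 0.0221, 0.0341 and 0.0290. With the mitochondrial covariate Insig2 was called (0.0201), and Rxra was called in each of the settings named here for Galr1 other than without DL.reuteri 4. Nr1d2 and Srebf1 were called in no setting. The p take the FPKM as deposited. In each group the FPKM of Galr1 lay on a straight line against that of Nr1d1, 0.271 times Nr1d1 plus 2.67 in control and DL.reuteri rats and 0.651 times Nr1d1 plus 6.40 in darkness rats, with deviations of at most 3.29e-09 FPKM. The slope and the intercept in darkness rats were each 2.4 times those in control rats. Nr1d1 was lower in darkness rats, so on these lines Galr1 was higher there only through the larger slope and intercept. The p of Galr1 are therefore not separate from these lines, nor from the p of Nr1d1. The 24 values of Nr1d1, Nr1d2, Insig2, Rxra, Rxrb and Rxrg were whole multiples of 1 over a whole number up to 2000, at a tolerance of 0.001, which held for 0 of the other 11805 rows above 0 in every library.

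**Figure D4:**
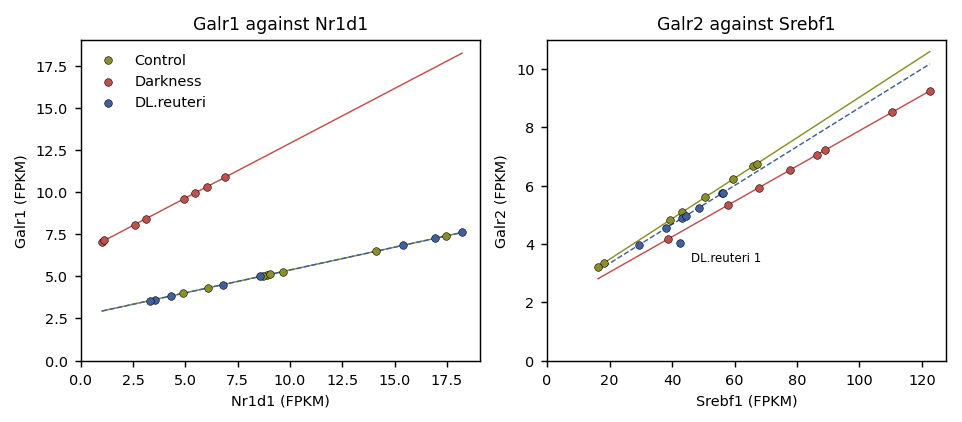
FPKM of Galr1 against Nr1d1 (left) and of Galr2 against Srebf1 (right) in the liver libraries of control, darkness and DL.reuteri rats. Each point is 1 rat and each line is the least squares line of a group, which for Galr2 in DL.reuteri rats was drawn without DL.reuteri 1. The points of Galr1 deviate from their lines by at most 3.29e-09 FPKM.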

Of 112 genes from DEG analysis with 39 genes from top enriched GO and KEGG terms related to metabolism and circadian rhythm of WGCNA-purple module, we identified 6 potentially *L. reuteri*-targeted hepatic genes involving *galanin receptor 1* (*Galr1)*, *nuclear receptors subfamily 1, group D, member 1 and 2* (*Nr1d1*, *Nr1d2*), *insulin induced gene 2* (*Insig2*), *sterol regulatory element binding transcription factor 1* (*Srebf1*), and *retinoid X receptor a* (*Rxra*) (Fig. 2g). GALR3 is expressed at moderate levels in discrete regions of the brain and at low levels in many central and peripheral tissues^27^. 

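Galr3, the remaining galanin receptor, had 0.167 ± 0.204 FPKM (SD, n = 8) in control rats, 0.196 ± 0.222 in darkness rats and 0.248 ± 0.243 in DL.reuteri rats. Its highest library had 0.650 FPKM, and it was listed at 0 in at least 1 library of each group. The exact two-sided permutation test gave p = 0.791 for darkness against control rats and p = 0.661 for DL.reuteri against darkness rats. The lowest library of Galr1 had 3.56 FPKM and the lowest of Galr2 had 3.22, in rows with at most 10 digits.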

We also verified the low expression of *Galr3* in the liver tissue of rats and thus focused on the other two receptors. 

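On the log2(FPKM + 1) scale, Galr1 was higher by 0.65 in darkness than in control rats, and Srebf1, Rxra and Nr1d2 were higher by 0.92, 0.93 and 0.84. Nr1d1 differed by −1.22 and Insig2 by −1.61 on this scale. In DL.reuteri against darkness rats, Galr1 differed by −0.69, Srebf1 by −0.79, Rxra by −0.91, Nr1d2 by −0.64, Nr1d1 by 1.04 and Insig2 by 0.96. The study selected these genes on the same libraries for such differences, which limits what a test of them on these libraries can show. Galr2, the other galanin receptor studied, had 6.74 ± 1.65 FPKM (SD, n = 8) in darkness rats, 5.21 ± 1.38 in control rats and 4.89 ± 0.691 in DL.reuteri rats. Its log2 differences were 0.32 against control rats (exact permutation test, p = 0.0727, adjusted p = 0.0935) and −0.37 from darkness to DL.reuteri rats (p = 0.0123, adjusted p = 0.0221). Lxra, listed as Nr1h3, codes for a sterol sensor and had 62.0 ± 20.4 FPKM in darkness rats, 65.4 ± 14.6 in control rats and 55.6 ± 16.1 in DL.reuteri rats (exact permutation test, p = 0.616 and 0.535). The row of Nr1h3 held full digits, whereas those of the other genes named here held at most 10. Galr2 equalled the sum of Srebf1 and 30 divided by 14.4 in control rats, by 16.5 in darkness rats and by 15 in DL.reuteri rats other than DL.reuteri 1, with deviations of at most 9.75e-10 FPKM.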

The mRNA expressions of *Galr1*, *Galr2*, *Nr1d1*, *Nr1d2*, *Insig2*, *Srebf1*, *liver X receptor a* (*Lxra*), and *Rxra* from qPCR analysis were similar to the results from RNA sequencing analysis (Fig. 2h).

In sequential sample collection of the constant darkness-induced PCOS-like rat model, 5 rats from each group were killed every 4 h from zeitgeber time (ZT)0 to ZT20 (Supplementary Fig. 1a). Body weight and adipocyte sizes remained similar between control and darkness rats (Supplementary Fig. 1b, c), but lipid dysmetabolism caused by darkness treatment was confirmed with Oil Red O staining, transmission electron microscopy as well as hepatic and serum lipid profiles (Supplementary Fig. 1d–g). Hepatic mRNA expression of *Nr1d1 Nr1d2*, *Srebf1*, *Insig2*, *Lxra*, *Rxra*, *Galr1*, and *Galr2* rhythmically differed over the course of a day between control and darkness rats (Supplementary Fig. 1h–p). Hence not only the expression level but also the expression rhythm of potential target genes in the liver altered due to circadian disruption.

### Increased GALR1 promotes SREBP1 expression via NR1D1, thus inducing lipid accumulation in the liver

To probe possible specific molecular mechanisms underlying the contribution of target molecules to hepatic lipid metabolic abnormalities, we performed in vitro experiments with HepG2 cells. NR1D1 positively regulated INSIG2 and inhibited SREBP1, LXR, and RXR expression. Similar regulation of NR1D2 to SREBP1, LXR, and RXR was also detected (Fig. 3a–d). The addition of galanin to HepG2 cells distinctly increased phosphorylated protein kinase B (AKT) level and SREBP1 expression, and decreased NR1D1 and NR1D2 expression in a dose-dependent manner (Fig. 3e). Nevertheless, the treatment of HepG2 cells with *GALR1* siRNA, but not *GALR2* siRNA, inhibited the galanin’s ability to regulate phosphorylated AKT level and expression of NR1D1 and SREBP1 (Fig. 3f). The overexpression of *GALR1* or *GALR2* supported these results (Fig. 3g). Therefore, GALR1 might mediate the ability of galanin to regulate dyslipidemia. Besides, phosphoinositide 3-kinase (PI3K) inhibitor LY294002 impeded the regulation of galanin to NR1D1 and SREBP1 expression while ERK1/2 inhibitor PD98059 failed (Fig. 3h). LY294002 also hindered the effect of *GALR1* overexpression on NR1D1 and SREBP1 (Fig. 3i). Thus, GALR1 possibly regulated downstream NR1D1 and SREBP1 via the PI3K pathway. Moreover, galanin administration or *NR1D1* siRNA treatment in HepG2 cells apparently increased lipid accumulation (Fig. 3j, k). All these data indicate that increased GALR1 functions as a critical upstream factor in the PI3K/AKT pathway to suppress NR1D1 and promotes SREBP1 inducing hepatic lipid accumulation.

**Fig. 3:**
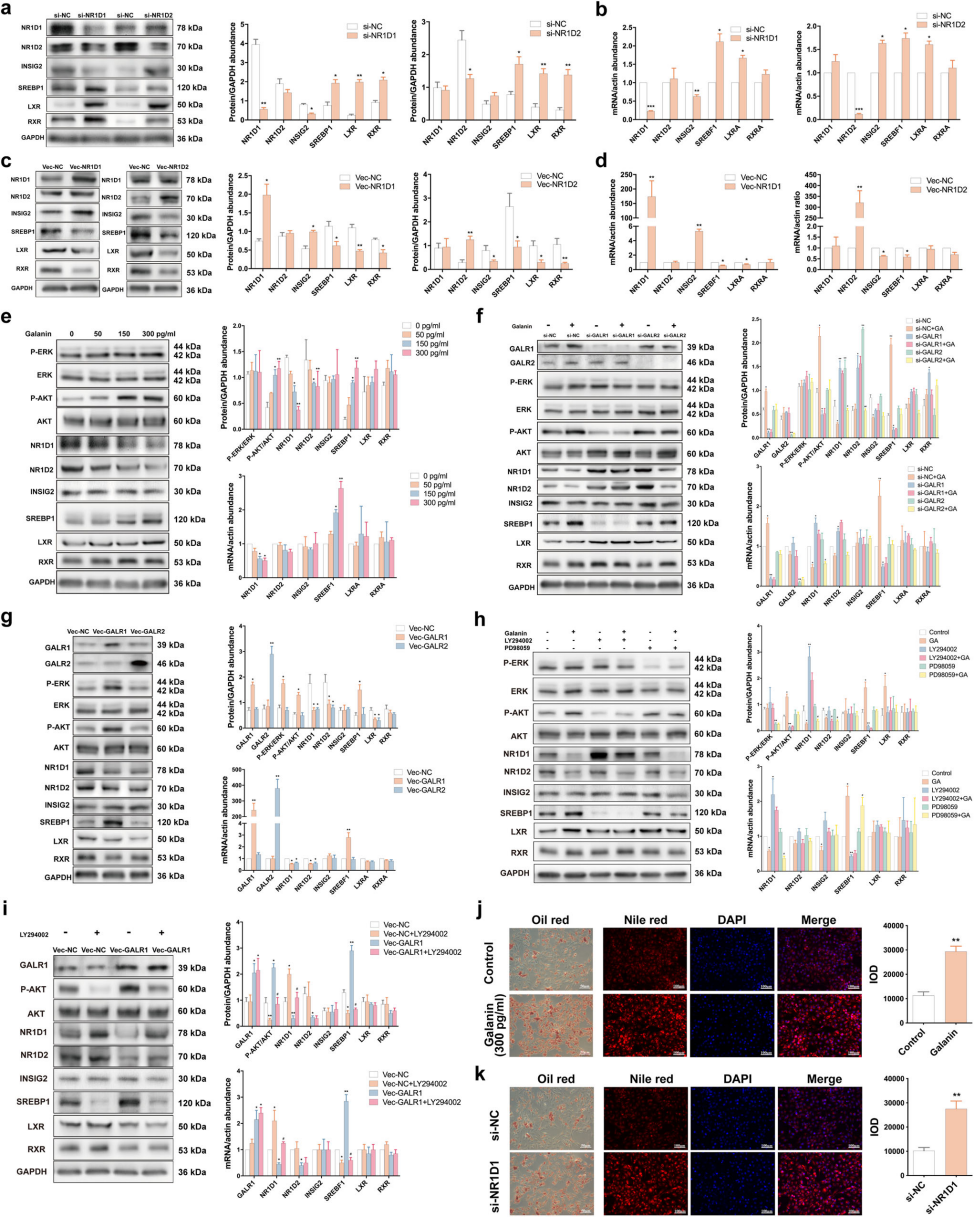
Increased GALR1 promotes SREBP1 expression via NR1D1, thus inducing lipid accumulation in HepG2 cells. mRNA and protein abundances of NR1D1, NR1D2, INSIG2, SREBP1, LXR, and RXR after *NR1D1* knockdown or *NR1D2* knockdown (**a**, **b**) as well as *NR1D1* overexpression or *NR1D2* overexpression (**c**, **d**) in HepG2 cells. **a**, **c** Left, representative images of western blot were shown. Right, immunoreactive bands were densitometrically quantified. **b**, **d** mRNA abundance detected by qPCR was presented. **e** mRNA and protein abundances of NR1D1, NR1D2, INSIG2, SREBP1, LXR, RXR, P-ERK, T-ERK, P-AKT, and T-AKT after galanin treatment (#1179, Tocris Bioscience, Bristol, UK) at the concentration of 0, 50, 150, and 300 pg/mL for 24 h in HepG2 cells. Left, representative images of western blot were shown. Right, immunoreactive bands were densitometrically quantified (above); mRNA abundance detected by qPCR was presented (below). **f** mRNA and protein abundances of GALR1, GALR2, NR1D1, NR1D2, INSIG2, SREBP1, LXR, RXR, P-ERK, T-ERK, P-AKT and T-AKT after *GALR1* knockdown or *GALR2* knockdown and further treatment with 300 pg/mL galanin for 24 h in HepG2 cells. **g** mRNA and protein abundances of GALR1, GALR2, NR1D1, NR1D2, INSIG2, SREBP1, LXR, RXR, P-ERK, T-ERK, P-AKT, and T-AKT after *GALR1* overexpression or *GALR2* overexpression in HepG2 cells. **h** mRNA and protein abundances of NR1D1, NR1D2, INSIG2, SREBP1, LXR, RXR, P-ERK, T-ERK, P-AKT, and T-AKT after treatment with(out) 300 pg/mL galanin, with(out) 10 μM LY294002 (#19-142, Sigma-Aldrich, St. Louis, USA) and with(out) 20 μM PD98059 (#19-143, Sigma-Aldrich). **i** mRNA and protein abundances of GALR1, NR1D1, NR1D2, INSIG2, SREBP1, LXR, RXR, P-AKT, and T-AKT after *GALR1* overexpression and further treatment with 10 μM LY294002 in HepG2 cells. GAPDH or *β-ACTIN* were used as loading controls for western blot and qPCR analyses. Representative Oil Red O staining and Nile Red staining after the induction of oleic acid and palmitic acid (OPA) and treatment with 300 pg/mL galanin for 24 h (**j**) or *NR1D1* siRNA (**k**) in HepG2 cells. Left, representative images were shown. Right, intensity was quantified. Blots and images are representative. Statistical analysis was performed with unpaired Student’s t-test or one-way ANOVA followed by Newman–Keuls multiple comparison test. Data present means ± SEM from 3 to 5 experiments. *P < 0.05, **P < 0.01, ***P < 0.001 against si-NC cells or against Vec-NC cells or against control cells; ^#^*P* < 0.05, ^##^*P* < 0.01 against si-GALR2 cells or against PD98059 cells or against Vec-GALR1 cells.

### Improvement in dyslipidemia of darkness rats by *L. reuteri* depends on GALR1 signaling

GALR1 agonist M617 was used to certify the vital role of GALR1 in the alleviation of *L. reuteri* on dyslipidemia (Fig. 4a). The body weights did not significantly change among the four groups (Fig. 4b). Nevertheless, M617 administration impeded the amelioration of *L. reuteri* on hepatic lipid accumulation in darkness rats (Fig. 4c). Upon analyzing the serum lipid profiles, rats that received both M617 and *L. reuteri* treatments demonstrated increased TG level and decreased HDL-C level compared with *L. reuteri*-treated rats (Fig. 4d). Meanwhile, M617 inhibited the high expression of NR1D1, and promoted the low expression of SREBP1 in DL.reuteri rats (Fig. 4e, f). That’s to say, hepatic GALR1-NR1D1-SREBP1 pathway might mediate the amelioration of *L. reuteri* supplementation on dyslipidemia in darkness rats.

**Fig. 4:**
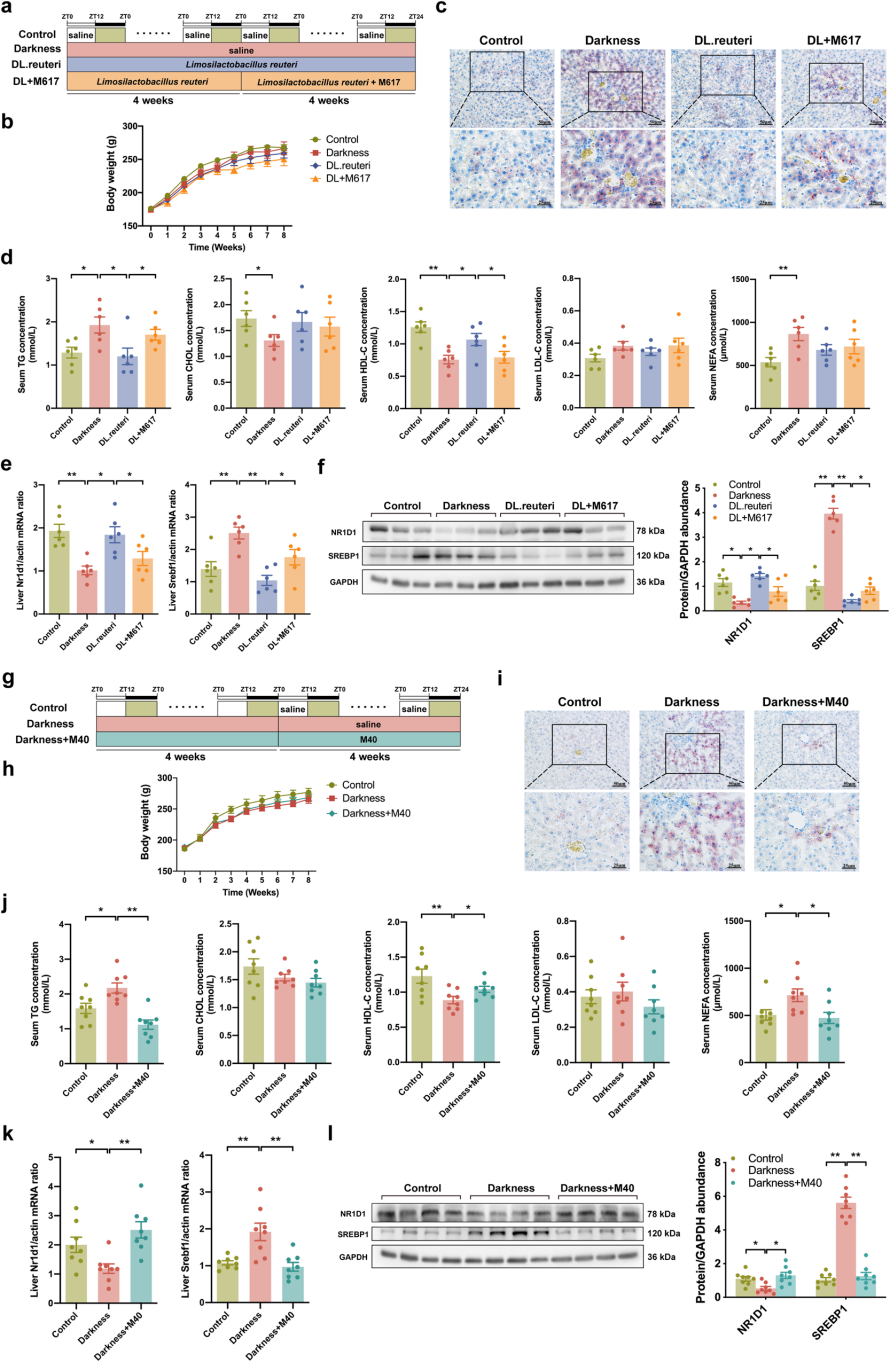
GALR1 mediates the improvement in dyslipidemia of darkness rats by *L. reuteri*. **a** Timeline depicting the treatments of darkness, *L. reuteri*, and M617 in different groups of the M617-treated rat model (*n* = 6 per group). **b** Body weight changes. **c** Representative Oil Red O staining of liver. Scale bar: 50 μm and 25 μm. **d** Left to right, serum concentrations of TG, CHOL, HDL-C, LDL-C, and NEFA detected by ELISA. **e** mRNA abundances of *Nr1d1* and *Srebf1* in rat liver. **f** Protein abundances of NR1D1 and SREBP1 in rat liver. Left, representative images of western blot were shown. Right, immunoreactive bands were densitometrically quantified. **g** Timeline depicting the treatments of darkness and M40 in different groups of the M40-treated rat model (*n* = 8 per group). **h** Body weight changes. **i** Representative Oil Red O staining of liver. Scale bar: 50 μm and 25 μm. **j** Left to right, serum concentrations of TG, CHOL, HDL-C, LDL-C, and NEFA detected by ELISA. **k** mRNA abundances of *Nr1d1* and *Srebf1* in rat liver. **l** Protein abundances of NR1D1 and SREBP1 in rat liver. Left, representative images of western blot were shown. Right, immunoreactive bands were densitometrically quantified. GAPDH or *β-Actin* were used as loading controls for western blot and qPCR analyses. Statistical analysis was performed with one-way ANOVA followed by Newman–Keuls multiple comparison test. Data present means ± SEM. *P < 0.05, **P < 0.01.

On the other hand, GALRs antagonist M40 was used to verify the role of galanin-GALR1 in darkness-induced dyslipidemia (Fig. 4g). The body weights remained similar among the three groups (Fig. 4h). Besides reducing the lipid accumulation in the liver of darkness rats (Fig. 4i), M40 treatment moderated the levels of serum TG, HDL-C, and NEFA (Fig. 4j). As regards potential hepatic downstream signaling molecules, M40 increased the expression of NR1D1 and decreased the expression of SREBP1 which were initially low and high respectively in darkness rats (Fig. 4k, l). Since the serum galanin concentration that was elevated in darkness rats remained after *L. reuteri* treatment (Fig. 2i and Supplementary Fig. 1q), we posit that the modulation by *L. reuteri* regimen directly depends on GALR1 signaling.

### *L. reuteri* restructures gut microbiota and metabolites in darkness rats

The above results gave rise to the investigation of signaling mediators between *L. reuteri* and hepatic GALR1-NR1D1-SREBP1 pathway. By functioning as a probiotic, the impact of *L. reuteri* on host metabolism is intestinal flora dependent. Gut microbiota-driven metabolites are implicated as potential mediators in the interaction between microbiome communities and energy homeostasis^28–31^. Therefore, we propose that gut microbiota and metabolites might mediate the effect of *L. reuteri* on hepatic lipid dysmetabolism. 16 S rRNA gene sequencing analysis of faecal bacteria isolated from control, darkness, and DL.reuteri rats (*n* = 8/group) was used to determine structural changes in gut microbiota in response to *L. reuteri* (Supplementary Data 3). The microbiome α diversity of three groups, presented with Chao, Coverage, Ace, Shannon, Simpson, and Observed species analyses remained at the similar level (Fig. 5a). The unweighted Unifrac distance of DL.reuteri rats was different from other groups (anoism *P* = 0.003), which indicated that *L. reuteri* distinctly changed β diversity (Fig. 5b). *L. reuteri* totally overturned the influence of darkness on rats with increased *Lactobacillus* and decreased *Clostridium sensu stricto 1*, *Family XIII AD3011 group*, *Ruminococcaceae UCG-009*, and *Ruminococcaceae UCG-010* at the genus level (Fig. 5c and Supplementary Data 4). To infer the putative role of gut microbiota in *L. reuteri*-treated darkness rats, 34 represented genera (14 from control, 10 from darkness, and 10 from DL.reuteri rats) were employed to predict the functional composition. These flora were identified by Linear discriminant analysis (LDA) effect size (LEfSe) (Fig. 5d, e). Metagenomic inference showed that five differentially expressed genera might interact with genes referring to nicotinate and nicotinamide metabolism, adipocytokine signaling pathway, lipopolysaccharide biosynthesis, inositol phosphate metabolism, etc. (Fig. 5f), most of which are closely related to lipid metabolism.

**Fig. 5:**
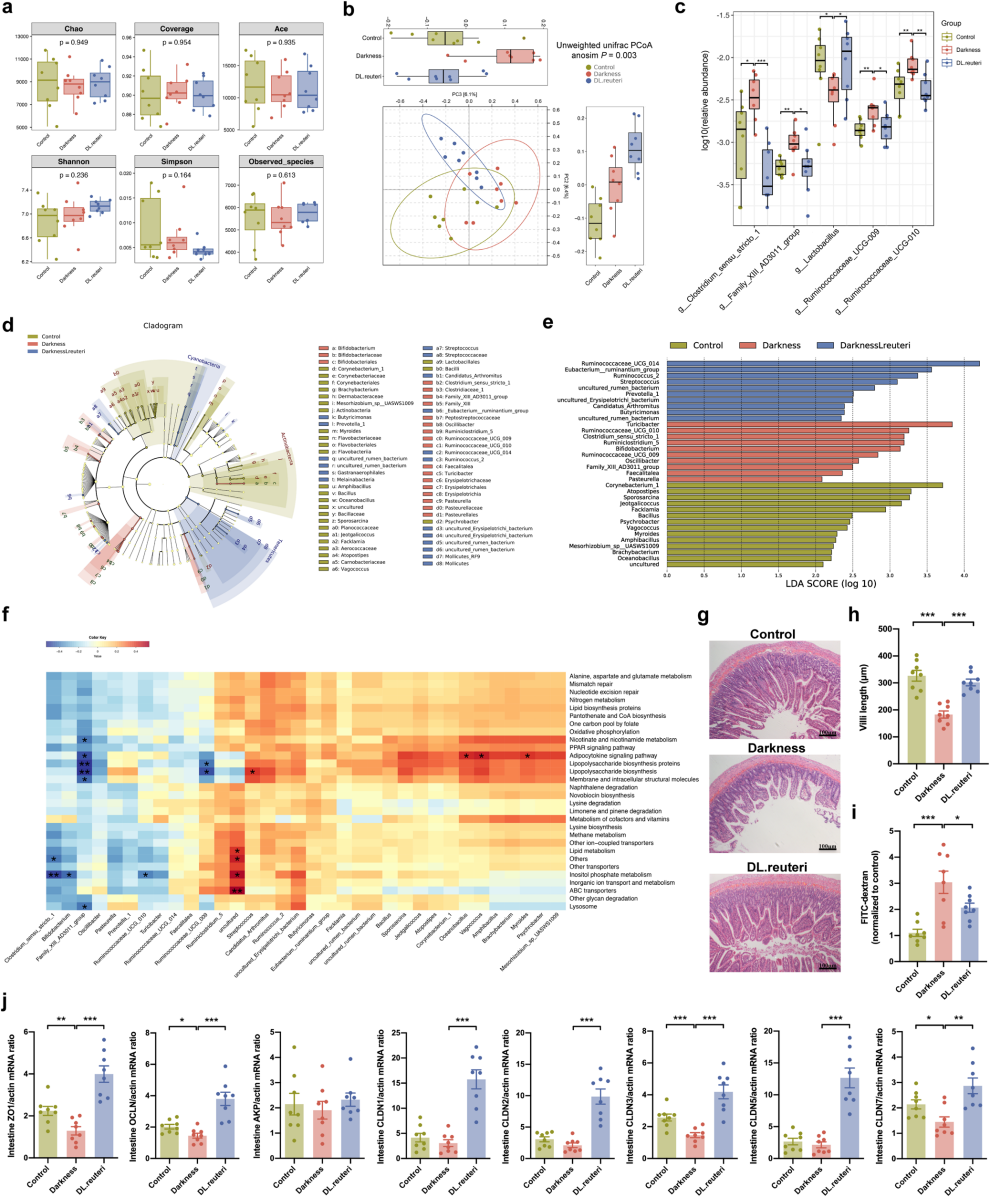
Faecal microbiome analysis of *L. reuteri*-treated darkness rats. **a** Boxplots of a-diversity calculated by Chao, Coverage, Ace, Shannon, Simpson, and Observed species. **b** PCoA plot based on unweighted Unifrac distance was used to test the variations of microbial communities among groups. Analysis of similarities (anosim): *P* = 0.003 with 999 permutations. **c** Relative abundance of differential genera (highly or lowly expressed in darkness rats compared with control and DL.reuteri rats, *P* < 0.05), calculated with Kruskal–Wallis test followed by Dunn’s multiple comparison test. **d** Cladogram of LDA effect size analysis. Microbiota with no significant difference were stained into yellow, taxonomic biomarkers were stained following the group category. **e** Genera biomarkers within groups identified by LDA effect size analysis with an LDA score > 2. **f** Prediction of functional potential with PICRUSt2.0 analysis using the above genera biomarkers (*P < 0.05, **P < 0.01). **g** Representative hematoxylin and eosin staining of ileum. Scale bar: 100 μm. **h** Villi length of ileum was measured. **i** Gut permeability was tested. Fluorescence intensity in sera of each sample was normalized to control group average. **j** Left to right, mRNA abundances of *Zo1*, *Ocln*, *Akp*, *Cldn1*, *Cldn2*, *Cldn3*, *Cldn5*, and *Cldn7* in rat ileum. *β-Actin* was used as a loading control for qPCR analyses. Statistical analysis (**h**–**j**) was performed with one-way ANOVA followed by Newman–Keuls multiple comparison test. The boxplot elements were defined as following: center line, median; box limits, upper, and lower quartiles; whiskers, 1.5 × interquartile range. Points outside the whiskers represented outlier samples. *n* = 8 per group. Data present means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

The integrity of the intestinal barrier is critical in the interaction between microbiota and metabolites in the gastrointestinal tract and the systemic metabolism^29^. We found that the ileum villi were flattened with shortened lengths in darkness rats; however, this effect was ameliorated by *L. reuteri* (Fig. 5g, h). Fluorescein isothiocyanate (FITC)–dextran assay indicated that darkness rats receiving *L. reuteri* showed reduced gut permeability compared with darkness rats (Fig. 5i). The administration of *L. reuteri* to darkness rats also elevated several ileal tight-junction genes that were decreased in darkness rats, especially *zonula occludens 1* (*Zo1*), *occludin* (*Ocln*), *claudin* (*Cldn*) *3*, and *Cldn7* (Fig. 5j). Hence, these results imply the benefits of administering *L. reuteri* on the intestinal barrier that has been damaged by darkness exposure. This connects alterations in intestinal microbiota and metabolites to changes in circulating metabolites.

We further detected the untargeted metabolite profiling of both faecal samples (Supplementary Data 5) and serum samples (Supplementary Data 6) from control, darkness, and DL.reuteri rats (*n* = 8/group), which revealed marked group differences by principal component analysis (PCA), partial least squares discrimination analysis (PLS-DA), and orthogonal PLS-DA (OPLS-DA) (Fig. 6a, b and Supplementary Fig. 2a–d). *L. reuteri* reversed the altered abundance of metabolites in darkness rats including 33 faecal metabolites (Fig. 6c and Supplementary Data 7) and 11 serum metabolites (Fig. 6d and Supplementary Data 7). The predictive pathway enrichment was performed using differential metabolites. Both faecal and serum differential metabolites illustrated amino acid metabolism and lipid metabolism including fatty acid biosynthesis, biosynthesis of unsaturated fatty acids, etc. (Fig. 6e, f). Combining microbial functional prediction with that of metabolomes showed that lipid metabolism was specifically enriched in the benefits of *L. reuteri* regimen in darkness rats. That is to say, gut microbiota and metabolites indeed mediate the regulation of *L. reuteri* to lipid dysmetabolism in darkness rats.

**Fig. 6:**
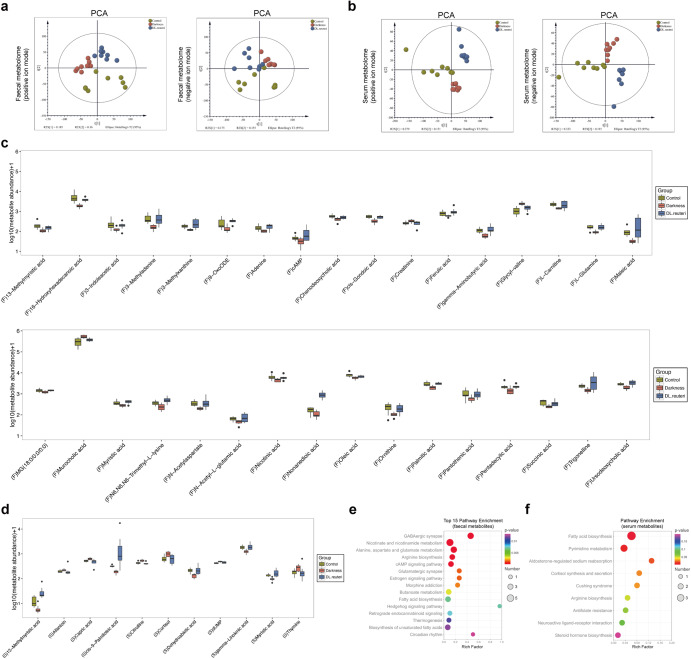
Faecal and serum metabolomes analyses of *L. reuteri*-treated darkness rats. Scatter plot of scores from PCA of faecal metabolome (**a**) and serum metabolome (**b**) in positive ion and negative ion modes. Relative abundances of differential metabolites (highly or lowly expressed in darkness rats compared with control and DL.reuteri rats) identified by analyses of faecal metabolome (**c**) and serum metabolome (**d**). Based on the OPLS-DA model, variable importance in the projection (VIP) value > 1. *P* < 0.05 by unpaired Student’s t-test of the peak area between each two groups. Predictive KEGG pathway analysis performed on the MetaboAnalyst website using the above 33 differential faecal metabolites (**e**) and 11 differential serum metabolites (**f**). The boxplot elements were defined as following: center line, median; box limits, upper, and lower quartiles; whiskers, 1.5 × interquartile range. Points outside the whiskers represented outlier samples. *n* = 8 per group.

### *L. reuteri* decreases capric acid and alleviates dyslipidemia via GALR1 signaling in darkness rats

Having identified microbiome and metabolome signatures that were upregulated or downregulated by *L. reuteri* in darkness rats, the next step was to assess the interplay across gut microbiota compositions, faecal metabolites, serum metabolites, and hepatic GALR1-mediated signaling pathway, in relation to the observed impact of *L. reuteri* regimen on dyslipidemia in darkness rats. We carried out multiomics Spearman correlation analysis of all enriched gut genera, faecal, and serum metabolites within each group. Tight but different connections were certified in control, darkness, and DL.reuteri rats (|ρ | > 0.8 and *P* < 0.05) (Fig. 7a). Only 2.4% of correlations were common in control and darkness rats (Supplementary Fig. 3a). Meanwhile, 57 common correlations between control and DL.reuteri rats principally predicted amino acid metabolism and lipid metabolism, which also supported the observation that *L. reuteri* regimen reduced the dyslipidemia of darkness rats (Supplementary Fig. 3b, c). Moreover, procrustes analysis presented a strong cooperativity of faecal microbiome and faecal metabolome (*P* < 0.003), as well as that of faecal metabolome and serum metabolome (*P* < 0.001), indicating the contribution of modified gut microbiota to metabolic alterations in intestinal tract and serum after *L. reuteri* treatment in darkness rats (Fig. 7b). Multiple Spearman’s rank correlation coefficients were then calculated using the above differentially expressed 5 genera, 33 faecal metabolites, 11 serum metabolites, and serum lipid parameters to identify key metabolites involved in the *L. reuteri*-alleviation of dyslipidemia in darkness rats (Supplementary Fig. 4a–h). Altered abundances of *Lactobacillus*, *Clostridium sensu stricto 1*, *Ruminococcaceae UCG-010*, and *Family XIII AD3011 group* caused by the *L. reuteri* regimen were closely associated to changes in multiple faecal metabolites as well as serum metabolites including cortisol, cis-9-palmitoleic acid, 13-methylmyristic acid, capric acid, and deoxyuridine monophosphate (dUMP), subsequently related to modulation of dyslipidemia (Fig. 7c). Because the essential role of corticosterone in the stress of rodents has been established^32^, we reassessed the serum concentrations of cortisol and corticosterone in rats using enzyme-linked immunosorbent assay (ELISA) kits, results of which were consistent to the metabolome data (Supplementary Fig. 4i). Besides of the close collaboration between targeted gut microbiota and metabolites, strong correlations within genera as well as correlations within metabolites were also observed (Supplementary Fig. 4j–l), thus constructing a complex interacting network.

**Fig. 7:**
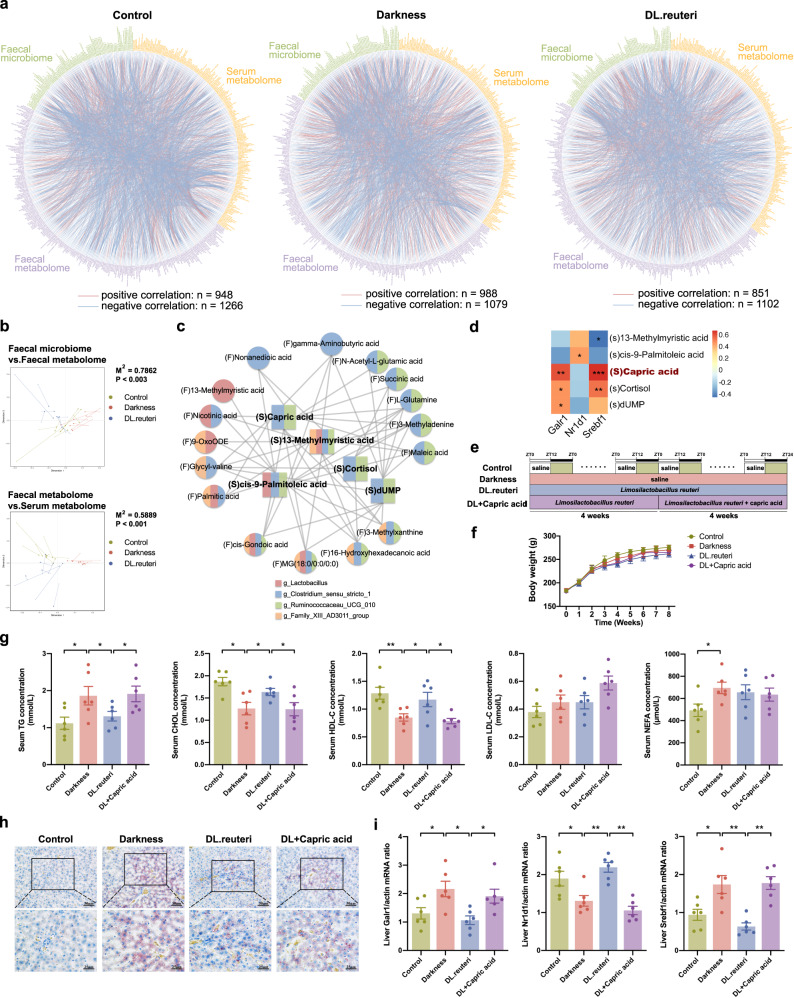
*L. reuteri* decreases capric acid and alleviates dyslipidemia via GALR1 signaling in darkness rats. **a** Multiomics correlation networks of all variables for the faecal microbiome (green), faecal metabolome (purple) and serum metabolome (yellow) within control rats (left), darkness rats (middle), and DL.reuteri rats (right). Vertices indicate omics variables, and lines indicate a significant Spearman’s rank correlation coefficient at |ρ | > 0.8 and *P* < 0.05. Red connections indicate positive correlation, and blue connections show negative correlations. **b** Procrustes analyses of faecal microbiome versus faecal metabolome (above) and of faecal metabolome versus serum metabolome (below). **c** Spearman correlation network between target faecal metabolites (circle) and target serum metabolites (square) (*P* < 0.05). The color of each metabolite was determined by their correlations with target genera (*P* < 0.05): Pink, *Lactobacillus*; Blue, *Clostridium sensu stricto 1*; Green, *Ruminococcaceae UCG-010*; Yellow, *Family XIII AD3011 group*. **d** Spearman rank correlations between target serum metabolites and mRNA expression of *Galr1*, *Nr1d1*, and *Srebf1* in rat liver (*P < 0.05, **P < 0.01, ***P < 0.001). **e** Timeline depicting the treatments of darkness, *L. reuteri*, and capric acid in different groups of the capric acid-treated rat model (*n* = 6 per group). **f** Body weight changes. **g** Left to right, serum concentrations of TG, CHOL, HDL-C, LDL-C, and NEFA detected by ELISA. **h** Representative Oil Red O staining of liver. Scale bar: 50 μm and 25 μm. **i** mRNA abundances of *Galr1*, *Nr1d1,* and *Srebf1* in rat liver. *β-Actin* was used as a loading control for qPCR analyses. Statistical analysis (**g**, **i**) was performed with one-way ANOVA followed by Newman–Keuls multiple comparison test. Data present means ± SEM. *P < 0.05, **P < 0.01.

To further determine the key serum metabolites that mediate the regulation of GALR1 by *L. reuteri* and improve lipids, we calculated the correlations between targeted serum metabolites and hepatic mRNA expression of target genes. The strong associations of *Galr1* expression with capric acid, cortisol, and dUMP were indicated (Fig. 7d). 

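Capric acid, a medium-chain fatty acid, had a serum peak area of 62.7 ± 6.19 (SD, n = 8) in darkness rats, 51.8 ± 4.76 in control rats and 47.3 ± 12.0 in DL.reuteri rats, in the values of Supplementary Data 6. Cortisol had 99.6 ± 23.9, 65.5 ± 20.4 and 64.2 ± 25.8 in darkness, control and DL.reuteri rats, and dUMP, a precursor of thymidine nucleotides, had 48.4 ± 3.06, 42.2 ± 2.42 and 45.0 ± 3.66. Serum and liver values were matched by group and rat number, and that equal numbers mark the same rat is not stated in the paper's text. The paper selected Galr1, Nr1d1, Srebf1 and these metabolites for a difference of darkness rats from both other groups. A correlation over 24 rats is therefore partly built in, and its permutation p ignores the groups, unlike the values within groups. Over 24 rats the log2(FPKM + 1) of Galr1 correlated with capric acid (Pearson's r = 0.667, permutation p = 0.0002; Spearman's rho = 0.643, permutation p = 0.0009, adjusted p = 0.0121 over 15 relations). Without the 2 rats farthest from the median of capric acid r was 0.563 (permutation p = 0.00657) and the adjusted p of the relation was 0.0713, and within groups rho was 0.339 (permutation p = 0.148). For cortisol, r was 0.422 (permutation p = 0.0409) and rho 0.410 (p = 0.0482, adjusted p = 0.0904), with r = 0.302 without the 2 farthest rats and rho = −0.01 within groups. For dUMP, r was 0.395 (permutation p = 0.0568) and rho 0.352 (p = 0.0919, adjusted p = 0.138), with r = 0.219 without the 2 farthest rats and rho = −0.07 within groups. Galr1 also correlated inversely with cis-9-palmitoleic acid (r = −0.405, permutation p = 0.0066; rho = −0.623, p = 0.00162, adjusted p = 0.0121) and 13-methylmyristic acid (r = −0.532, permutation p = 0.00166; rho = −0.527, p = 0.00918, adjusted p = 0.0459), with r = −0.299 and −0.386 without the 2 farthest rats. Of the 15 relations, computed for Galr1, Nr1d1 and Srebf1, 3 passed an adjusted p under 0.05 by rho, and 0 did within groups, where the permutation p was under 0.05 for Galr1 (rho = −0.462, permutation p = 0.0389) and for Nr1d1 (rho = −0.544, permutation p = 0.00636) with cis-9-palmitoleic acid. For Nr1d1 the sign within groups was opposite to that of rho over 24 rats (rho = 0.390, permutation p = 0.0619, adjusted p = 0.103; r = −0.169, permutation p = 0.417) and of rho without the 2 farthest rats (rho = 0.654, permutation p = 0.00131; r = 0.364, permutation p = 0.0981). The Galr1 values are those of the row that lies on a line against Nr1d1 in each group.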

Since cortisol is inactive in rodents, we next verified the in vivo role of capric acid as a mediator of the beneficial effects on GALR1 signaling induced by *L. reuteri* (Fig. 7e). There was no obvious difference in body weight among the four groups (Fig. 7f). Consistent with the above data, *L. reuteri* attenuated the high level of TG and low levels of CHOL and HDL-C in the sera of darkness rats. However, this improvement was reversed by capric acid supplementation (Fig. 7g). Meanwhile, capric acid facilitated the accumulation of hepatic lipids in which were initially low in DL.reuteri rats as shown by Oil Red O staining (Fig. 7h). Of note, capric acid treatment evidently restrained the inhibiting effect of *L. reuteri* on the expression of GALR1 and SREBP1 as well as its promoting effect on the expression of NR1D1 in the liver of darkness rats (Fig. 7i). Accordingly, capric acid takes an important role in the amelioration of GALR1-regulated lipid metabolism by *L. reuteri*. In other words, *L. reuteri* supplementation exerts the protective effect against constant darkness-induced lipid dysmetabolism of PCOS partly through caprid acid and further hepatic GALR1 signaling pathway.

## Discussion

Emerging evidence has implicated the intersection between the circadian rhythm and gut microbiota with the host metabolism^28^; however, little is known concerning the mechanisms underlying this intersection especially in women with PCOS. Our study identifies the lipid disorder in circadian disruption-induced PCOS-like rats. We figure out for the first time that a restructured microbiome-metabolome network following the dietary administration of *L. reuteri* could provide substantial protection against dyslipidemia in constant darkness rats. Notably, *L. reuteri* exerts the protective effect on lipid homeostasis partly through caprid acid and further hepatic GALR1-NR1D1-SREBP1 signaling pathway (Fig. 8). Our data thus suggest that *L. reuteri*–capric acid–GALR1 axis could have tremendous potential for preventing and treating lipid dysmetabolism associated with biorhythm disorders, especially PCOS.

**Fig. 8:**
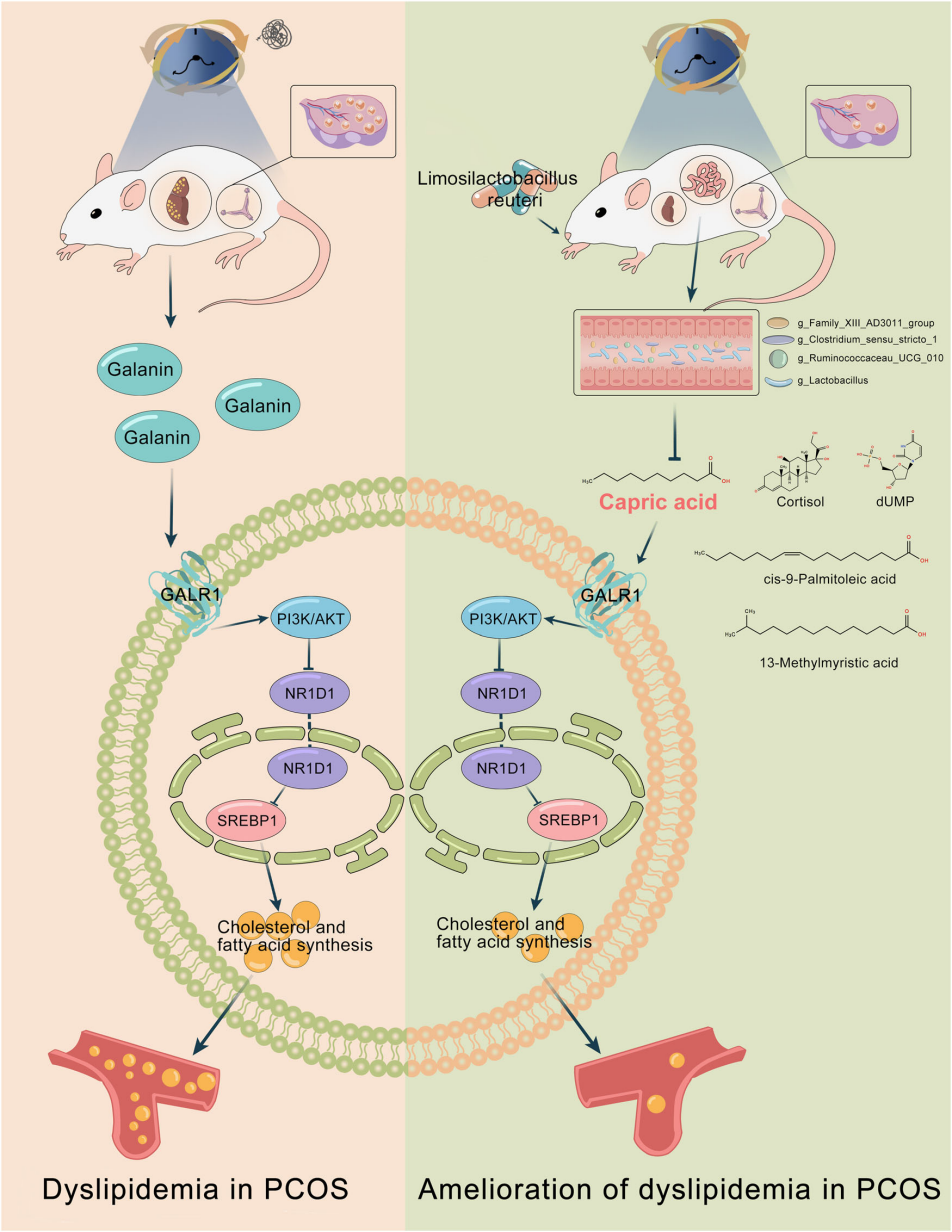
Proposed mechanisms for the amelioration of *L. reuteri* on dyslipidemia in circadian dysrhythmia-induced PCOS-like rats. Left, circadian dysrhythmia due to constant darkness resulted in dyslipidemia and reproductive hallmarks of PCOS in rats. Elevated galanin-GALR1 induced by darkness exposure functioned as an upstream factor of PI3K/AKT pathway and further suppressed NR1D1-induced *SREBF1* transcription and translation, thus inducing hepatic lipid accumulation in PCOS-like rats. Right, *L. reuteri* supplementation ameliorated dyslipidemia and reproductive hallmarks in circadian dysrhythmia-induced PCOS-like rats. *L. reuteri* restructured microbiome-metabolome network in darkness rats ameliorating the abundance of *Lactobacillus*, *Clostridium sensu stricto 1*, *Ruminococcaceae UCG-010*, and *Family XIII AD3011 group*, followed by varied serum levels of cortisol, cis-9-palmitoleic acid, 13-methylmyristic acid, capric acid, and dUMP. Notably, capric acid mediated the inhibition of *L. reuteri* on hepatic GALR1-PI3K/AKT-NR1D1-SREBP1 pathway, which eventually alleviated dyslipidemia.

We observed that water intake and food consumption remained consistent between control and darkness rats at the end of the treatment (Supplementary Fig. 5a, b). In addition to dyslipidemia, increased fasting blood glucose and impaired glucose tolerance were also found in darkness rats (Supplementary Fig. 5c, d). However, glucolipid metabolic dysregulation in the host might be not enough to cause significant weight gain in darkness rats despite the fact that weight gain is a key hallmark of PCOS. The normal chow diet we fed rats might take a role. A previous study presents that high-fat diet and light schedule show interaction effects to increase body mass while there are no individual effects of light schedule present in mice fed a low-fat diet^33^. A suitable animal model mimicking all features of PCOS in humans is still being identified.

The endogenous galanin-GALRs system has a special role in adapting food intake, glucose homeostasis, adipogenesis, arousal or sleep, neuroendocrinology, etc.^34^. Central galanin neurons promote sleep in mice and a decline in galanin neurons might lead to sleep fragmentation^35,36^. Other than our observation identifying GALR1 as an essential regulator in peripheral circadian clock, more evidence is required in the future to uncover its role in systemic circadian rhythm. Additionally, serum galanin level is positively associated with HbA1c level in diabetes mellitus and correlated with insulin resistance and TG level in obese people^37,38^. GALR1 is reported to mediate the obesogenic effects of galanin^37^; however, the functional role of hepatic GALR1 and the impact of galanin-GALRs on host metabolism are still controversial. For example, the increase of blood glucose by peripheral treatment of the GALR1-specific agonist is in contrast to the suppression role of central galanin administration^37^. Our results also illustrated GALR1 antagonist (M40) as a potential therapeutic target for dyslipidemia in circadian disruption-ignited PCOS. Nevertheless, another study portrays the protective effects of galanin injection on inflammatory, hormonal, and glucose parameters in the PCOS-like rat model following a single injection of estradiol valerate^39^. Although the seemingly paradoxical conclusion could be attributed to the different animal models used, intricate mechanisms underlying the action of galanin-GALRs in metabolism and PCOS remain unexplored.

Consistent with our results, mounting evidences have also characterized hepatic *Nr1d1* deletion mice and *Nr1d1*^−/−^ mice with lipid disturbances probably through regulation of SREBP1 and INSIG2^40,41^. Intriguingly, a recent study elucidates the attenuation effect of systemic NR1D1 agonist administration on hepatic steatosis and inflammation in non-alcoholic steatohepatitis (NASH) mice might be attributed to the enhancement of gut barrier^42^. An ileal transcriptome has been detected in *Lactobacillus*-treated healthy mice and the circadian rhythm pathway presents maximum enrichment^43^. We also observed the improvement of *L. reuteri* on intestinal barrier integrity in darkness rats. Meanwhile, *L. reuteri* dramatically increased *Nr1d1* and *Nr1d2* expression in the intestine of darkness rats, though only *Nr1d1* expression differed between control and darkness rats (Supplementary Fig. 6a, b). Thus, we inferred that ileal NR1D1 might play a partial role in the modulation of *L. reuteri* on darkness-induced gut barrier dysfunction and dyslipidemia. Special attention should be focused on the circadian rhythm of gut itself.

*L. reuteri* supplement reduced the abundance of *Clostridium sensu stricto 1*, *Family XIII AD3011 group*, *Ruminococcaceae UCG-009*, and *Ruminococcaceae UCG-010* in darkness rats. Consistent with our findings, a previous study using constant darkness mice also shows a high abundance of *Clostridia* in the small intestine^44^. The genus *Clostridium sensu stricto* is markedly increased in mice with NASH^45^, and it positively correlates with the waistline measurements, body mass index as well as LDL, TG, and CHOL levels in adults^46^. The family *Ruminococcaceae* and *Family XIII AD3011* are associated with PCOS^47^. Furthermore, *Ruminococcaceae* UCG-010 and *Ruminococcaceae* UCG-009 are significantly positively correlated with plasma concentration of trimethylamine-N-oxide^48^, which promotes the development of atherosclerosis in mice. Thus, high levels of the above four genera might facilitate the metabolic abnormalities and even hormone imbalance in darkness rats. Their specific functional actions in circadian disruption-derived PCOS are well worthy of investigations. What’s more, we also performed 16 S rRNA gene sequencing analysis of faecal microbiome in control, darkness, and darkness+M40 rats (*n* = 5/group) (Supplementary Data 8). The microbiome α diversity remained at the similar level in three groups, while the β diversity was distinctly changed (anoism *P* = 0.006) (Supplementary Fig. 7a, b). As shown, M40 treatment did not alleviate the high abundances of *Clostridium sensu stricto 1*, *Family XIII AD3011 group*, *Ruminococcaceae UCG-009*, and *Ruminococcaceae UCG-010* in darkness rats (Supplementary Fig. 7c). Unexpectedly, the low abundance of *Lactobacillus* in darkness rats was still substantially reversed by M40 injection. Besides, the low abundances of *Anaeroplasma*, *Jeotgalicoccus*, and *Turicibacter* as well as high abundances of *Caldicoprobacter* and *GCA-900066575* in darkness rats were also moderated (Supplementary Fig. 7d). Predictive function analysis portrayed the potential roles of M40 treatment in fatty acid metabolism, steroid biosynthesis, circadian entrainment in darkness rats, which supported the current posit of *L. reuteri* administration in darkness rats (Supplementary Fig. 7e).

Capric acid is a major component of medium chain triglycerides of ubiquitous dietary origin. As a medium-chain fatty acid, dietary capric acid is directly transferred to the liver via the portal vein and rapidly metabolized through the bile acid metabolism pathway^49^. Our findings revealed the increased level of serum capric acid as well as decreased levels of faecal chenodeoxycholic acid (CDCA) and ursodeoxycholic acid (UDCA) in darkness rats compared with controls. Particularly, the level of capric acid and the levels of these two bile acids were distinctly negatively correlated (Supplementary Fig. 4h), indicating that the hepatic metabolization of capric acid might be inhibited in darkness rats. Excessive capric acid was supposed to stimulate GALR1-NR1D1-SREBP1 pathway giving rise to hepatic lipid accumulation. Nevertheless, the level of serum capric acid was obviously reduced and the levels of faecal CDCA, UDCA, and tauroursodeoxycholic acid were apparently elevated in darkness rats receiving *L. reuteri* supplementation. Meanwhile, the low abundance of *Lactobacillus*, reportedly showing bile salt hydrolase activity^50^, in darkness rats was also increased by *L. reuteri* treatment. Accordingly, we suggest that the catabolism of capric acid might be enhanced by *L. reuteri* and the activated GALR1 signaling due to capric acid was thus restrained in DL.reuteri rats, contributing to the amelioration of dyslipidemia. A previous study illustrates that supplementation with capric acid and its triglyceride form improves glucose sensitivity and lipid profiles in diabetic mice^51^. The promising role of capric acid in PCOS is also elaborated that capric acid treatment inhibits androgen biosynthesis and reverses insulin resistance in letrozole-induced PCOS-like rats^52^. Conversely, our study presented that capric acid administration encumbered the alleviation of *L. reuteri* on constant darkness-induced dyslipidemia of PCOS-like rats, thus shedding light on a novel mechanism accounting for the intricate effect of capric acid on lipids. Interestingly, capric acid is previously illustrated as a PPARγ activator^51^, and the PPAR signaling pathway was remarkably indicated in our KEGG analysis of hepatic DEGs profiles in *L. reuteri*-treated darkness rats. 

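Pnpla3, a lipase of hepatocyte lipid droplets that lipogenic signals induce, fell from 77.0 ± 36.4 FPKM (SD, n = 8) in darkness rats to 11.7 ± 16.4 in DL.reuteri rats (log2 difference −3.14, standard error 0.58, adjusted p = 0.0323 from limma). Fabp5, a fatty acid carrier, fell from 66.6 ± 32.7 to 20.5 ± 10.7 FPKM, and G6pdx, which supplies NADPH for lipid synthesis, fell from 38.0 ± 13.2 to 14.3 ± 7.37 (adjusted p = 0.0428 from limma for each). Ireb2, a regulator of iron metabolism, rose from 5.51 ± 1.29 to 10.9 ± 2.65 FPKM (adjusted p = 0.0323 from limma). These were among 10 genes past an adjusted p under 0.05 in DL.reuteri against darkness rats, of which 3 were higher (also Phldb2 and RGD1564792) and 7 were lower (also Sult4a1, Nmral1, Tnfrsf9 and AABR07064980.1). Control rats had 88.3 ± 81.9 FPKM of Pnpla3, 74.3 ± 32.6 of Fabp5, 28.1 ± 14.1 of G6pdx and 6.03 ± 1.37 of Ireb2. Since limma called 0 genes between darkness and control rats, these differences do not show the reversal of a darkness effect. Pnpla3 had 51.3 FPKM in DL.reuteri 4, against 1.59 to 13.1 in the other DL.reuteri libraries. Of 38 measured genes of PPAR signalling, limma called 0 over all genes, 1 higher and 6 lower when adjusted over the list alone, and 2 higher and 6 lower at an unadjusted p under 0.05. The higher genes were Ppara, with 3.96 ± 1.40 FPKM in DL.reuteri rats against the value given for darkness rats above, and the lipid droplet protein Plin2, with 83.7 ± 21.8 against 60.5 ± 21.0. The lower genes included Ppard, with 3.27 ± 1.91 against 7.49 ± 2.84 FPKM, Apoa1, the main protein of HDL, with 1037 ± 441 against 1866 ± 276, and Me1 and Scd1. The list was lower in DL.reuteri rats (camera, adjusted p = 0.00205; adjusted p = 0.809 with an estimated correlation), and without the 9 rows of at most 10 digits, Rxra and Rxrg among them, the adjusted p was 0.0196. Of 22 genes of fatty acid and triglyceride synthesis, limma called 0 over all genes and 4 lower when adjusted over the list alone, and at an unadjusted p under 0.05 7 were lower: Srebf1, Acly, Acacb, Scd1, Me1, Fads2 and Pklr. Scd1, which makes monounsaturated fatty acids, had 145 ± 156 FPKM in DL.reuteri rats and 471 ± 501 in darkness rats, Me1, the malic enzyme, had 17.2 ± 6.11 and 40.3 ± 18.7, and Acacb, an acetyl-CoA carboxylase, had 8.89 ± 7.24 and 18.9 ± 6.32. The list was lower (camera, adjusted p = 4.1e-07, and 0.209 with an estimated correlation). DL.reuteri 3 had few hepatocyte transcripts, but the camera call did not rest on it. Leaving out any 1 of the 24 libraries kept the call, with adjusted p of at most 2.3e-05. Without 1 library the count of 10 genes became 0 without darkness 2, 5, 6, 7 or 8 or DL.reuteri 1, 5, 6, 7 or 8, 1 without DL.reuteri 2, 4 without control 3, 4 or 8, 5 without control 5, 18 without darkness 3, 83 without DL.reuteri 4 and 1219 without DL.reuteri 3. It was 425 (174 higher, 251 lower) after rescaling to the 75th percentile, 461 (170 higher, 291 lower) after median ratio rescaling and 1017 (860 higher, 157 lower) after rescaling to the FPKM sum outside the mitochondrial genome, which put the median difference of all genes at 0.17 against 0.07 without rescaling.

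**Figure D5:**
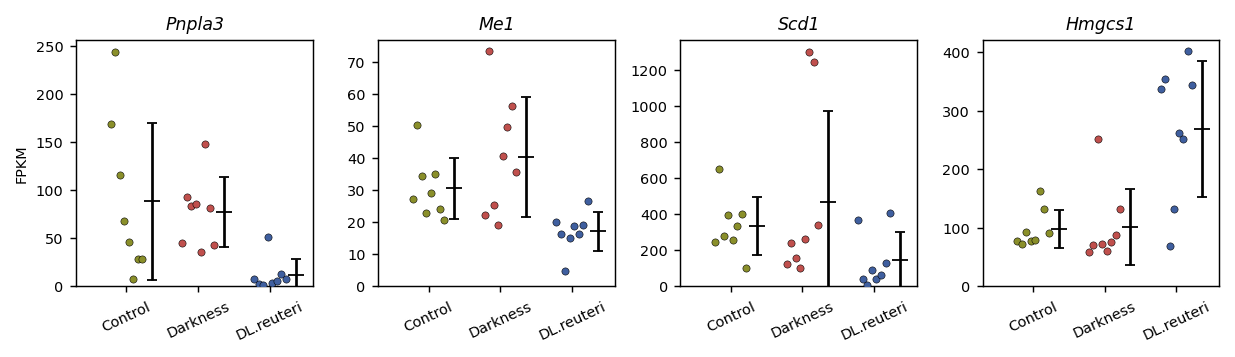
FPKM of Pnpla3, Me1, Scd1 and the cholesterol synthesis gene Hmgcs1 in each liver library of control, darkness and DL.reuteri rats. Each point is 1 rat, and the bars give the mean ± SD (n = 8). The mean of Pnpla3 is 88.3 in control rats, 77.0 in darkness rats and 11.7 in DL.reuteri rats. That of Hmgcs1 is 101 in darkness rats and 269 in DL.reuteri rats.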

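Rxrb, a retinoid X receptor expressed in most tissues, had 2.72 ± 0.650 FPKM (SD, n = 8) in darkness rats, 2.20 ± 0.343 in control rats and 2.25 ± 0.221 in DL.reuteri rats. Rxrg, the third member of the family, had 14.7 ± 5.36, 13.8 ± 2.74 and 8.73 ± 2.57 FPKM in darkness, control and DL.reuteri rats. In limma, the log2 difference of DL.reuteri from darkness rats was −0.91 for Rxra (standard error 0.25, adjusted p = 0.0791), −0.69 for Rxrg (standard error 0.19, adjusted p = 0.0819) and −0.18 for Rxrb (standard error 0.10, adjusted p = 0.381). Rxrg passed an adjusted p under 0.05 after rescaling of the libraries to the 75th percentile (0.0424) or by the median ratio (0.0362), without DL.reuteri 3 (0.0338), without control 8, DL.reuteri 2 and DL.reuteri 3 together (0.0331), and with array weights (0.0175) or the mitochondrial covariate (0.0321), and not after rescaling to the FPKM sum outside the mitochondrial genome (0.103). Rxra also passed without DL.reuteri 3 (0.0398), without the 3 libraries together (0.0290), with array weights (0.0167), the mitochondrial covariate (0.0137) or the library term of Ballgown (0.0412), and after rescaling of the libraries to the 75th percentile (0.0116), by the median ratio (0.0139) or to the FPKM sum outside the mitochondrial genome (0.0224). The rows of Rxra, Rxrb and Rxrg held at most 10 digits, and their 24 values were whole multiples of 1/377, 1/917 and 1/373.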

As the heterodimerization partner of PPARγ, high expression of RXR in darkness rats also descended due to *L. reuteri* administration. Although PPAR ligands such as thiazolidinediones can reduce insulin resistance and hyperglycemia, supraphysiological activation of PPAR causes obesity^25^. Growing evidence demonstrates that appropriate functional antagonism of PPARγ/RXR ameliorates fatty liver, which may be a logical approach to protection against obesity and related diseases^25,53,54^. Therefore, declined capric acid due to *L. reuteri* supplementation is also speculated to inactivate PPARγ/RXR besides of GALR1 signaling, contributing to the decrease of lipid contents in the liver of darkness rats. More research studies are still needed to comprehensively uncover the complicated role of capric acid in metabolic disorders, particularly associated with circadian dysrhythmia.

Although there are gaps of knowledge regarding the functional role of 13-methylmyristic acid in metabolism and PCOS, higher serum cortisol level is observed in the serum of women with PCOS^55,56^. The combination of high levels of melatonin and cortisol in the morning in PCOS is possibly a sign of disrupted circadian biorhythm^55^. Still, conflicting information exists regarding the interaction between palmitoleic acid and host metabolism. Palmitoleic acid restores glucose intolerance, promotes weight loss, and reduces inflammation in cell experiments, animal models, and even clinical trials; however, the increased level of palmitoleic acid in obese patients implies a higher risk of metabolic syndrome^57^. Their crucial roles in the amelioration of *L. reuteri* on dyslipidemia in darkness rats merit further investigations. As a matter of fact, short-chain fatty acids (SCFAs) and bile acids are considered as two main groups of microbe-derived metabolites that link gut microbiota to host metabolic outcomes and in turn influence host circadian rhythms^28,30^. The major SCFAs, butyrate, propionate, and acetate, were not observed in our target metabolome network. But the butyrate producers (family *Clostridiaceae* and family *Ruminococcaceae*), and the vital intermediary in microbial propionate synthesis (succinic acid)^58^ were enriched in the network regulated by *L. reuteri*. Bile acids exert metabolic functions by serving as highly efficacious farnesoid X receptor ligands or antagonists that participate in glucose and lipid homeostasis, immune responses, and insulin signaling^50^. As mentioned above, CDCA, UDCA, and murocholic acid were rescued by *L. reuteri* regimen in darkness rats. Although the restoration of these bile acids levels was not correlated with darkness-induced dyslipidemia, they might be closely related to other phenotypes caused by circadian disruption. Similarly, several well-known microbes-driven metabolites were also enriched in the modulation of *L. reuteri* regimen (i.e., L-carnitine, 3-indoleacetic acid, γ-linolenic acid, dehydroabietic acid, etc.) but were not associated with dyslipidemia. Their prospective roles in PCOS and biorhythm disorders ought to be addressed in the future.

In conclusion, our results propose that dietary supplementation of *L. reuteri* can protect against circadian dysrhythmia-induced PCOS by improving lipid dysmetabolism. *L. reuteri* decreases the enrichment of *Clostridium sensu stricto 1* and *Ruminococcaceae UCG-010* as well as microbiota-derived capric acid, which further inhibits hepatic GALR1-NR1D1-SREBP1 pathway activation and contributes to the amelioration of dyslipidemia. This study highlights the importance of *L. reuteri*–capric acid–GALR1 axis in the maintenance of lipid homeostasis, which may serve as an efficacious target in the treatment of biorhythm disorder-ignited dyslipidemia in PCOS.

## Methods

### Animal experiments

Female Sprague–Dawley rats of 6-week-old (Vital River Laboratory Animal Technology, Beijing, China) were housed in an animal lab under specific pathogen free conditions with three or four rats per cage. All rats were kept at a temperature of 21°C ± 2°C and a humidity of 65% ± 5 %. They received normal chow diet (#M02-F, Shanghai SLAC Laboratory Animal Co., Ltd, Shanghai, China) and autoclaved, sterilized water they could freely access ad libitum. The composition of this diet was 9.7% water, 20.5% protein, 4.62% fat, 4.35% cellulose, 6.2% crude ash, 1.24% calcium, 0.91% phosphorus, 1.3% lysine, 0.68% methionine+cystine, etc. After 8-week treatment, all rats were left to fast for 16 h (5 p.m. to 9 a.m.) with free access to water. Then faecal samples were collected before sacrifice, which were ready for 16 S rRNA gene sequencing and untargeted metabolomics. Next, serum samples were collected for untargeted metabolomics and other parameter detection. Meanwhile, tissues samples were collected and stored at −80 °C or fixed with 4% paraformaldehyde for further experiments. All animal experimental procedures were reviewed and approved by the Committee on Laboratory Animal Research of Shanghai Jiao Tong University, China. Animal welfare and experimental protocols were strictly in accordance with the guidelines for the care and use of laboratory animals.

### Establishment of *L. reuteri*-treated rat model

Rats were randomly divided into three groups namely: control, darkness, and DL.reuteri groups (*n* = 8/group). The control group received oral saline once a day and dwelt housed under in a 12:12 h light-dark cycle (lights on at 7:30 a.m. and off at 7:30 p.m.). The darkness group and DL.reuteri group were fed on saline or *L. reuteri* (10^10^ CFU/mL, 100 mg/d) (Taiwan Yaxin Biotechnology, Taiwan, China), respectively, by daily oral gavage in constant darkness for an 8-weeks’ period^14^. During the last ten consecutive days of rat model building, daily vaginal smears were consistently taken from each rat between 9:00 and 10:00 a.m. to identify their estrous cycles.

### Establishment of M617-treated rat model

Rats were randomly divided into four groups namely: control, darkness, DL.reuteri, and DL+M617 groups (*n* = 6/group). The control group was kept under in a 12:12 h light-dark cycle, receiving daily oral gavage of saline for 8 weeks and daily intraperitoneal injection of saline during the last 4 weeks. The darkness group and DL.reuteri group were daily fed on saline or *L. reuteri* (10^10^ CFU/mL, 100 mg/d) respectively by oral gavage during 8-week dark housing. Meanwhile, they received daily intraperitoneal injection of saline during the last 4 weeks. The DL+M617 group was orally treated with *L. reuteri* (10^10^ CFU/mL, 100 mg/d) once a day during 8-week dark housing and was intraperitoneally injected with M617 which is a selective GALR1 agonist (10 nmoL/d/kg BW) (#2697, Tocris Bioscience, Bristol, UK) during the last 4 weeks^59^.

### Establishment of M40-treated rat model

Rats were randomly divided into three groups namely: control, darkness, and darkness+M40 groups (*n* = 8/group). The control group was kept under a circadian rhythm of 12:12 h light-dark cycle and daily intraperitoneally injected with saline during the last 4 weeks. The darkness group and darkness+M40 group were kept in constant darkness for 8 weeks and received daily intraperitoneal injections of saline or M40 which is a non-selective galanin receptor antagonist (30 nmoL/d/kg BW) (#3425, Tocris Bioscience) respectively during the last 4 weeks^60^.

### Establishment of capric acid-treated rat model

Rats were randomly divided into four groups namely: control, darkness, DL.reuteri, and DL+capric acid groups (*n* = 6/group). The control group was kept under in a 12:12 h light-dark cycle, receiving daily oral gavage of saline for 8 weeks and daily subcutaneous injection of corn oil during the last 4 weeks. The darkness group and DL.reuteri group were daily fed on saline or *L. reuteri* (10^10^ CFU/mL, 100 mg/d) respectively by oral gavage during 8-week dark housing, and they received daily subcutaneous injection of corn oil during the last 4 weeks. The DL+capric acid group was orally treated with *L. reuteri* (10^10^ CFU/mL, 100 mg/d) once a day during 8-week dark housing and was subcutaneously injected with capric acid (250 mg/d/kg BW) (#A502170, Sangon Biotech, Shanghai, China) during the last 4 weeks^51,61^.

### Cell culture

The human cell line HepG2 was obtained from a Cell Resource Center (Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences, Shanghai, China). HepG2 cells were cultured in high glucose-DMEM/F12 (#11965-092, Gibco, NY, USA) containing 10% fetal bovine serum (FBS) (#04-001-1ACS, Biological Industries, Israel) at 37 °C in a humidified atmosphere, with 5% CO_2_. The cell lines were routinely subcultured every 2 or 3 days.

### Small interfering (si) RNA transfection with liposome

Transfections of siRNA (GenePharma, Shanghai, China) were performed using Lipofectamine 3000 (#L3000-015, Invitrogen, Carlsbad, CA, USA) and Opti-MEM (#31985070, Gibco) according to the manufacturer’s instructions. HepG2 cells were further incubated for 48 h before detecting the efficiency of knockdown and the abundance of target genes. The specific sequences of target genes are as follows:

*GALR1* siRNA, 5′-GCAAGUUCAUCCACUACUUTT-3′,

*GALR2* siRNA, 5′-GCAAGGUGACACGCAUGAUTT-3′,

*NR1D1* siRNA, 5′-CCCACCUACUUCCCACCAUTT-3′,

*NR1D2* siRNA, 5′-GCAUGGUUCUACUGUGUAATT-3′,

non-specific scrambled siRNA, 5′-UUCUCCGAACGUGUCACGUTT-3′.

### Plasmids transfection with liposome

Lipofectamine 3000 and P3000 (Invitrogen) were mixed with pTSB02-GFP-PURO-GALR1 (Transheep, Shanghai, China), or pTSB02-GFP-PURO-GALR2 (Transheep), or pTSB02-GFP-PURO-NR1D1 (Transheep), or pTSB02-GFP-PURO-NR1D2 (Transheep) in Opti-MEM and then added into cells according to the manufacturer’s instructions. HepG2 cells were further incubated for 72 h before detecting the efficiency of overexpression and the abundance of target genes.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

Total RNA from HepG2 cells, liver, and ileum tissues from rat models was extracted using animal total RNA isolation kit (#RE-03014, FOREGENE, Chengdu, China) and then reversely transcripted into cDNA (#RR037A, Takara Bio, Dalian, China). The mRNA expression of target genes was detected using RT-qPCR (Applied Biosystems, CA, USA). Then the results were analyzed by ΔΔCt method. The target gene/*β-ACTIN* ratio was taken to be our target mRNA level. The primer sequences used for targeting genes are presented in Supplementary Table 1.

### Western blot analysis

Forty μg protein was loaded onto 10% SDS gel and then the protein was transferred to nitrocellulose membrane (Merck Millipore, Massachusetts, USA). The nonspecific binding sites of membrane were blocked and incubated with diluted GALR1 antibody (1:500; #47567, Signalway Antibody, Maryland, USA), GALR2 antibody (1:500; #26459-1-AP, Proteintech, Wuhan, China), NR1D1 antibody (1:1000, #13418 S, Cell Signaling Technology, Massachusetts, USA; 1:1000, #14506-1-AP, Proteintech), NR1D2 antibody (1:500; #13906-1-AP, Proteintech), SREBP1 antibody (1:1000; #41878, Signalway Antibody), LXRa antibody (1:1000; #ab176323, Abcam, Cambridge, UK), RXRa antibody (1:1000; #ab125001, Abcam), INSIG2 antibody (1:500; #24766-1, Proteintech), P-AKT antibody (1:1000; #4060, Cell Signaling Technology), T-AKT antibody (1:1000; #4691, Cell Signaling Technology), P-ERK antibody (1:1000; #4370, Cell Signaling Technology) and T-ERK antibody (1:1000; #4695, Cell Signaling Technology) at 4°C for overnight. Then the nitrocellulose membrane was incubated with diluted matched peroxidase-conjugated secondary antibodies (1:5000; Signalway Antibody) for 1 h at room temperature. At last, the protein signals were detected with Electrochemiluminescence Western Blotting Substrate ((Merck Millipore) using a G-Box iChemi Chemiluminescence image capture system (Syngene, Cambridge, UK). The ratio of target protein to GAPDH (1:5000; #60004-1-Ig, Proteintech) was detected using software. Original blots were provided in the Supplementary Information. All blots were processed in parallel and derive from the same experiment.

### Hematoxylin and eosin staining

Rat ovary, adipose, and ileum tissues were collected and fixed with 4% paraformaldehyde and embedded in paraffin. Five μm-thick tissue sections were prepared which followed by deparaffinization and rehydration through a graded ethanol series. Then the tissue sections were stained in hematoxylin for 5 min and differentiated by hydrochloric acid for 30 s. Finally, the sections were incubated in eosin for 2 min before coving the slide and visualization using a microscope (Zeiss, Oberkochen, Germany).

### Intestine permeability detection

Rats were fasted but allowed water for 6 h. FITC-dextran (#FD4, Sigma-Aldrich, St. Louis, USA) was then given orally (50 mg/100 g BW). At 2 h after gavage, blood was collected and the fluorescence of serum samples was measured (excitation: 490 nm; emission: 520 nm)^62^. Fluorescence intensity of each sample was normalized to the control group.

### Transmission electron microscope

Fresh rat liver tissue (1 mm^3^ in size) was washed with phosphate buffer saline (PBS) and then fast fixed with 2.5% glutaraldehyde in phosphate buffer at room temperature for 1 h and then at 4°C overnight. After fixation, the samples were rinsed three times in PBS before postfixing with 1% osmium tetroxide for 2 h at 4°C. After dehydration in ethanol, the samples were infiltrated and embedded. This was followed by sectioning to ~70 nm. The sample sections were then mounted on copper grids, stained with lead citrate, and observed with an electron microscope (Hitachi HT7800, Tokyo, Japan).

### Oil red O staining

HepG2 cells were plated onto six-well plates and cultured until they were 70 % confluent. After starvation with 1% bovine serum albumin (BSA) for 24 h, cells were treated with oleic acid (#A502071, Sangon Biotech) and palmitic acid (#A600497, Sangon Biotech) at a ratio of 4:1 (OPA) at 1 mM for 18 h. Then HepG2 cells were washed with PBS, and fixed with 4% paraformaldehyde for 30 min at room temperature. The cells were then washed three times with PBS and incubated with 60% isopropanol for 5 min, followed by staining with 0.5 mL of 60% Oil Red O staining solution (#O0625, Sigma-Aldrich) for 1 h. After additional washing with PBS, images were captured under a microscope (Zeiss).

Frozen rat liver was prepared for 5 μm-thick tissue sections. After restoring to normal temperature, the sections were fixed with 4% paraformaldehyde and stained with 60% Oil Red O staining solution. After washing with PBS, the sections were incubated with 75% ethanol, followed by staining with hematoxylin for 5 min before coving the slide and visualization using a microscope (Zeiss).

### Nile red staining

HepG2 cells were treated with BSA and OPA as described above. Washed with PBS and fixed with 4% paraformaldehyde, the cells were then stained with 1 ug/mL Nile Red staining solution (#19123, Sigma-Aldrich) in darkness for 5 min at 37 °C. After additional washing with PBS, the nuclei were counterstained with 4′, 6′-diamidino-2-phenylindole (blue) in darkness for 20 min at room temperature. Images were captured under a microscope (Zeiss) and analyzed with Image J software.

### ELISA

The concentrations of galanin, LH, FSH, testosterone, SHBG, cortisol, and corticosterone in rat sera were detected using Rat Galanin ELISA Kit (#MBS2512765, Mybiosource, San Diego, USA), Rat LH ELISA Kit (#MBS2018978, Mybiosource), Rat FSH ELISA Kit (#EKU04249, Biomatik, Ontario, Canada), Testosterone ELISA Kit (#582701, Cayman Chemical, Michigan), Rat SHBG ELISA Kit (#MBS261678, Mybiosource), Cortisol Parameter Assay Kit (#KGE008B, R&D systems, Minnesota, USA), and Corticosterone Parameter Assay Kit (#KGE009, R&D), respectively. The concentrations of TG, total CHOL, HDL-C, LDL-C, and NEFA in rat sera and liver tissues were detected using Triglyceride Quantification Assay Kit (#ab65336, Abcam), HDL and LDL/VLDL Cholesterol Assay Kit (#ab65390, Abcam), Rat LDL-C ELISA Kit (#CSB-E16561r, Cusabio, Wuhan, China), and Free Fatty Acid Quantification Assay Kit (#ab65341, Abcam), respectively. We carried out all procedures following the recommended instructions provided by kit’s manufacturers.

### Glucose tolerance test

Rats were fasted for 16 h (5 p.m. to 9 a.m.) with free access to water and then intraperitoneally injected with D-glucose (2 g/kg BW) in an alternating order. The blood glucose level was measured in tail vein blood before and 30, 60, 90, and 120 min after D-glucose injection with an Accu-Chek glucose monitor (Roche, Basel, Switzerland). The area under the curve (AUC) was calculated to evaluate the glucose tolerance.

### RNA sequencing

Total RNA was extracted from 24 rat liver samples using TransZol Up Plus RNA Kit (#ER501-01, TransGen Biotech, Beijing, China) and checked for an RNA integrity number (RIN) using Agilent Bioanalyzer 2100 (Agilent technologies, CA, USA). Qualified total RNA (RIN ≥ 7) was further purified by RNAClean XP Kit (#A63987, Beckman Coulter, CA, USA) and RNase-Fr DNase Set (#79254, Qiagen, Hilden, Germany). The libraries were prepared with VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina® (#NR604-02, Vazyme Biotech, Nanjing, China) and sequenced using the Illumina HiSeq 2500 platform (San Diego, CA, USA). The poor-quality reads, the adapters, and the polluted reads of the raw reads were trimmed using Seqtk software. Then the genome mapping of clean reads was identified using Hisat2 (2.0.4). The fragments per kilobase of exon model per million mapped reads values were calculated with StringTie (1.3.0) based on the consensus transcript, followed by the Ballgown procedure to identify differentially expressed genes with the criteria of |fold change | > 0.6 in the log_2_ ratio value and raw *P* < 0.05.

An unsupervised co-expression network analysis of 2,724 genes (those with low variation in expression, standard deviation ≤ 0.5, were filtered from all 14,544 annotated genes and 23 liver samples) was performed using WGCNA (R package WGCNA). 

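An SD above 0.5 in log2(FPKM + 1) over the 24 liver libraries was found for 3544 genes, among them the clock genes Nr1d1, with an SD of 0.90, Dbp, with 0.91, and Per2, with 0.96. Of the 9 genes of galanin, clock and lipid signalling that the paper names as targets or their partners, Nr1d1, Nr1d2, Insig2, Srebf1 and Rxra had an SD above 0.5. The SD was 0.43 for Galr1 and 0.32 for Galr2, and all of these but Galr3 and Nr1h3 come from the rows with at most 10 digits. The paper gives 23 samples and does not name the library left out, so each set of 23 was counted. The counts ran from 2298 without DL.reuteri 3 to 3676 without control 1, and without any library other than DL.reuteri 3 they were 3409 or more. With the SD taken over FPKM the count was 10273, and over log2(FPKM + 0.1) it was 10458. The paper filtered its own set of annotated genes, which may not be the set counted here.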

The scale-free topology overlap matrix was computed using a best soft threshold power of 20 obtained from WGCNA function “pickSoftThreshold”. For each identified module of co-expression biomolecules, Spearman’s correlations between module eigengenes and phenotype data were calculated (|ρ | > 0.3, *P* < 0.05). GO and KEGG enrichment analyses were performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID, 6.8) (https://david.ncifcrf.gov/) and visualized using ggplot2 package. GSEA with GO biological processes and KEGG pathways^63^ were conducted on the hepatic gene expression profiling data of control and darkness rats. Statistical significance was set at nominal *P* < 0.05.

### Faecal DNA extraction and 16 S rRNA gene sequencing

Faecal samples for 16 S rRNA gene sequencing were collected after 8-week treatment from *L. reuteri*-treated rat model and M40-treated rat model. Total genomic DNA was extracted from faecal samples using QIAamp Fast DNA Stool Mini Kit (#51604, Qiagen) according to the manufacturer’s protocol. Bacterial primers 338 F (5′-ACTCCTACGGGAGGCAGCAG-3′) and 806 R (5′-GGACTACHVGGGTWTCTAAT-3′) targeting the V3-V4 hyper-variable region of 16 S rRNA gene was used for PCR amplification. PCR amplicons were sequenced using the MiSeq Illumina platform. Raw sequence reads were demultiplexed, quality filtered, clustered into Operational Taxonomic Units (OTUs), and aligned to the Silva bacterial 16 S rRNA gene dataset (release 123) and Greengenes database with 97% sequence similarity in Quantitative Insights Into Microbial Ecology (QIIME, 1.9.1). Prior to downstream analysis, we removed the singleton OTUs and rarified all samples to the lowest depth of sequencing. α-Diversity was calculated using Chao, observed species, coverage, and Shannon metrics. β-Diversities were calculated using unweighted Unifrac and shown in principal coordinate analysis (PCoA) plots. To compare the relative abundance of bacterial taxa between groups, metastats analysis was applied. Heatmap was generated based on normalized bacteria abundance using a R function heatmap. LEfSe method was performed to discover the high-dimensional biomarker that characterizes the microbial differences between groups. Predictive function analysis was performed with PICRUSt2.0 (Phylogenetic Investigation of Communities by Reconstruction of Unobserved States) based on the KEGG Orthology (KO) classification.

### Untargeted metabolomics

Serum samples and faecal samples for untargeted metabolomics were collected after 8-week treatment from *L. reuteri*-treated rat model. Aliquots of 100 μL were drawn from each serum sample to which 300 μL methanol was added. After thorough vortex and centrifugation, an aliquot of 200 μL supernatant was added to 5 μL internal standard (140 μg/mL, DL-o-Chlorophenylalanine) and then transferred to a vial for liquid chromatograph mass spectrometer (LC-MS) analysis. Nexera ultra-high performance liquid chromatograph (UHPLC) (LC-30A) (Shimadzu, Japan) was coupled to a Triple TOF 6600 plus (AB Sciex, CA, USA) mass spectrometer equipped with an electrospray ionization (ESI) source. After centrifugation, 4 μL supernatant was injected. During LC separation using an Acquity UPLC HSS T3 column (100 mm × 2.1 mm × 1.8 μm, Waters, USA), the column temperature was set at 40 °C with an elution rate of 0.3 mL/min. The mobile phases consisted of 0.1% formic acid in water (A) and 0.1% formic acid in acetonitrile (B). The LC eluents were run following the gradient: 5% B, 0–2 min; 5%–70% B, 2–5 min; 70%–90% B, 5–14 min; 90%–100% B, 14–16 min; 100% B, 16–22 min; 100%–5% B, 22–22.1 min; 5% B, 22.1–27 min. The HESI ion source temperature was set at 550 °C, and ion spray voltage was set at 5.5 kV and −4.5 kV for positive and negative ion modes, respectively.

For each faecal sample, 50 mg feces was aliquoted and extracted by 800 μL ice-cold methanol: ddH_2_O (4:1, v/v). After vortex and centrifugation, an aliquot of 200 μL supernatant was added to 5 μL internal standard and transferred for LC-MS analysis. Extracts of equivalence to 0.625 mg raw feces (10 μL supernatant) was injected and subject to a chromatographic separation. Mobile phases were comprised of 0.05% formic acid either in water (A) or in acetonitrile (B). The column temperature, elution rate, elution gradient, and HESI ion source parameters remained as described above.

Quality control (QC) procedures were performed including timely mass calibration, sample randomization, and intermittent QC injection. Raw data were imported to MS-DIAL software for peak picking, peak alignment, gap filling, and sample normalization. After data management, a total of 166 and 170 metabolites were identified out of 10,323 (ESI+) and 8,788 (ESI-) ion features in faecal samples, and a total of 138 and 104 metabolites were recognized out of 9,713 (ESI+) and 7,156 (ESI-) ion features in serum samples. The peak area of each chromatographic peak in the full-scan MS represented the relative content of corresponding metabolites. The annotation for known metabolites was based on the mass charge ratio (m/z) and accurate mass against the online METLIN Metabolomics Database. Predictive pathway analysis was performed with MetaboAnalyst 5.0 and visualized with ggplot2 package.

### Statistical analysis

Results are presented as mean ± SEM. Statistical analysis was performed using IBM SPSS Statistics and Prism 8 (GraphPad Software Inc.). If not specified in the figure legends, the data were initially subjected to Kolmogorov-Smirnov tests to assess deviation from Gaussian distribution. The unpaired Student’s t-test or one-way analysis of variance (ANOVA) was used where data was normally distributed data. These analyses were followed by the Newman–Keuls multiple comparison test. For skewed data, we applied Kruskal–Wallis test followed by Dunn’s multiple comparison test. The correlation of two datasets was analyzed using Spearman’s rank correlation coefficient. For all tests, a two-tailed *P* < 0.05 was considered as statistically significant.

SIMCA-P 14.0 software (Umetrics AB, Umea, Sweden) was used to perform multivariate statistical analysis screening for ion features of distinct group differences, including PCA, PLS-DA, and OPLS-DA. Variable importance in the projection (VIP) value (threshold >1) of the OPLS-DA model combined with t-test (*P* < 0.05) of the peak area was applied to figure out the differentially expressed metabolites between two groups.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Reporting summary

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

## Data Availability

All sequencing data have been deposited to the Sequence Read Archive of the National Center for Biotechnology Information. The 16 S rRNA gene sequencing data are available under the accession number PRJNA716107 (*L. reuteri*-treated rat model) and PRJNA964489 (M40-treated rat model). Hepatic mRNA sequencing data is available with Gene Expression Omnibus: GSE169501. Other data generated or analyzed during this study are included in this article and its supplementary files and from the Lead Contact.

# Supplementary material for: Alleviation of Limosilactobacillus reuteri in polycystic ovary syndrome protects against circadian dysrhythmia-induced dyslipidemia via capric acid and GALR1 signaling
**Source:** NPJ Biofilms Microbiomes. 2023 Jul 8;9:47. doi: 10.1038/s41522-023-00415-2
**Supplement:** Supplementary file 1 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	The RT-qPCR results were collected using Applied Biosystems ViiA7. The protein signals of western blot analysis were collected using Syngene software. The microscope results were visualized using Zeiss software. Other data were collected with Microsoft Excel (2013).
Data analysis	GraphPad Prism (8.0) and SPSS (23.0) were used for statistical treatment. Nile Red staining was analyzed with Image J software (1.8.0). The raw reads of RNA sequencing were trimmed using Seqtk. Then the genome mapping of clean reads was identified using Hisat2 (2.0.4) and Ensembl for Rnor (6.0). The FPKM values were calculated with StringTie (1.3.0) based on the consensus transcript. GO and KEGG enrichment analyses were performed using DAVID (6.8) (https://david.ncifcrf.gov/) and visualized using ggplot2 package. Raw sequence reads of 16S rRNA sequencing were demultiplexed, quality filtered, clustered into OTUs, and aligned to the Silva bacterial 16S rRNA gene dataset (release 123) and Greengenes database with 97% sequence similarity in QIIME (1.9.1). Predictive function analysis was performed with PICRUST2.0. SIMCA-P 14.0 software was used to perform multivariate statistical analysis for metabolites. Predictive pathway analysis of metabolites was performed with MetaboAnalyst (5.0) and visualized with ggplot2 package.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data have been deposited to the Sequence Read Archive of the National Center for Biotechnology Information. The 16S rRNA gene sequencing data are available under the accession number PRJNA716107 (L. reuteri-treated rat model) and PRJNA964489 (M40-treated rat model). Hepatic mRNA sequencing data is available with Gene Expression Omnibus: GSE169501.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	In the animal experiments, each group involved 6 or 8 rats in order to obtain statistical significance. The exact sample sizes were listed in figure legends.
Data exclusions	No data was excluded.
Replication	All data are representative of three or more independent experiments. All attempts at replication were successful.
Randomization	Six-week-old female rats were randomly divided into experimental groups, with 6 or 8 per group.
Blinding	Histological analysis of the rat ovary, adipose, and ileum samples were blindly performed and analyzed. Transmission electron microscope, Oil Red O staining, and Nile Red staining were blindly performed and analyzed. During the treatment of live animals it was not blinded, but investigators were blinded during sample collection.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

For western blot analysis, primary antibodies used and dilution ratios are:
 GALR1 antibody (1:500; #47567, Signalway Antibody, Maryland, USA)
 GALR2 antibody ((1:500; #26459-1-AP, Proteintech, Wuhan, China)
 NR1D1 antibody (1:1000; #13418S, Cell Signaling Technology, Massachusetts, USA)
 NR1D2 antibody (1:500; #13906-1-AP, Proteintech, Wuhan, China)
 SREBP1 antibody (1:1000; #41878, Signalway Antibody, Maryland, USA)
 LXRa antibody (1:1000; #ab176323, Abcam, Cambridge, UK)
 RXRa antibody (1:1000; #ab125001, Abcam, Cambridge, UK)
 INSIG2 (1:500; #24766-1, Proteintech, Wuhan, China)
 P-AKT antibody (1:1000; #4060, Cell Signaling Technology, Massachusetts, USA)
 T-AKT antibody (1:1000; #4691, Cell Signaling Technology, Massachusetts, USA)
 P-ERK antibody (1:1000; #4370, Cell Signaling Technology, Massachusetts, USA)
 T-ERK antibody (1:1000; #4695, Cell Signaling Technology, Massachusetts, USA)
 GAPDH antibody (1:5000; #60004-1-Ig, Proteintech, Wuhan, China)

Validation

The antibodies used in our study were validated by the manufacturers and used according to the manufacturers' instructions.

GALR1

Applications: WB

Species Reactivity: Human, Mouse, Rat

<https://www.sabbiotech.com.cn/g-150433-GALR1-Antibody-47567.html>

GALR2

Applications: WB, IF

Species Reactivity: Human, Mouse

<https://www.ptgcn.com/products/GALR2-Antibody-26459-1-AP.htm#product-information>

NR1D1

Applications: WB, IP, ChIP

Species Reactivity: Human, Mouse, Rat

https://www.cellsignal.com/products/primary-antibodies/rev-erba-e1y6d-rabbit-mab/13418?site-search-type=Products&N=4294956287&Ntt=%2313418&fromPage=plp&_requestid=3024533

NR1D2

Applications: WB, ELISA

Species Reactivity: Human, Mouse

<https://www.ptgcn.com/products/NR1D2-Antibody-13906-1-AP.htm>

SREBP1

Applications: WB, ELISA

Species Reactivity: Human, Mouse, Rat

<https://www.sabbiotech.com.cn/g-15561-SREBP-1-Polyclonal-Antibody-41878.html>

LXRa

Applications: Flow Cyt, WB, ICC/IF

Species Reactivity: Human (Predicted: Mouse, Rat)

<https://www.abcam.cn/lxr-alpha-antibody-epr6508n-ab176323.html>

RXRa

Applications: WB, IP, ICC/IF

Species Reactivity: Human, Mouse, Rat

<https://www.abcam.cn/retinoid-x-receptor-alpharxa-antibody-epr7106-ab125001.html>

INSIG2

Applications: IF, IHC, IP, WB, ELISA

Species Reactivity: Human, Mouse, Rat

<https://www.ptgcn.com/products/INSIG2-Antibody-24766-1-AP.htm>

P-AKT

Applications: WB, IP, IHC, IF, Flow Cyt

Species Reactivity: Human, Mouse, Rat, Hamster, Monkey, Drosophila melanogaster, Zerafish, Bovine

<https://www.cellsignal.cn/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060?site-search-type=Products&N=4294956287&Ntt=p-akt&fromPage=plp>

T-AKT

Applications: WB, IP, IHC, IF, Flow Cyt

Species Reactivity: Human, Mouse, Rat, Monkey, Drosophila melanogaster

https://www.cellsignal.cn/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691?site-search-type=Products&N=4294956287&Ntt=akt+4691&fromPage=plp&_requestid=6184385

P-ERK

Applications: WB, IP, IHC, IF, Flow Cyt

Species Reactivity: Human, Mouse, Rat, Hamster, Monkey, Drosophila melanogaster, Zerafish, Bovine.....

https://www.cellsignal.cn/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370?site-search-type=Products&N=4294956287&Ntt=p-erk+4370&fromPage=plp&_requestid=6184529

T-ERK

Applications: WB, IP, IHC, IF, Flow Cyt

Species Reactivity: Human, Mouse, Rat, Hamster, Monkey, Drosophila melanogaster, Zerafish, Bovine.....

<https://www.cellsignal.cn/products/primary-antibodies/p44-42-mapk-erk1-2-137f5-rabbit-mab/4695?site-search-type=Products&N=4294956287&Ntt=erk+4695&fromPage=plp>

GAPDH

Applications: FC, IF, IP, WB, ELISA

Species Reactivity: Human, Mouse, Rat, Yeast, Plant, Bovine, Branchiostoma belcheri, Caenorhabditis elegans, Canine, Chicken, Cynomorium songaricum, D. pulex, Deer, Duck, Frog

<https://www.ptgcn.com/products/GAPDH-Antibody-60004-1-lg.htm>

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Six-week-old female Sprague–Dawley Rattus norvegicus (Vital River Laboratory Animal Technology, Beijing, China) were housed in an animal lab under specific pathogen free conditions with three or four rats per cage. All rats were kept at a temperature of $21^{\circ}\text{C} \pm 2^{\circ}\text{C}$ and a humidity of $65\% \pm 5\%$. They received normal chow diet and autoclaved, sterilized water they could freely access ad libitum.

Wild animals

This study did not involve wild animals.

Reporting on sex

Findings apply to only female.

Field-collected samples

This study did not involve field-collected samples.

Ethics oversight

All experimental protocols were reviewed and approved by the Committee on Laboratory Animal Research of Shanghai Jiao Tong University, China.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Alleviation of Limosilactobacillus reuteri in polycystic ovary syndrome protects against circadian dysrhythmia-induced dyslipidemia via capric acid and GALR1 signaling
**Source:** NPJ Biofilms Microbiomes. 2023 Jul 8;9:47. doi: 10.1038/s41522-023-00415-2

Supplementary Information

Alleviation of *Limosilactobacillus reuteri* in polycystic ovary syndrome protects against circadian dysrhythmia-induced dyslipidemia via capric acid and GALR1 signaling

Shang Li[#], Junyu Zhai[#], Weiwei Chu, Xueying Geng, Dongshuang Wang, Luwei Jiao, Gang Lu, Wai-Yee Chan, Kang Sun, Yun Sun, Zi-Jiang Chen^{*}, Yanzhi Du^{*}

[#]These two authors contributed equally to this work

Yanzhi Du

Supplementary Figure 1

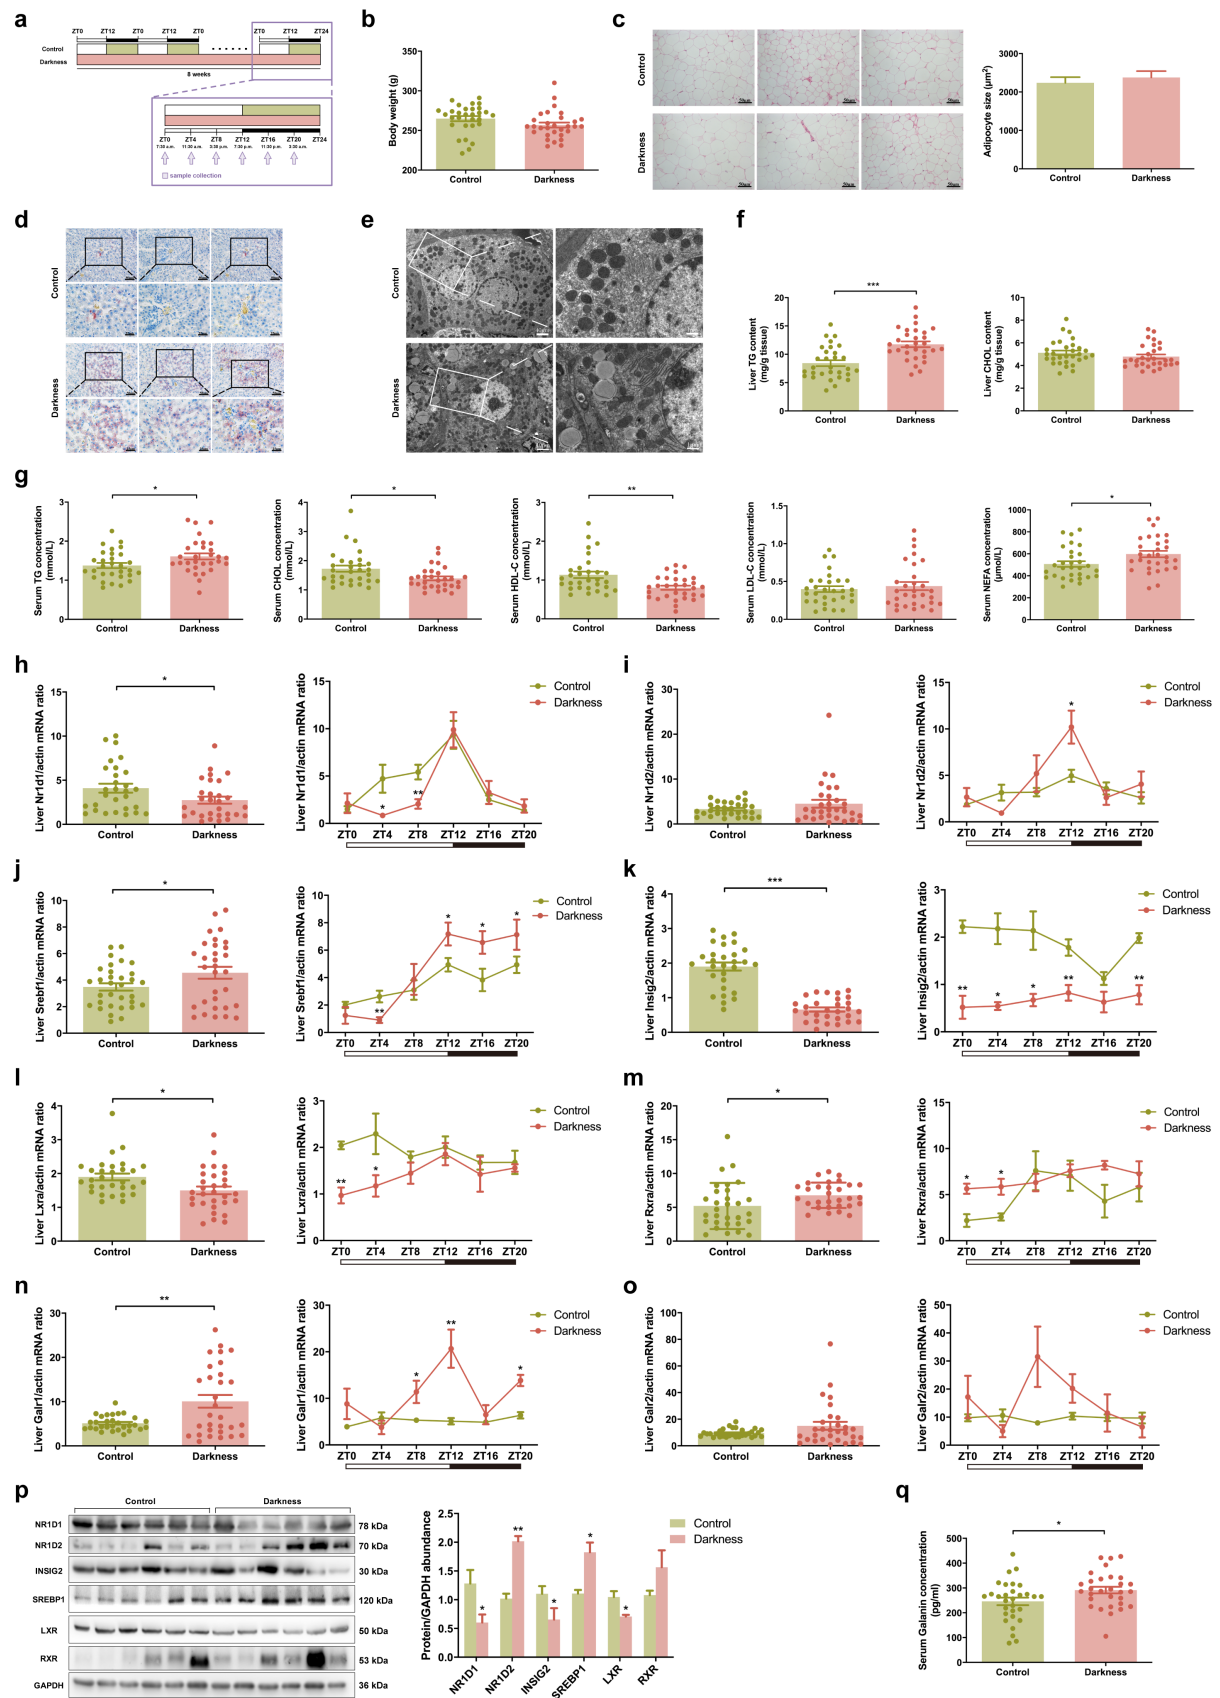

Supplementary Figure 1. Rhythmically aberrant expression of target genes in the liver of control and darkness rats.

(a) Timeline depicting the treatments of darkness exposure and sample collection. Sixty 6-week-old female Sprague-Dawley were equally and randomly divided into 2 groups: control and darkness groups (n = 30 per group). After 8-week housing, 5 rats from each group were killed every 4 hours from ZT0 to ZT20. ZT0 was defined as 7:30 AM according to the lights-on time in the animal lab (n = 5/ZT). **(b)** Body weights of control and darkness rats. **(c)** Representative hematoxylin and eosin staining of adipose. Left, representative images were shown. Right, intensity was quantified. Scale bar: 50 μ m. **(d)** Representative hepatic specimens stained with Oil Red O. Scale bar: 50 μ m and 25 μ m. **(e)** Representative images of liver ultrastructure detected by transmission electron microscope. Scale bar: 40 μ m and 1 μ m. **(f)** Hepatic contents of TG and CHOL detected by ELISA. **(g)** Serum concentrations of TG, CHOL, HDL-C, LDL-C, and NEFA detected by ELISA. **(h-o)** mRNA abundance of *Nr1d1* (**h**), *Nr1d2* (**i**), *Srebf1* (**j**), *Insig2* (**k**), *Lxra* (**l**), *Rxra* (**m**), *Galr1* (**n**), and *Galr2* (**o**) in rat liver (n = 5/ZT). **(p)** Protein abundance of NR1D1, NR1D2, SREBP1, INSIG2, LXR, and RXR in rat liver. Left, representative images of western blot were shown. Right, immunoreactive bands were densitometrically quantified. **(q)** Serum galanin concentration detected by ELISA. Statistical analysis was performed with unpaired Student's t-test. Data present means $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. ZT, zeitgeber time; TG, triglyceride; CHOL, cholesterol; ELISA, enzyme-linked immunosorbent assay; HDL-C, higher high-density lipoprotein-cholesterol; LDL-C, low-density lipoprotein-cholesterol; NEFA, non-esterified fatty acid; NR1D1/2, nuclear receptors subfamily 1, group D, member 1/ 2; SREBF1, sterol regulatory element binding transcription factor 1; INSIG2, insulin induced gene 2; LXRA, liver X receptor a; RXRa, retinoid X receptor a; GALR1/2, galanin receptor 1/2.

Supplementary Figure 2

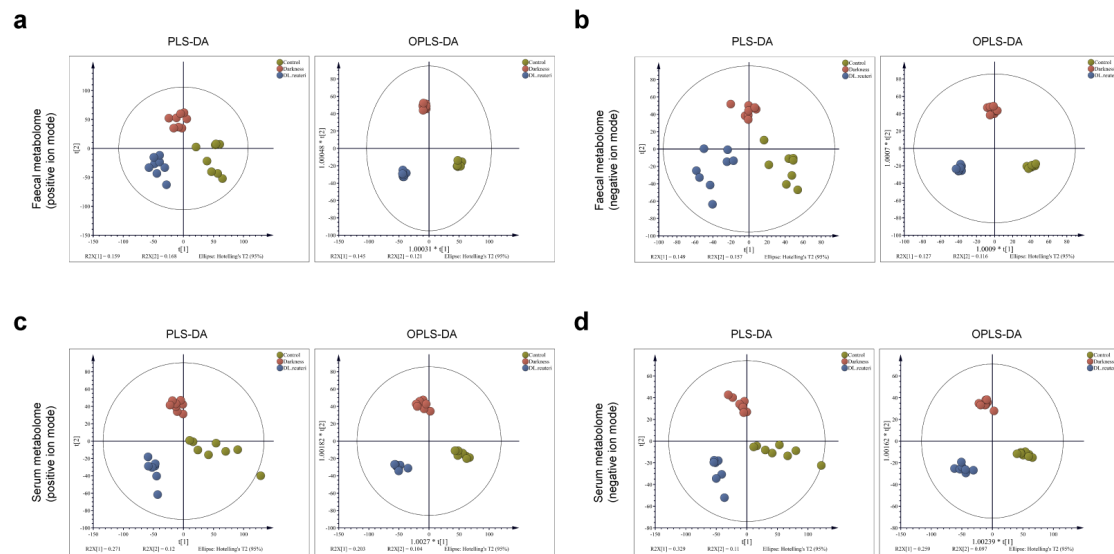

Supplementary Figure 2. Principal component analyses of faecal metabolome and serum metabolome in *L. reuteri*-treated darkness rats.

(a, b) Scatter plot of scores from PLS-DA and OPLS-DA of faecal metabolome in positive ion mode **(a)** and negative ion mode **(b)**. **(c, d)** Scatter plot of scores from PLS-DA and OPLS-DA of serum metabolome in positive ion mode **(c)** and negative ion mode **(d)**. $n = 8$ per group. *L. reuteri*, *Limosilactobacillus reuteri*; DL.reuteri, darkness+*L. reuteri* (darkness rats following *L. reuteri* treatment); PLS-DA, partial least squares discrimination analysis; OPLS-DA, orthogonal partial least squares discrimination analysis.

Supplementary Figure 3

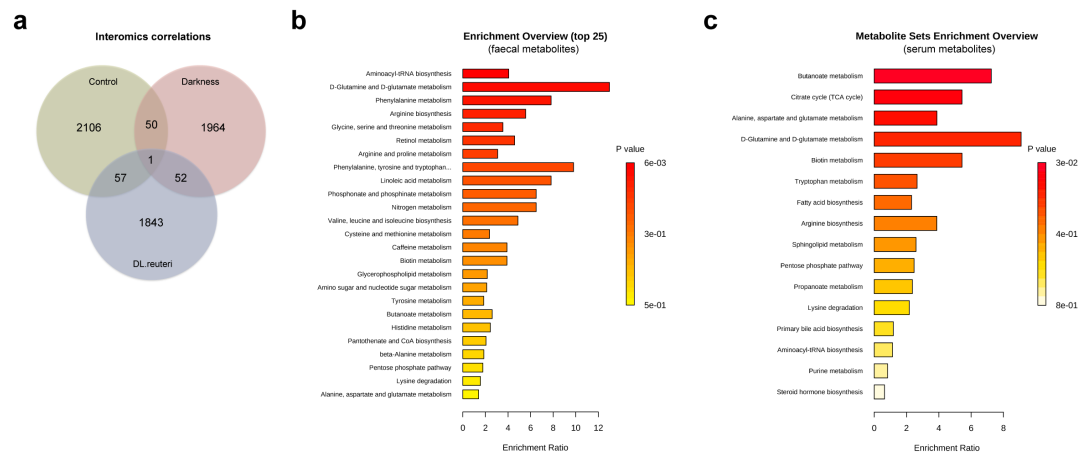

Supplementary Figure 3. Crosstalk among multiomics correlations of faecal microbiome, faecal, and serum metabolomes in *L. reuteri*-treated darkness rats.

(a) Crosstalk among multiomics correlations of all variables for the faecal microbiome, faecal, and serum metabolomes of control, darkness, and DL.reuteri rats. **(b, c)** A total of 57 common correlations were observed in control and DL.reuteri rats but not in darkness rats. The faecal metabolites **(b)** and serum metabolites **(c)** included in the 57 correlations were further used for predictive pathway enrichment. *L. reuteri*, *Limosilactobacillus reuteri*; DL.reuteri, darkness+*L. reuteri* (darkness rats following *L. reuteri* treatment).

Supplementary Figure 4

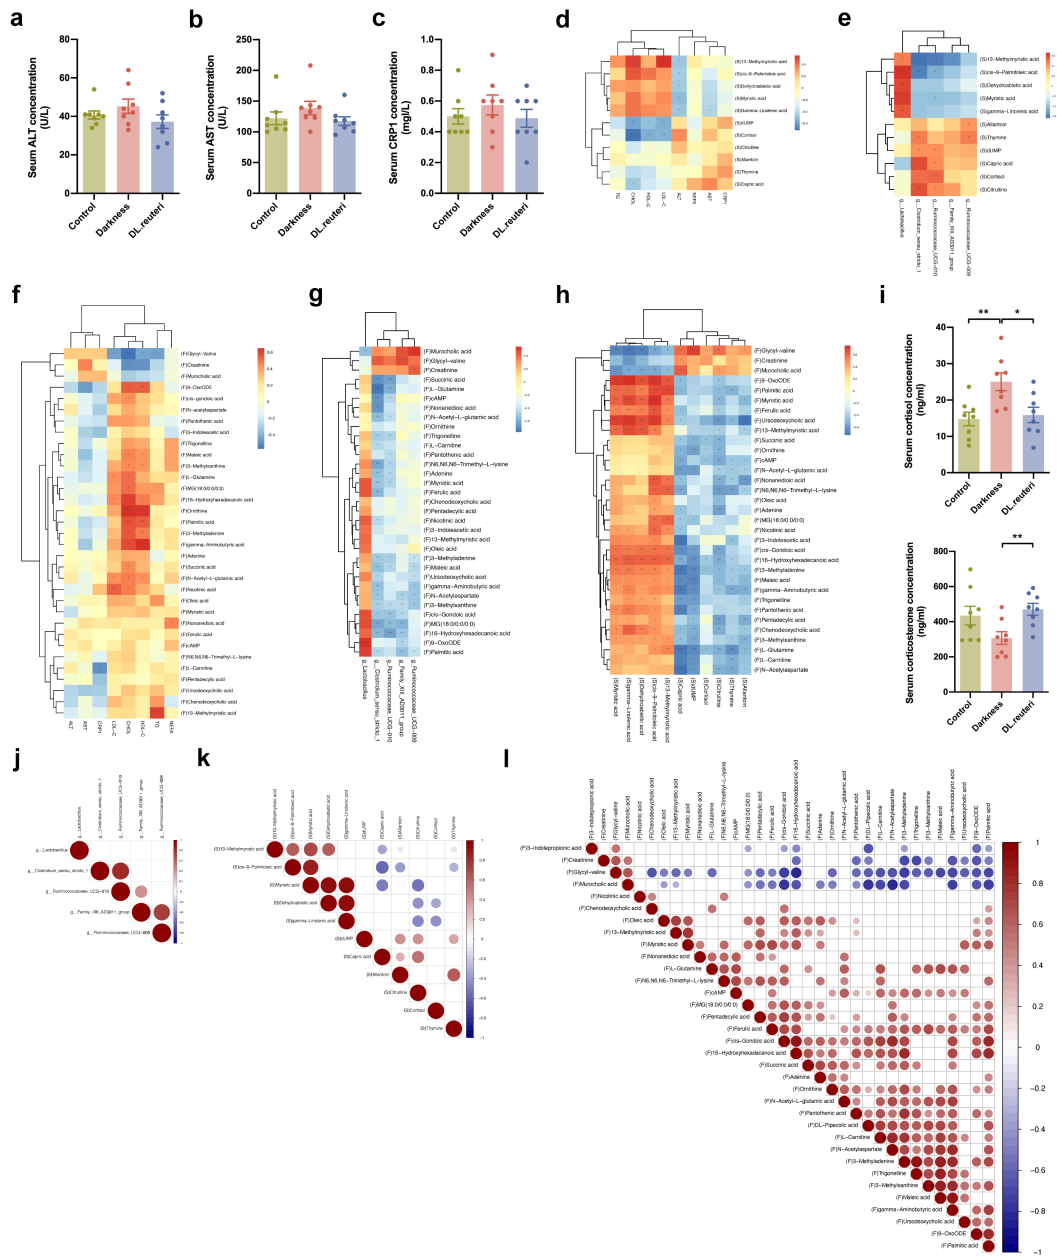

Supplementary Figure 4. Correlation networks of faecal microbiome, faecal, and serum metabolomes in *L. reuteri*-treated darkness rats.

(a-c) Serum concentrations of ALT **(a)**, AST **(b)**, CRP1 **(c)** detected by ELISA. **(d-h)** Spearman rank correlations between differential serum metabolites and clinical biochemical index **(d)**, between differential serum metabolites and genera **(e)**, between differential faecal metabolites and clinical biochemical index **(f)**, between differential faecal metabolites and genera **(g)**, between differential faecal and serum metabolites **(h)**. **(i)** Serum concentrations of cortisol and

corticosterone detected by ELISA. **(j-l)** Spearman rank correlations within differential genera **(j)**, within faecal metabolites **(k)**, and within serum metabolites **(l)** ($P < 0.05$). Statistical analysis **(a-c, i)** was performed with one-way ANOVA followed by Newman–Keuls multiple comparison test. $n = 8$ per group. Data present means $\pm$ SEM. $*P < 0.05$, $**P < 0.01$, $***P < 0.001$. *L. reuteri*, *Limosilactobacillus reuteri*; DL.reuteri, darkness+*L. reuteri* (darkness rats following *L. reuteri* treatment); ALT, alanine aminotransferase; AST, aspartate transaminase; CRP1, c-reactive protein 1; ELISA, enzyme-linked immunosorbent assay.

Supplementary Figure 5

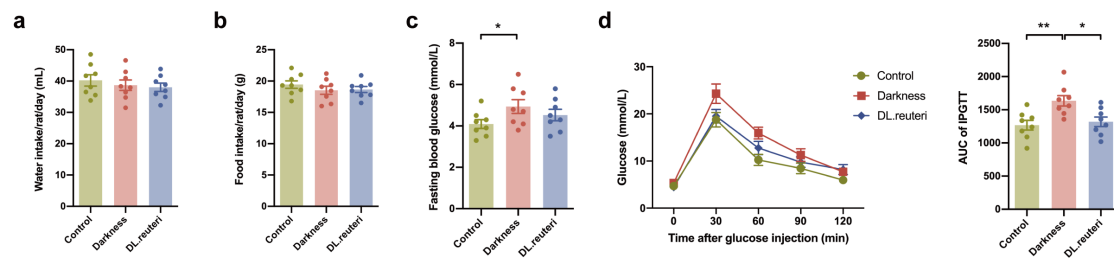

Supplementary Figure 5. Effects of *L. reuteri* on water intake, food intake and glucose metabolism in darkness rats.

(a) Water intake of each group. **(b)** Food intake of each group. **(c)** Fasting blood glucose measured using an Accu-Chek glucose monitor. **(d)** Glucose tolerance test (left) and AUC values (right).

Statistical analysis was performed with one-way ANOVA followed by Newman–Keuls multiple comparison test. $n = 8$ per group. Data present means $\pm$ SEM. $*P < 0.05$, $**P < 0.01$. *L. reuteri*, *Limosilactobacillus reuteri*; DL.reuteri, darkness+*L. reuteri* (darkness rats following *L. reuteri* treatment); AUC, area under the curve.

Supplementary Figure 6

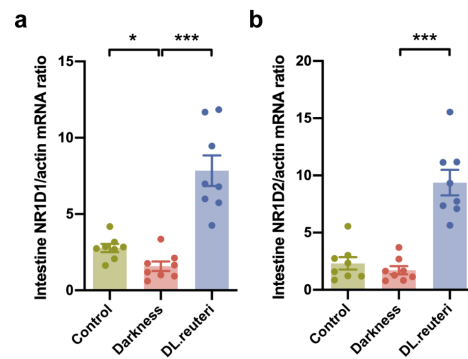

Supplementary Figure 6. Effects of *L. reuteri* on *Nr1d1* and *Nr1d2* expression in the intestine of darkness rats.

mRNA abundance of *Nr1d1* (a) and *Nr1d2* (b) in the rat ileum. Statistical analysis was performed with one-way ANOVA followed by Newman–Keuls multiple comparison test. n = 8 per group.

Data present means $\pm$ SEM. * $P < 0.05$, *** $P < 0.001$. *L. reuteri*, *Limosilactobacillus reuteri*;

DL.reuteri, darkness+*L. reuteri* (darkness rats following *L. reuteri* treatment); NR1D1/2, nuclear receptors subfamily 1, group D, member 1/ 2.

Supplementary Figure 7

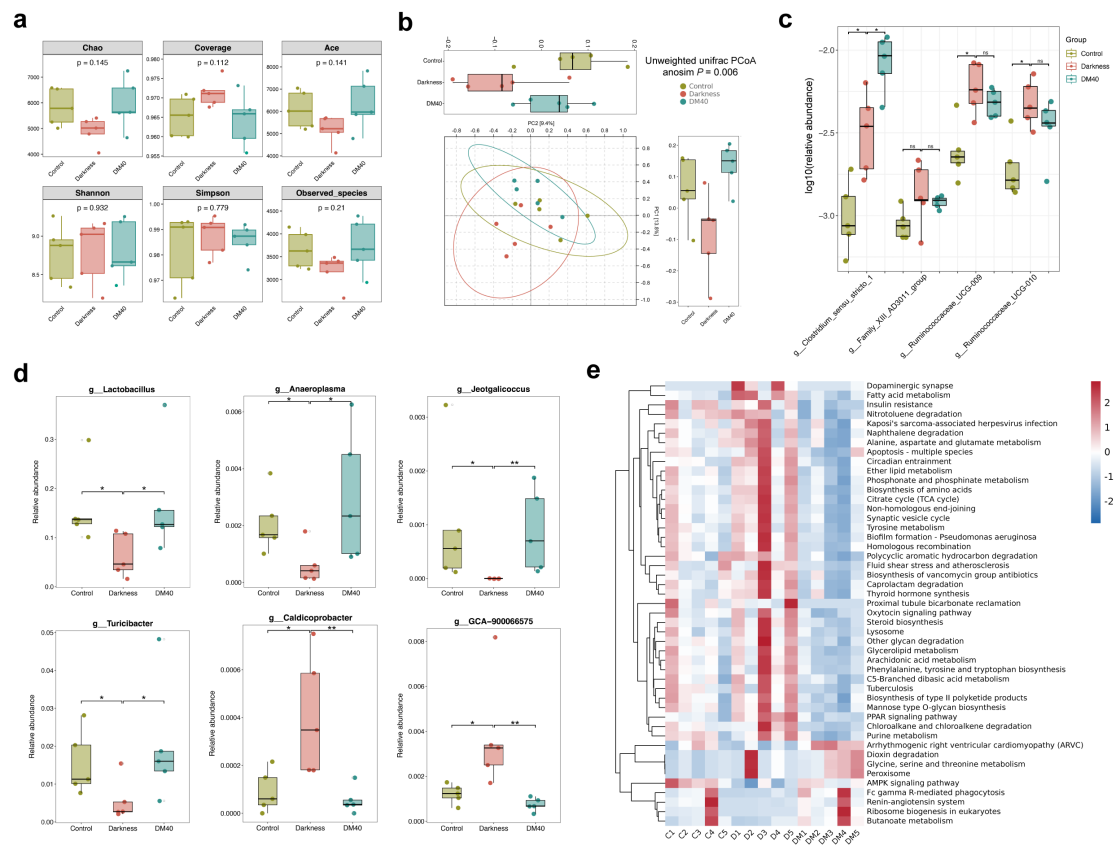

Supplementary Figure 7. Faecal microbiome analysis of M40-treated darkness rats.

(a) Boxplots of α -diversity calculated by Chao, Coverage, Ace, Shannon, Simpson, and Observed species. **(b)** PCoA plot based on unweighted Unifrac distance was used to test the variations of microbial communities among groups. Analysis of similarities (anosim): $P = 0.006$ with 999 permutations. **(c)** Relative abundance of *Clostridium sensu stricto 1*, *Family XIII AD3011 group*, *Ruminococcaceae UCG-009*, and *Ruminococcaceae UCG-010* in control, darkness, and darkness+M40 rats. **(d)** Relative abundance of differential genera (highly or lowly expressed in darkness rats compared with control and darkness+M40 rats, $P < 0.05$). Statistical analysis (**c**, **d**) was performed with Kruskal–Wallis test followed by Dunn's multiple comparison test. **(e)** All differential KEGG pathways (Kruskal–Wallis analysis, $P < 0.05$) predicted by PICRUST2.0 analysis of faecal microbiome. The boxplot elements were defined as following: center line, median; box limits, upper, and lower quartiles; whiskers, $1.5 \times$ interquartile range. Points outside the whiskers represented outlier samples. $n = 5$ per group. $*P < 0.05$, $**P < 0.01$. DM40, darkness+M40

(darkness rats following M40 treatment); PCoA, principal coordinate analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes.

Supplementary Table 1. Primer sequences of the RT-qPCR tested genes.

**Gene**	**Primer forward (5' to 3')**	**Primer reverse (5' to 3')**
<i>Galr1</i> (rat)	TGTTCAAGTGCCGTGTTTGC	GAGGGCGGGGTATCTATTTCG
<i>Galr2</i> (rat)	ACCCCTATTTTTCGCGCTCA	TCGTCCAGGGTGTAGATGGT
<i>Galr3</i> (rat)	ACCTCACCATGTATGCCAGC	CTTAGGTAGGGCGCGGAAAA
<i>Nr1d1</i> (rat)	ACTTCCCACCATCACCTACTG	GGGGAGCTATCATCACTGAGA
<i>Nr1d2</i> (rat)	CAGGAGGTGTGATTGCCTACA	GGACGAGGACTGGAAGCTATT
<i>Srebf1</i> (rat)	CAAGGCCATCGACTACATCCG	CACCACTTCGGGTTTCATG
<i>Lxra</i> (rat)	CTGATTCTGCAACGGAGTTGT	GACGAAGCTCTGTCTGGCTC
<i>Rxra</i> (rat)	ATGGACACCAAACATTTCTCTGC	CCAGTGGAGAGCCGATTCC
<i>Insig2</i> (rat)	TAAATCACGCCAGTGCTAAAGT	GGTGACAACGGTTGCTAAGAAAG
<i>Zo1</i> (rat)	ACCTTGAGCAGCCACCATAC	CGAGTTGGGTAGGGCTGTTT
<i>Ocln</i> (rat)	TGTATGGCGGAGAGATGCAC	GCGATGCACATCACGATGAC
<i>Cldn1</i> (rat)	TGGGTTTTCATCCTGGCTTCG	AGCAGTCACGATGTTGTCCC
<i>Cldn2</i> (rat)	CCAACTGGTGGGCTACATCC	CCTTGGAAGCAACCGC
<i>Cldn3</i> (rat)	GAAGTACGCACCCACCAAGA	GTCCTTACGGTCATAGGCGG
<i>Cldn5</i> (rat)	GGGCGTCCAGAGTTCAGTTT	TCTTCTTGTCGTAATCGCCGT
<i>Cldn7</i> (rat)	CGAGTTTGGTCCTGCCATCT	TGGACTIONAGGGTAGGAGCGG
<i>Akp</i> (rat)	TCATGTTCTGACTCCGCCATC	AGTGATGAGCGTTAGCGTGT
<i>β-Actin</i> (rat)	GGCCAACCGTGAAAAGATGACC	AACCCTCATAGATGGGCACAG
<i>GALR1</i> (human)	ATCTGCTTCTGCTATGCCAAG	CAGTGGGCGGTGATTCTGA
<i>GALR2</i> (human)	GCCCTACCTGAGCTACTACC	GATGAGGATCATGCGTGTCAC

<i>NR1D1</i> (human)	ATCGTCCGCATCAATCGCAA	CTGCTTCTCTCGTTTGGGGAT
<i>NR1D2</i> (human)	TCATGCTTGCGAAGGCTGTAA	CGCTTAGGAATACGACCAAACC
<i>SREBF1</i> (human)	CGGAACCATCTTGGCAACAGT	CGCTTCTCAATGGCGTTGT
<i>LXRa</i> (human)	ACAAAAGCGGAAAAAGGGGC	AAGAATCCCTTGCAGCCCTC
<i>RXRa</i> (human)	AACATTTCTGCGCTCGATTT	AGGGTGCTGATGGGAGAATGC
<i>INSIG2</i> (human)	TAATGCGGTGTGTAGCAGTCT	GTCCAATGGATAGTGCAGCCA
β - <i>ACTIN</i> (human)	GGGAAATCGTGCGTGACATTAAG	TGTGTTGGCGTACAGGTCTTTG

Galr, galanin receptor; *Nr1d1/2*, nuclear receptors subfamily 1, group D, member 1/2; *Srebfl*, sterol regulatory element binding transcription factor 1; *Lxra*, liver X receptor α ; *Rxra*, retinoid X receptor α ; *Insig2*, insulin induced gene 2; *Zo1*, zonula occludens 1; *Ocln*, occludin; *Cldn*, claudin; *Akp*, alkaline phosphatase

Original blots presented in the manuscript.

Figure 3a. NR1D1

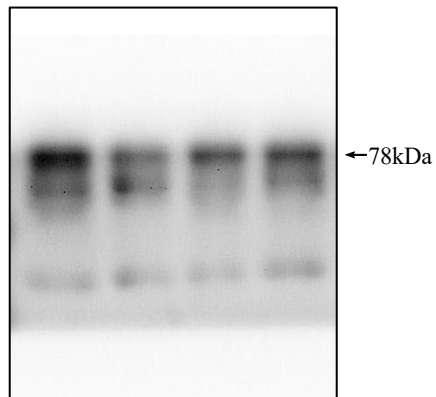

Figure 3a. NR1D2

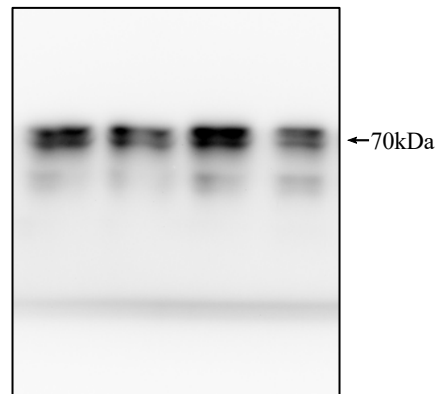

Figure 3a. INSIG2

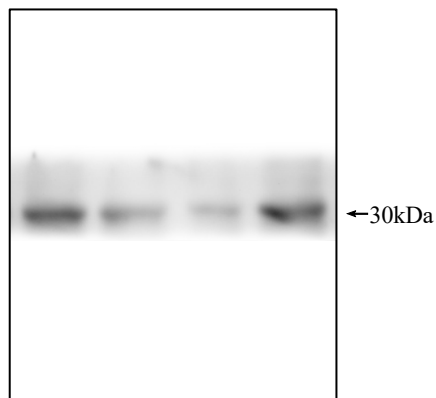

Figure 3a. SREBP1

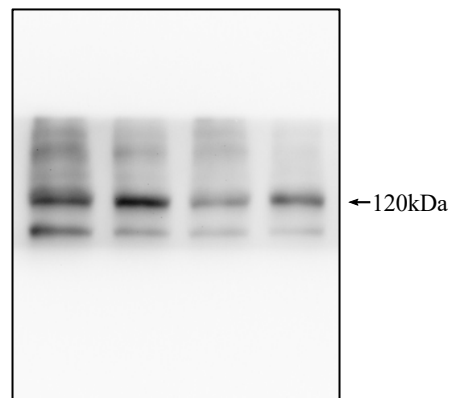

Figure 3a. LXR

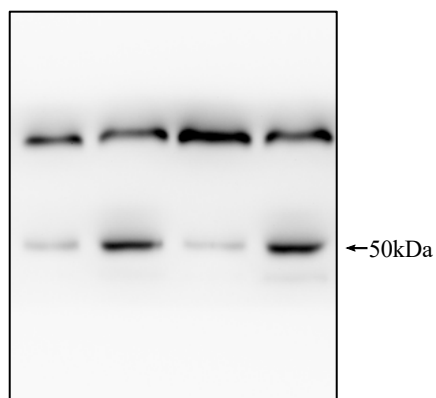

Figure 3a. RXR

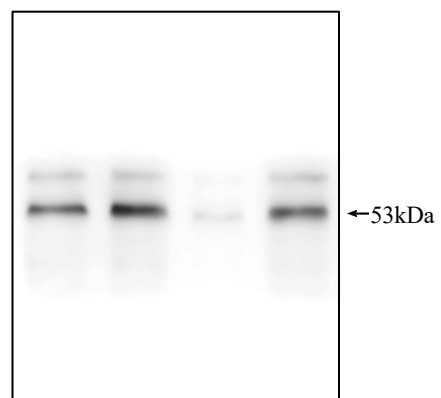

Figure 3a. GAPDH

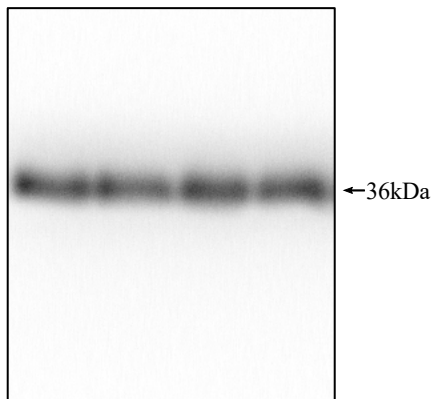

Figure 3c. NR1D1

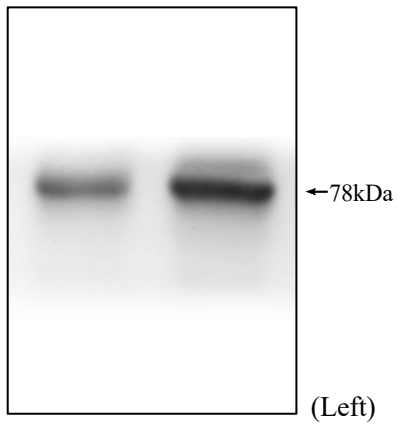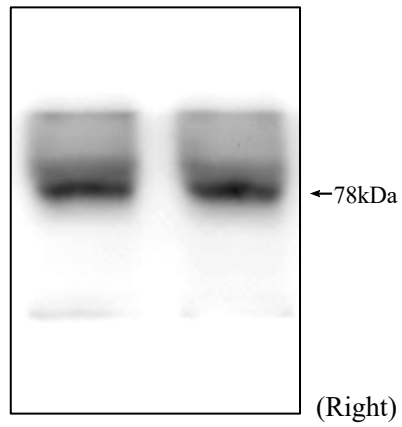

Figure 3c. NR1D2

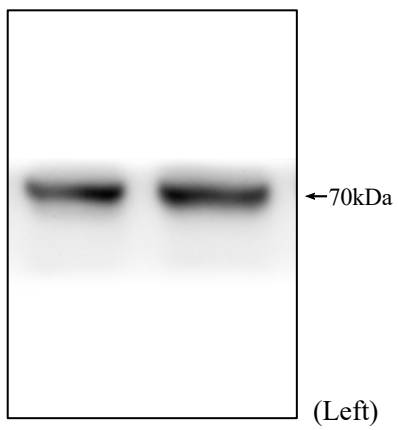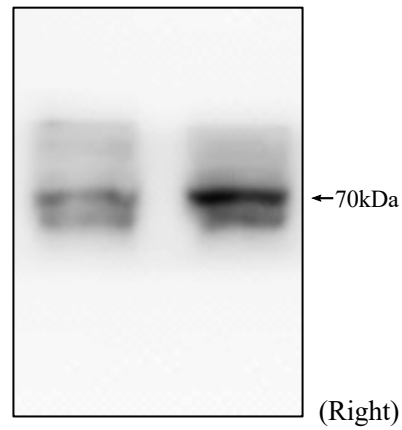

Figure 3c. INSIG2

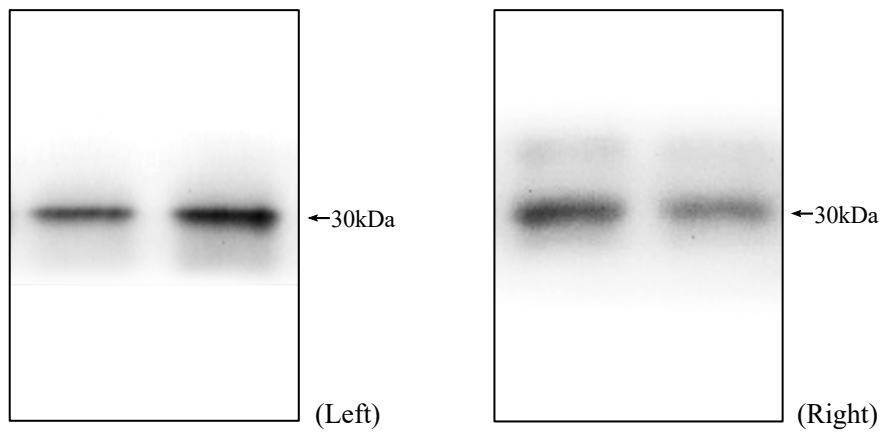

Figure 3c. SREBP1

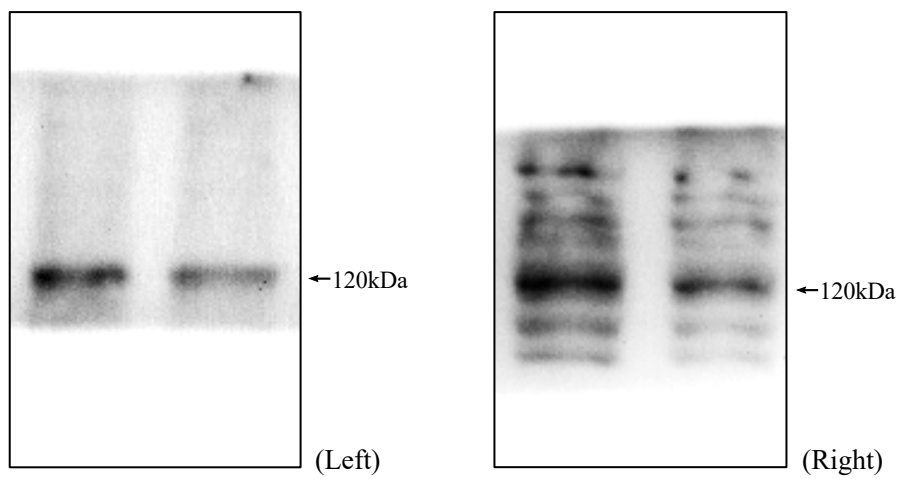

Figure 3c. LXR

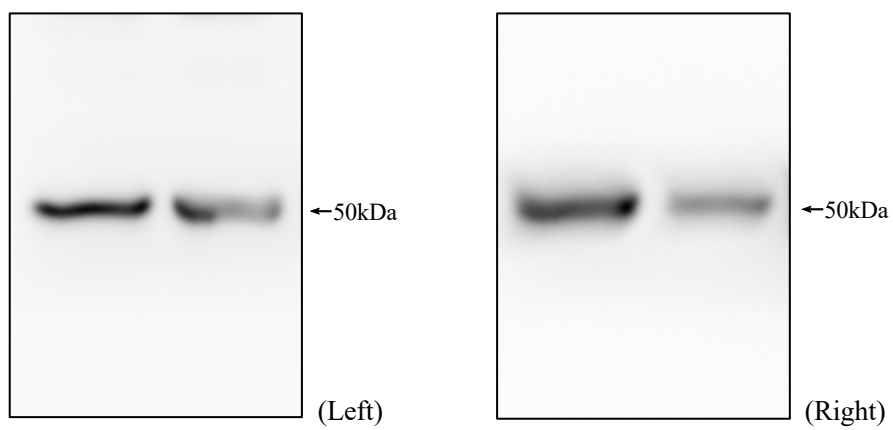

Figure 3c. RXR

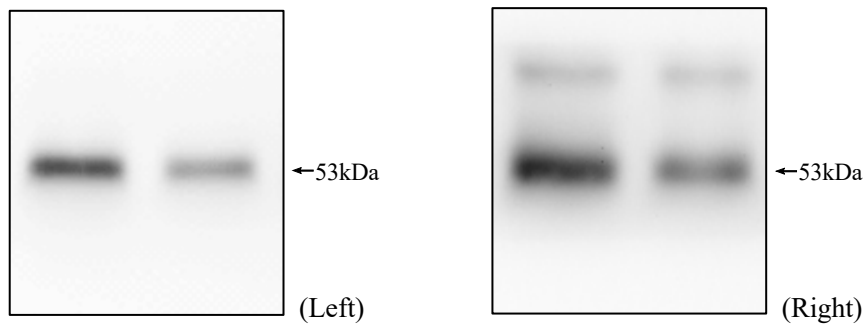

Figure 3c. GAPDH

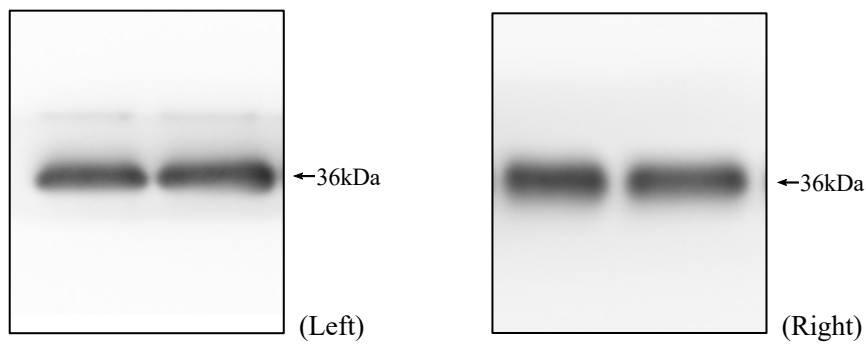

Figure 3e. P-ERK

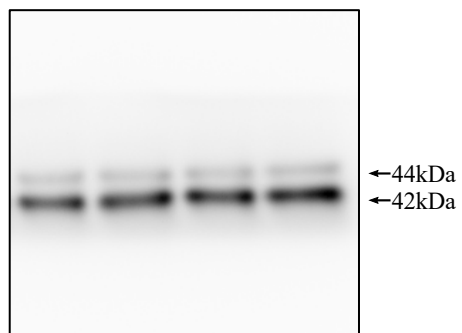

Figure 3e. ERK

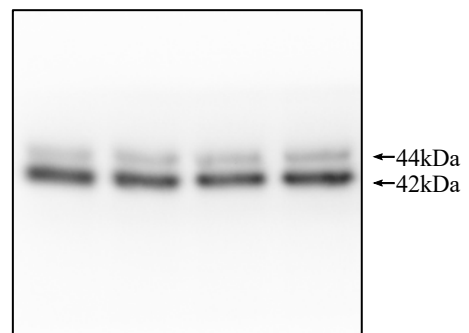

Figure 3e. P-AKT

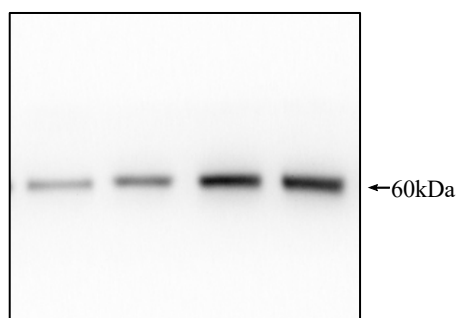

Figure 3e. AKT

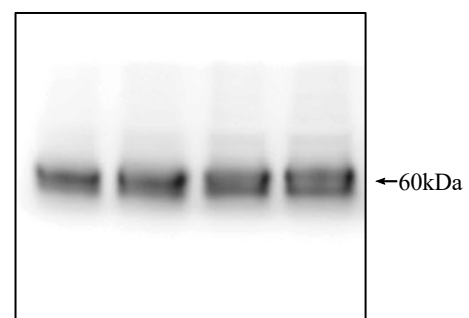

Figure 3e. NR1D1

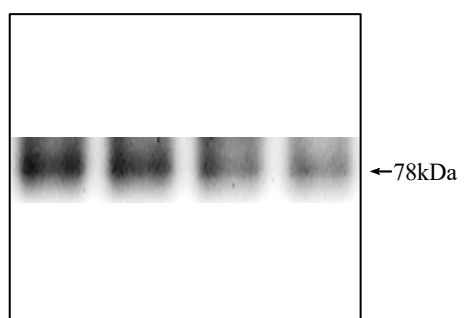

Figure 3e. NR1D2

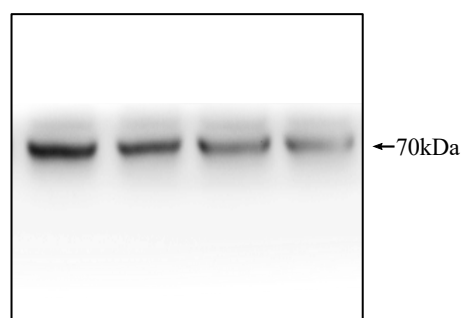

Figure 3e. INSIG2

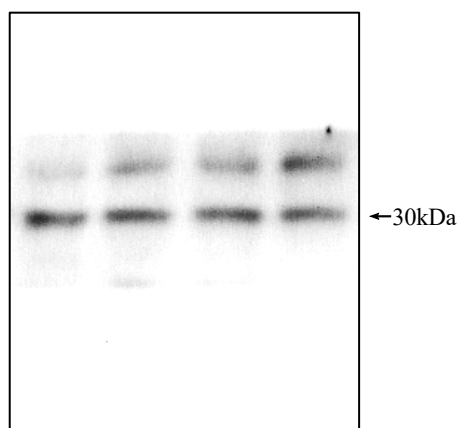

Figure 3e. SREBP1

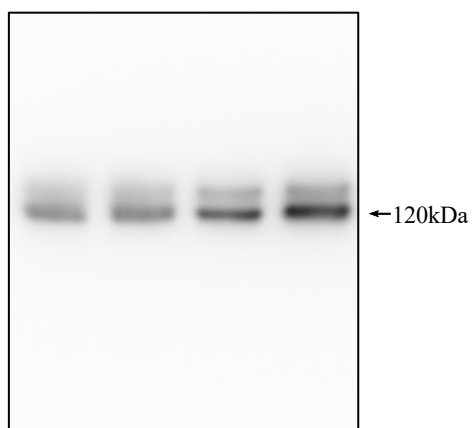

Figure 3e. LXR

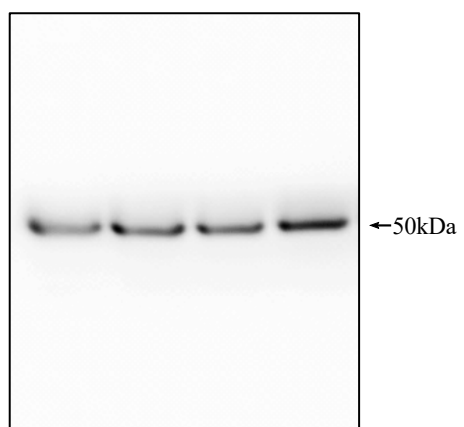

Figure 3e. RXR

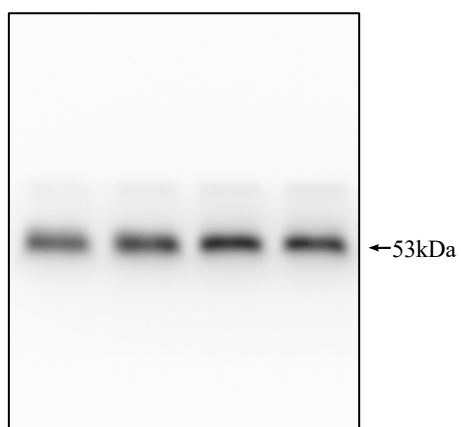

Figure 3e. GAPDH

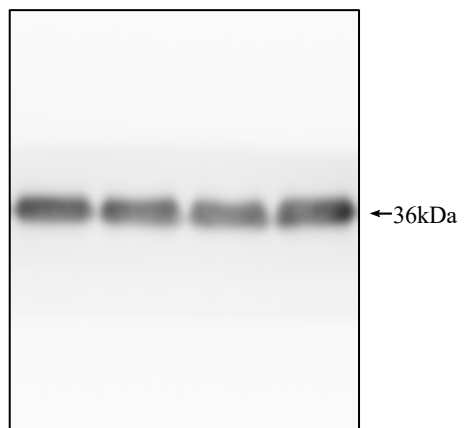

Figure 3f. GALR1

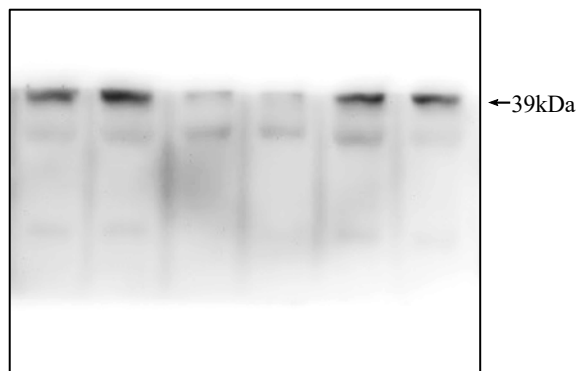

Figure 3f. GALR2

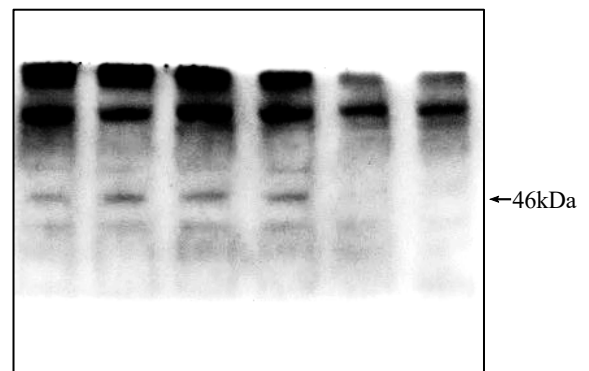

Figure 3f. P-ERK

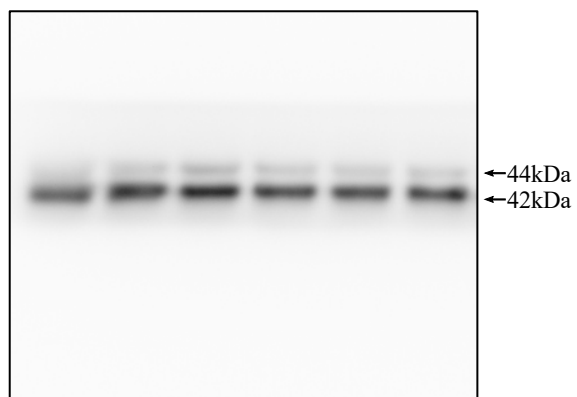

Figure 3f. ERK

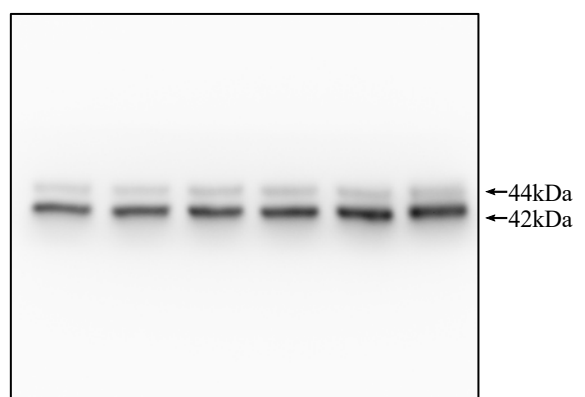

Figure 3f. P-AKT

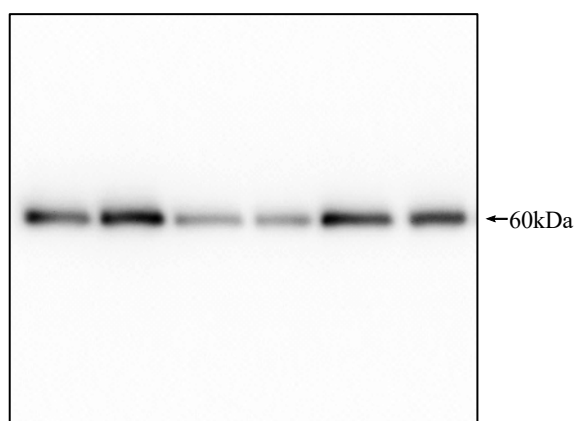

Figure 3f. AKT

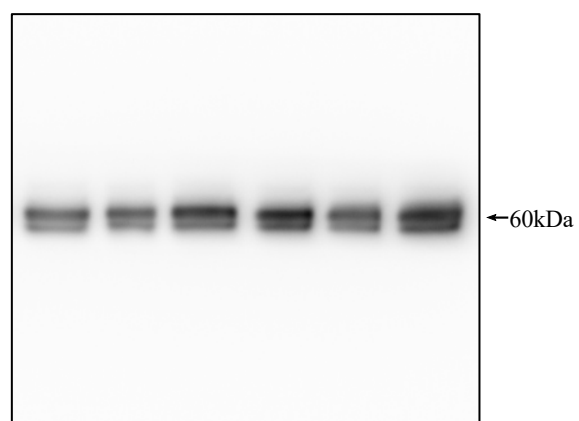

Figure 3f. NR1D1

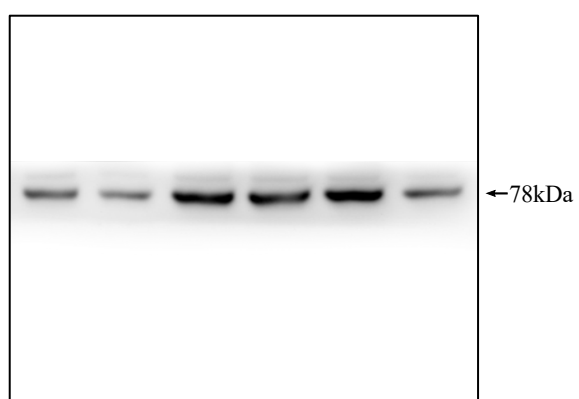

Figure 3f. NR1D2

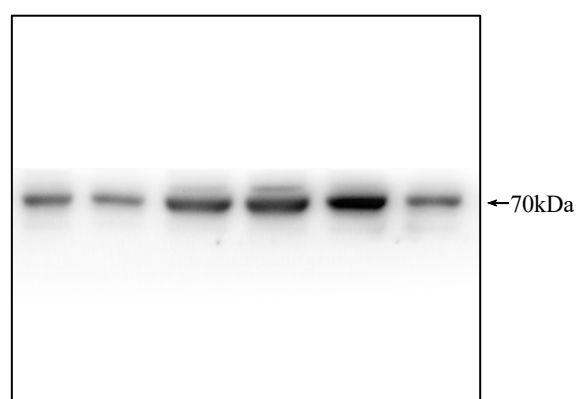

Figure 3f. INSIG2

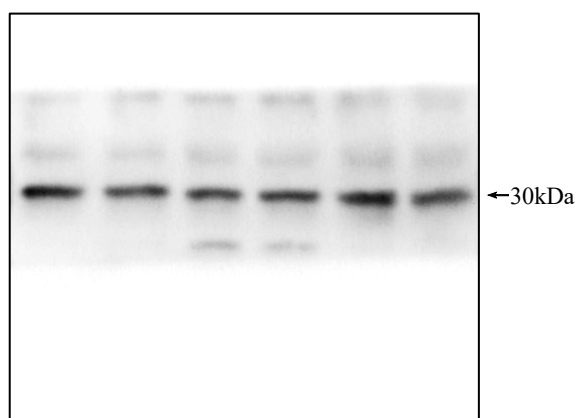

Figure 3f. SREBP1

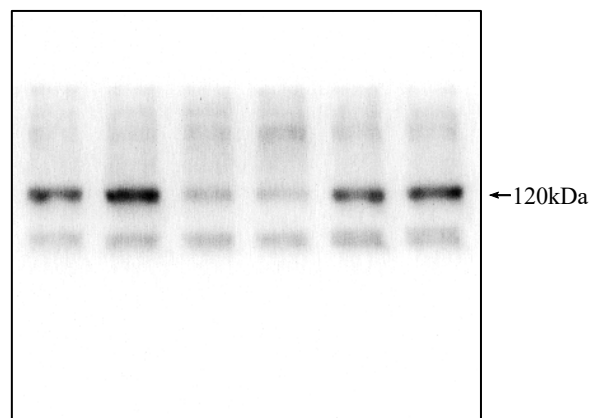

Figure 3f. LXR

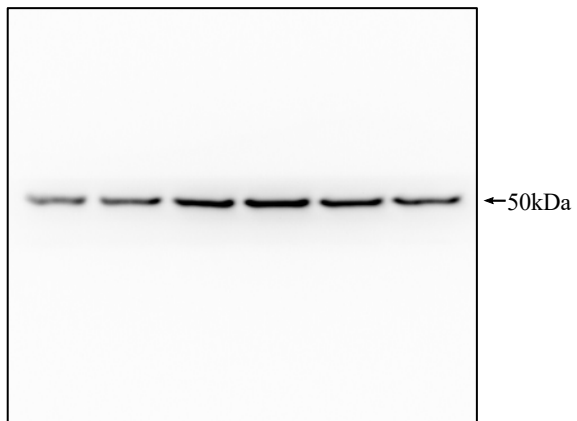

Figure 3f. RXR

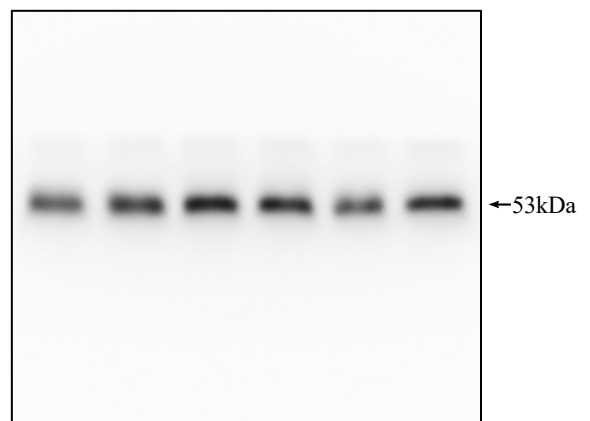

Figure 3f. GAPDH

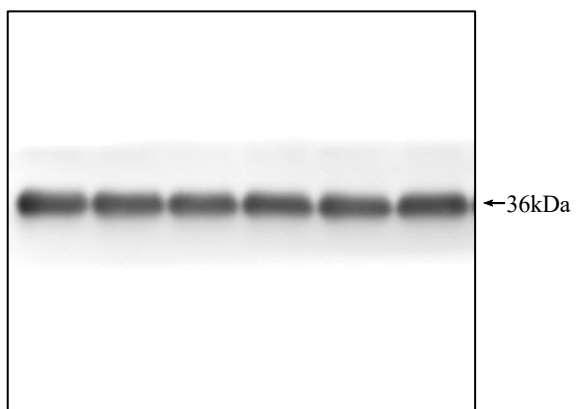

Figure 3g. GALR1

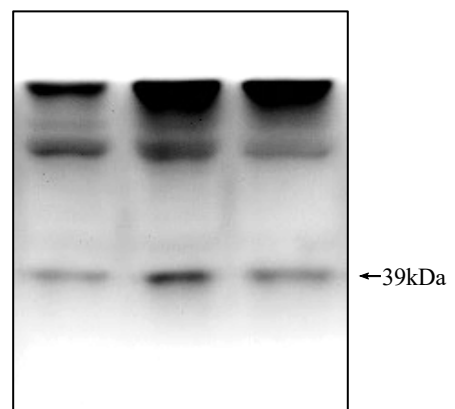

Figure 3g. GALR2

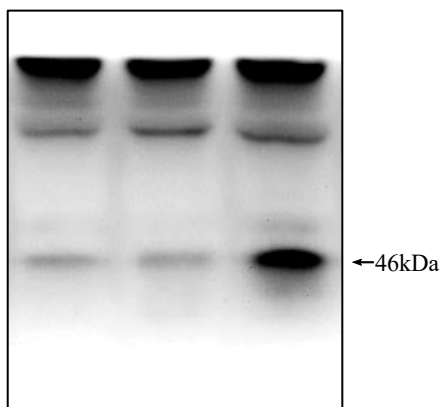

Figure 3g. P-ERK

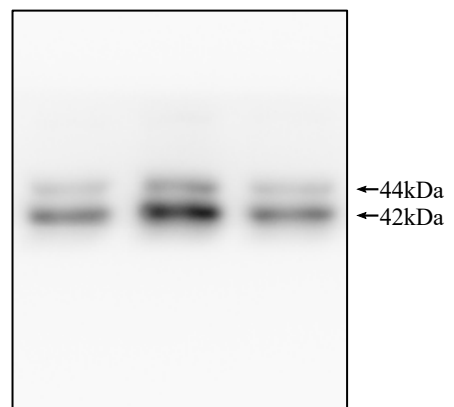

Figure 3g. ERK

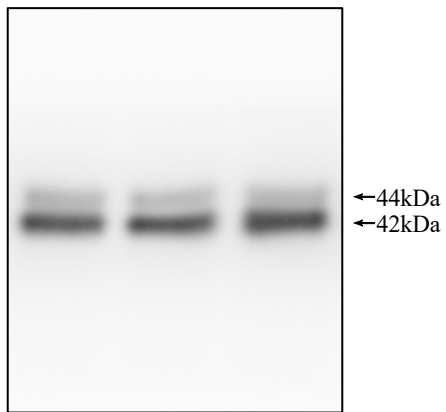

Figure 3g. P-AKT

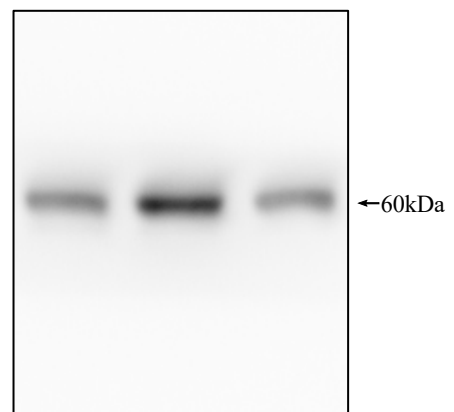

Figure 3g. AKT

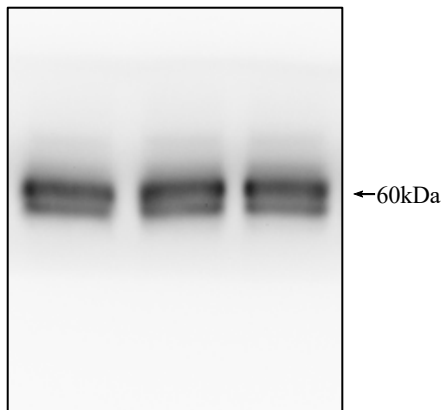

Figure 3g. NR1D1

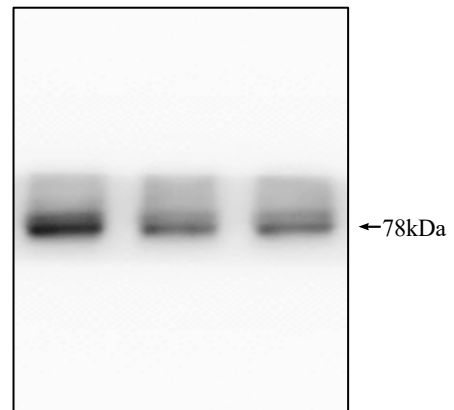

Figure 3g. NR1D2

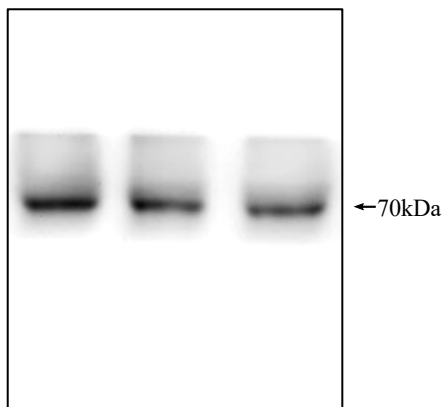

Figure 3g. INSIG2

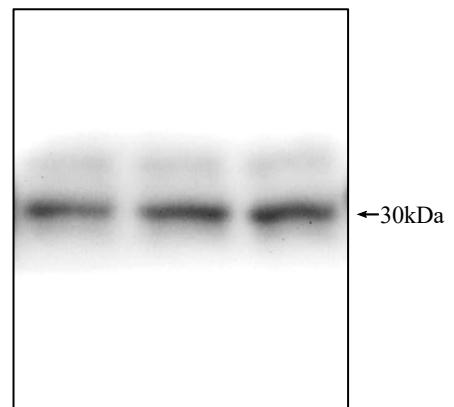

Figure 3g. SREBP1

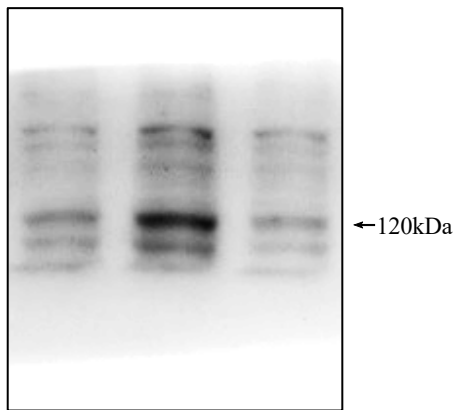

Figure 3g. LXR

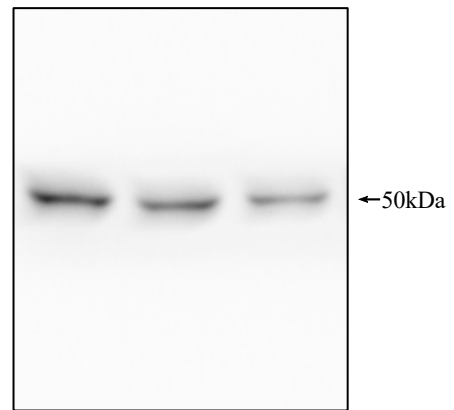

Figure 3g. RXR

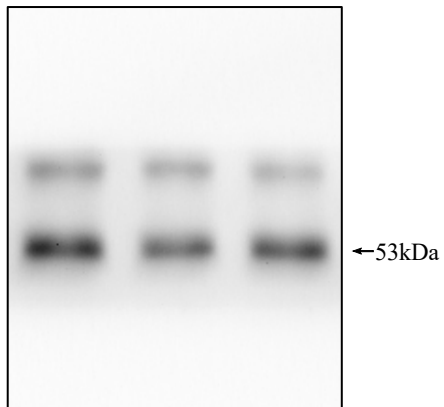

Figure 3g. GAPDH

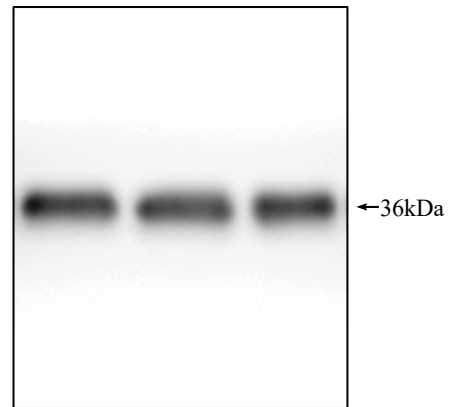

Figure 3h. P-ERK

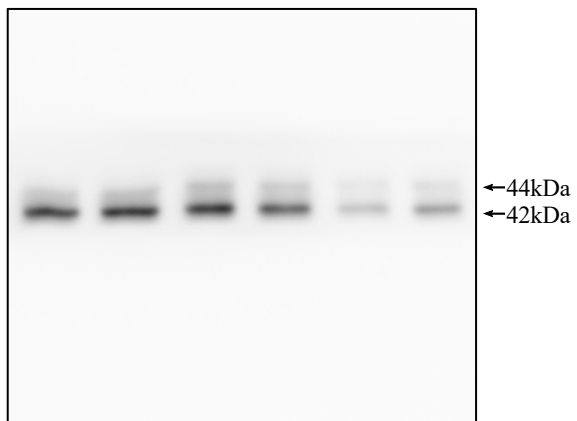

Figure 3h. ERK

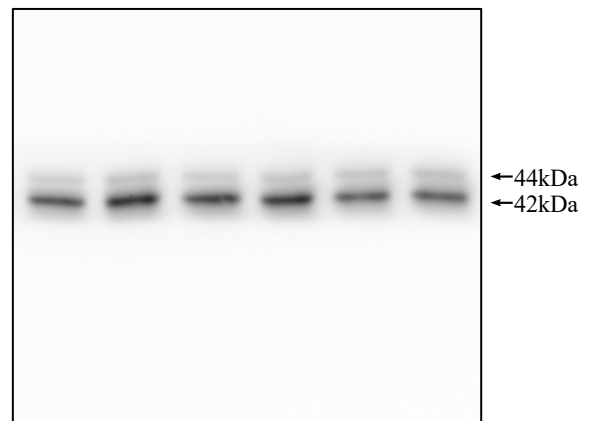

Figure 3h. P-AKT

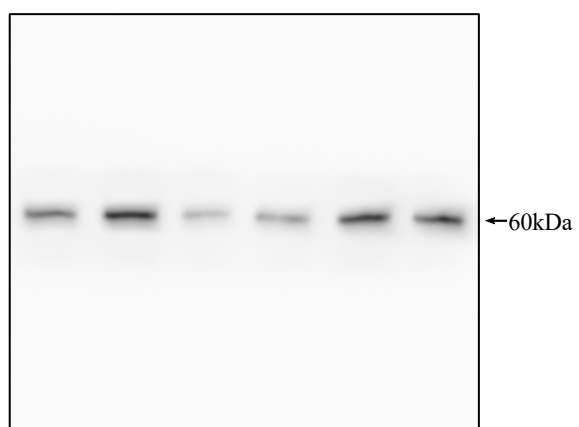

Figure 3h. AKT

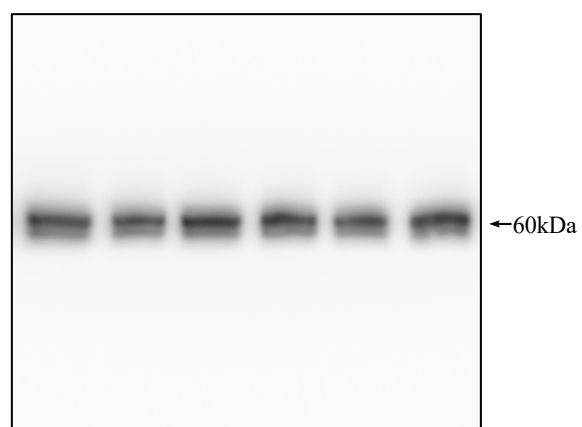

Figure 3h. NR1D1

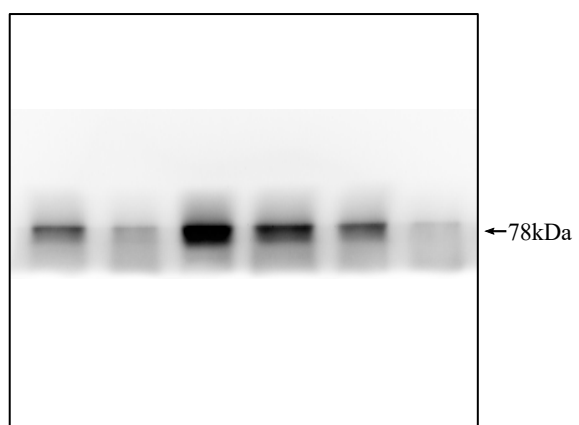

Figure 3h. NR1D2

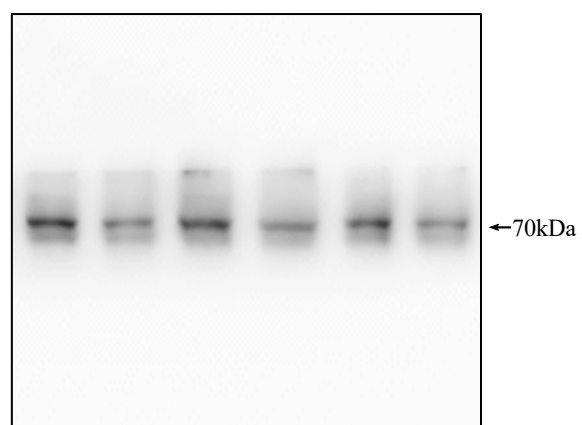

Figure 3h. INSIG2

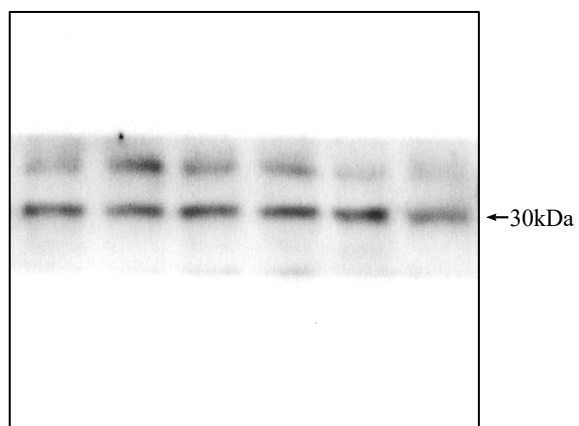

Figure 3h. SREBP1

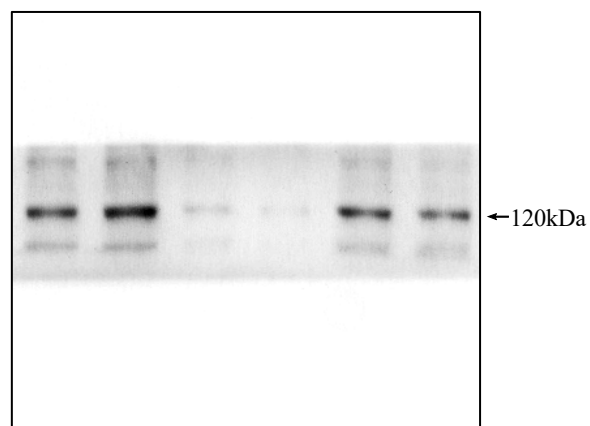

Figure 3h. LXR

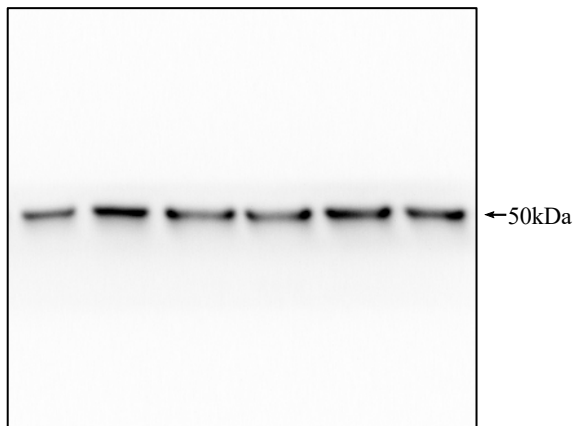

Figure 3h. RXR

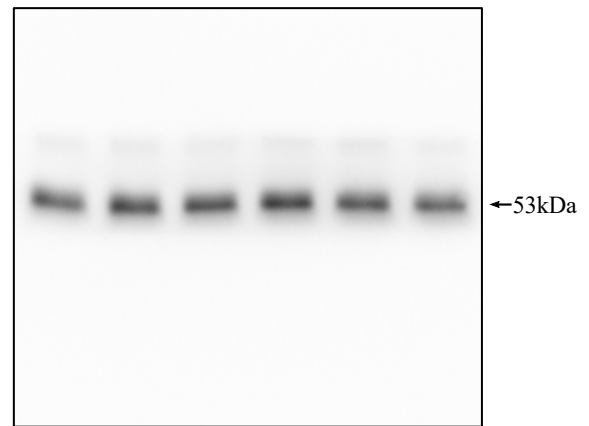

Figure 3h. GAPDH

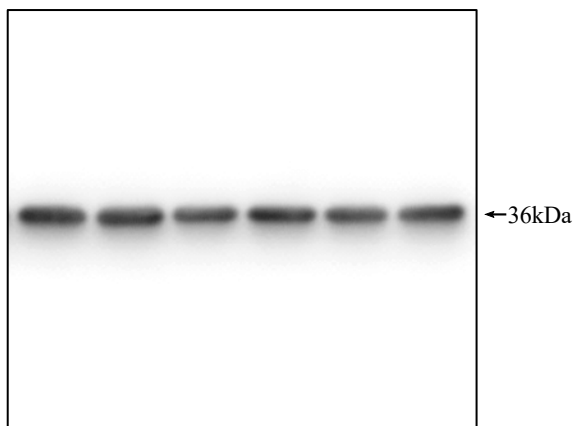

Figure 3i. GALR1

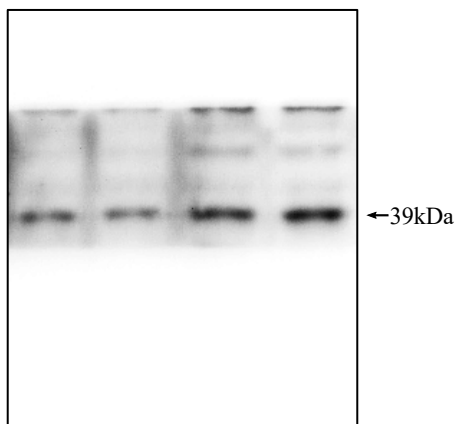

Figure 3i. P-AKT

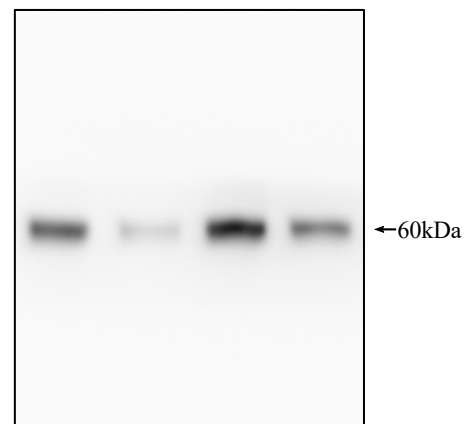

Figure 3i. AKT

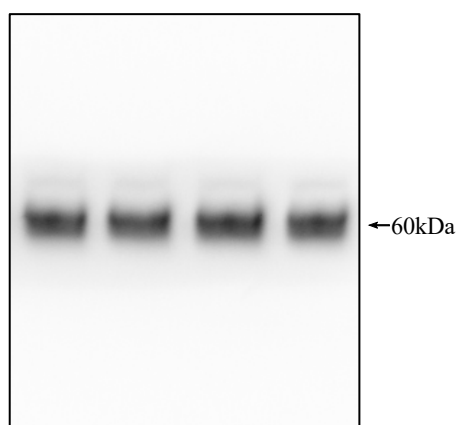

Figure 3i. NR1D1

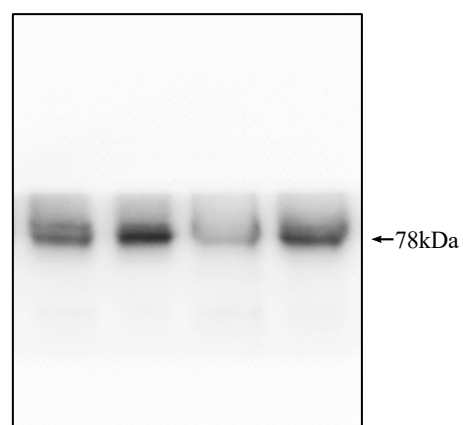

Figure 3i. NR1D2

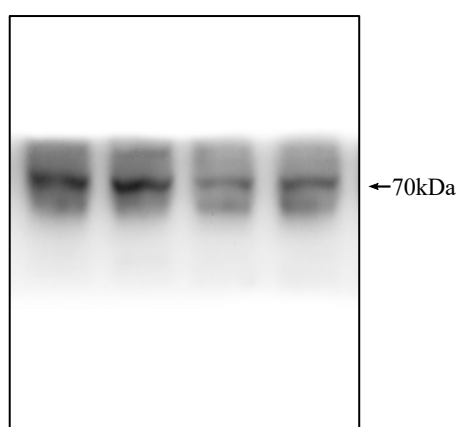

Figure 3i. INSIG2

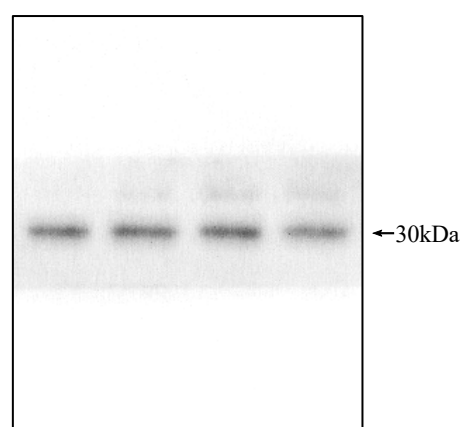

Figure 3i. SREBP1

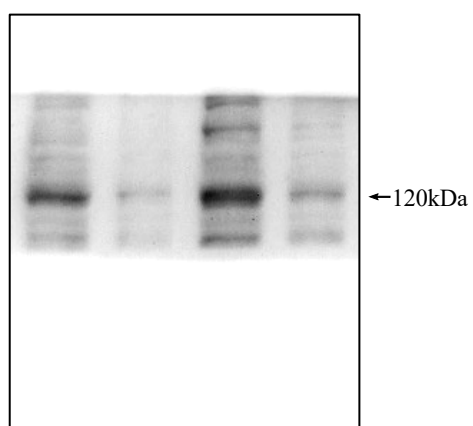

Figure 3i. LXR

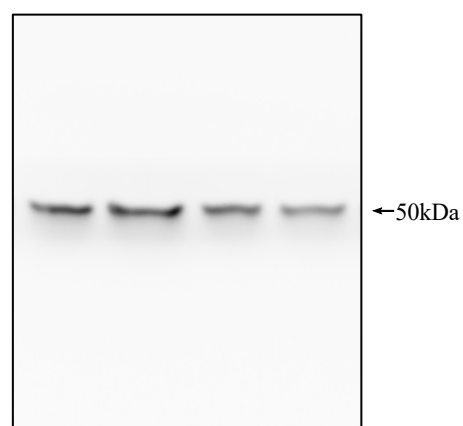

Figure 3i. RXR

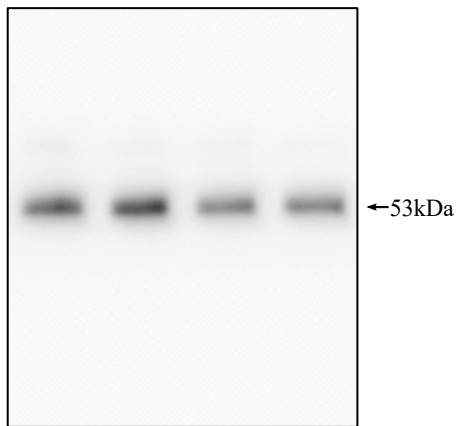

Figure 3i. GAPDH

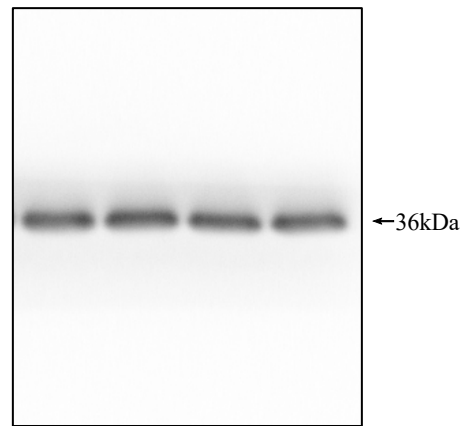

Figure 4f. NR1D1

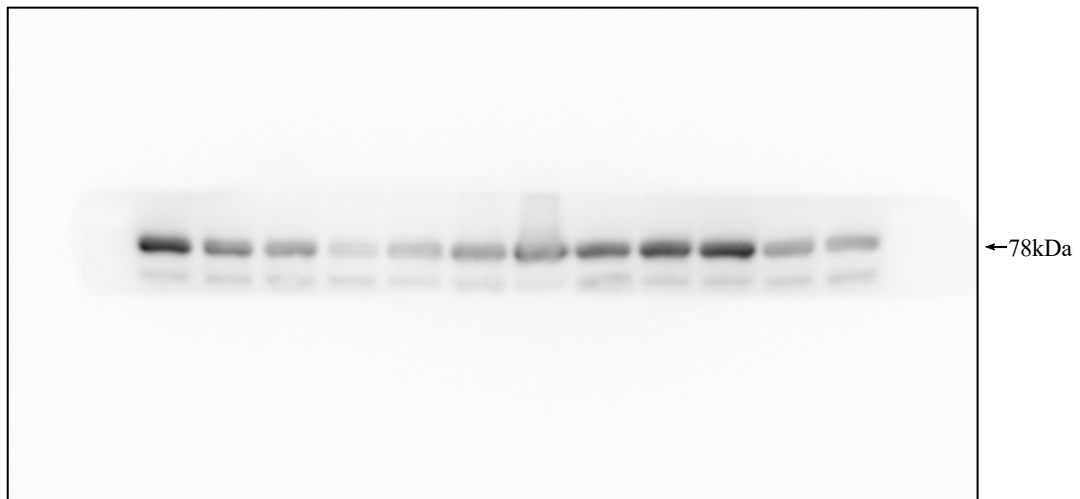

Figure 4f. SREBP1

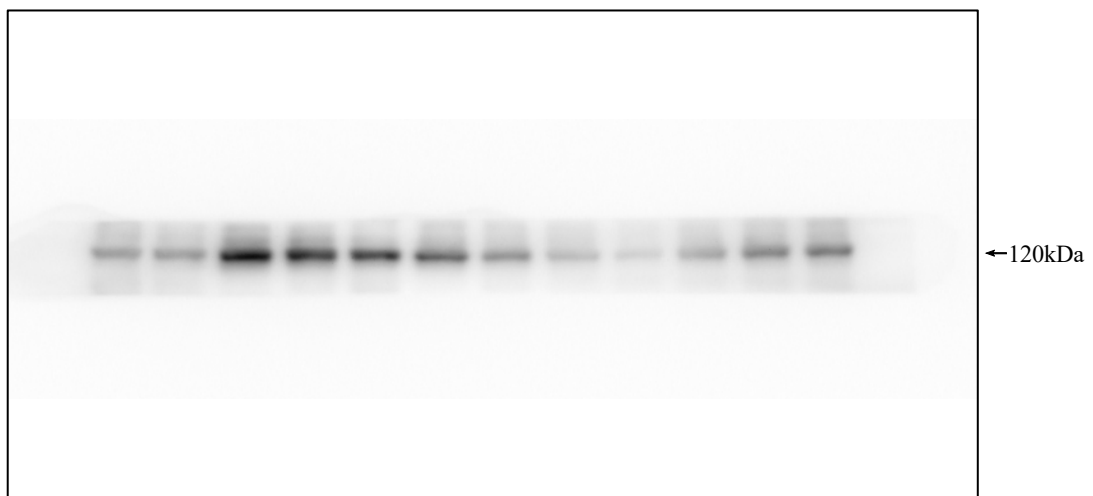

Figure 4f. GAPDH

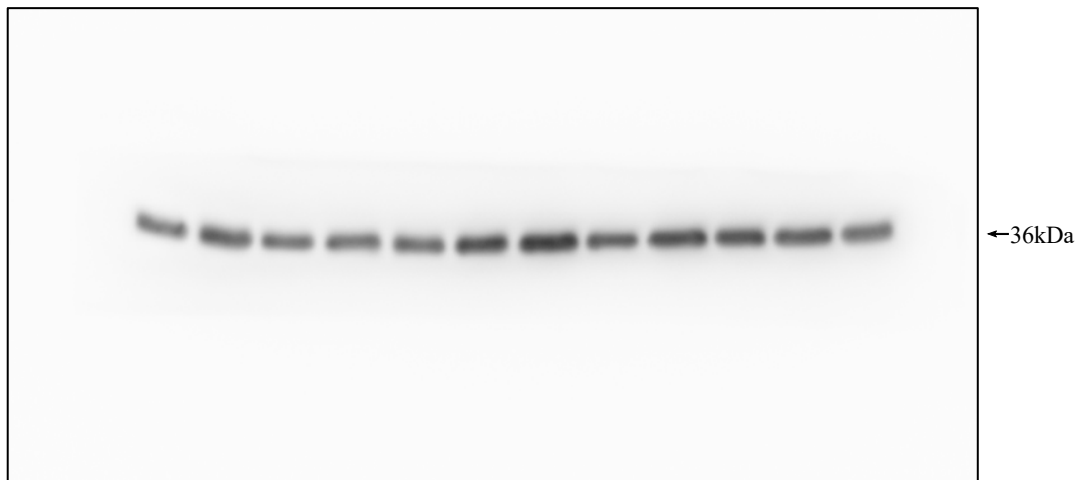

Figure 4i. NR1D1

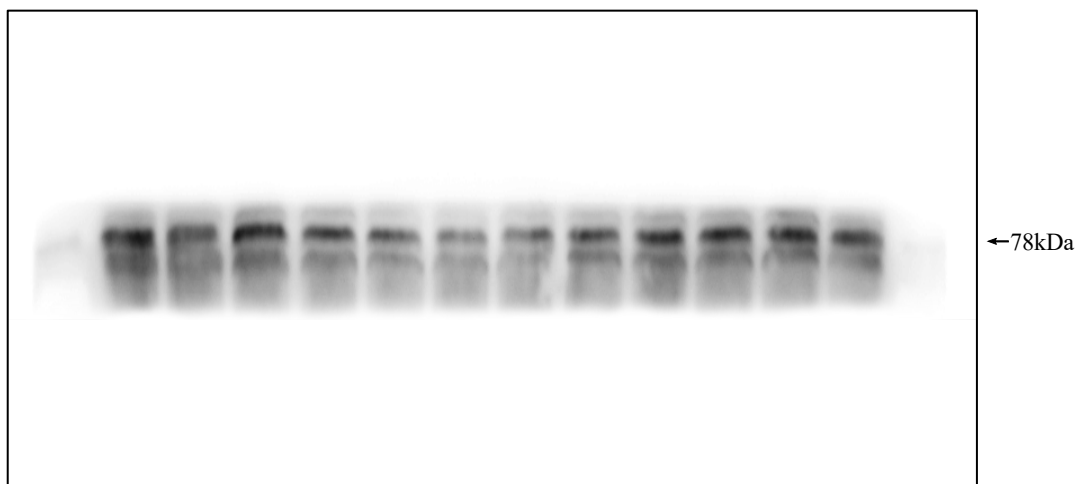

Figure 4i. SREBP1

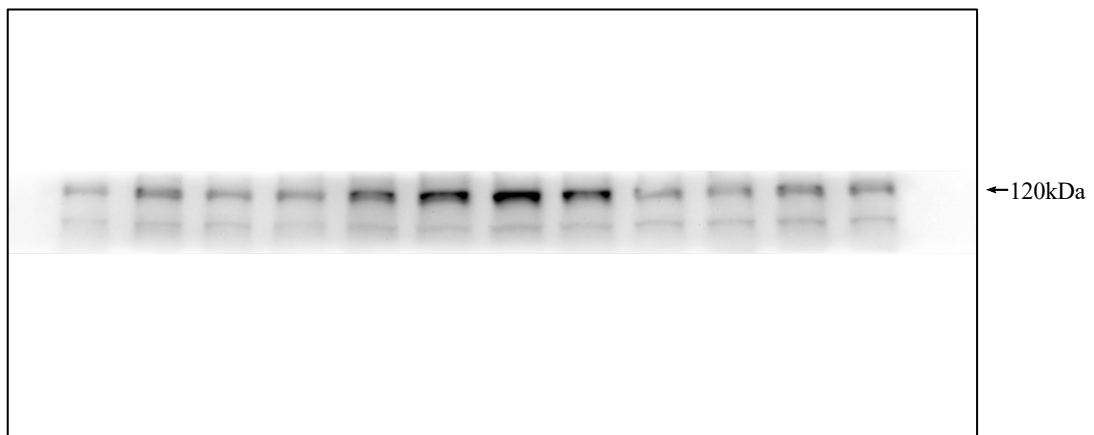

Figure 4i. GAPDH

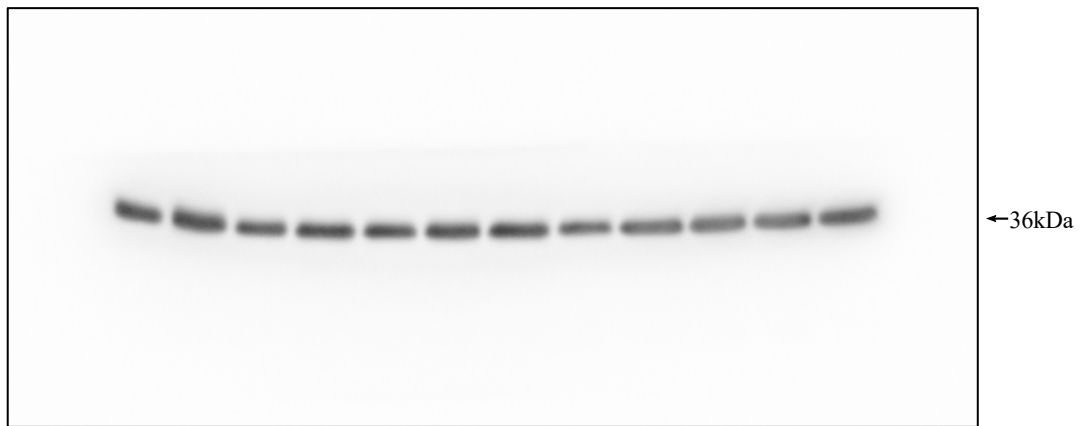

Supplementary Figure 1p. NR1D1

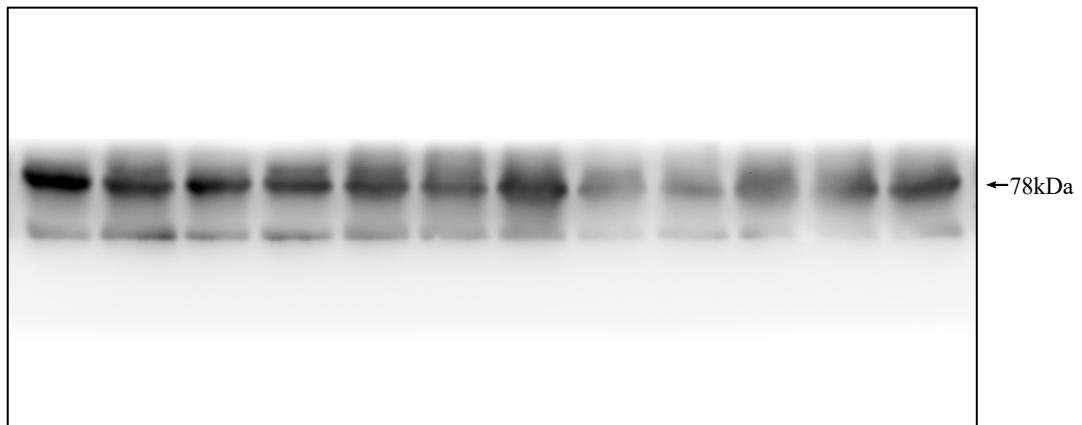

Supplementary Figure 1p. NR1D2

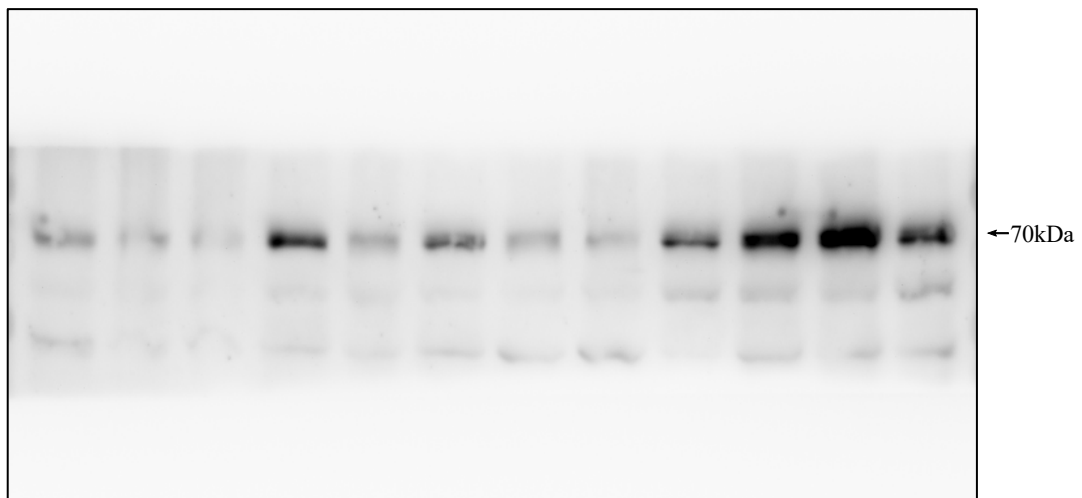

Supplementary Figure 1p. INSIG2

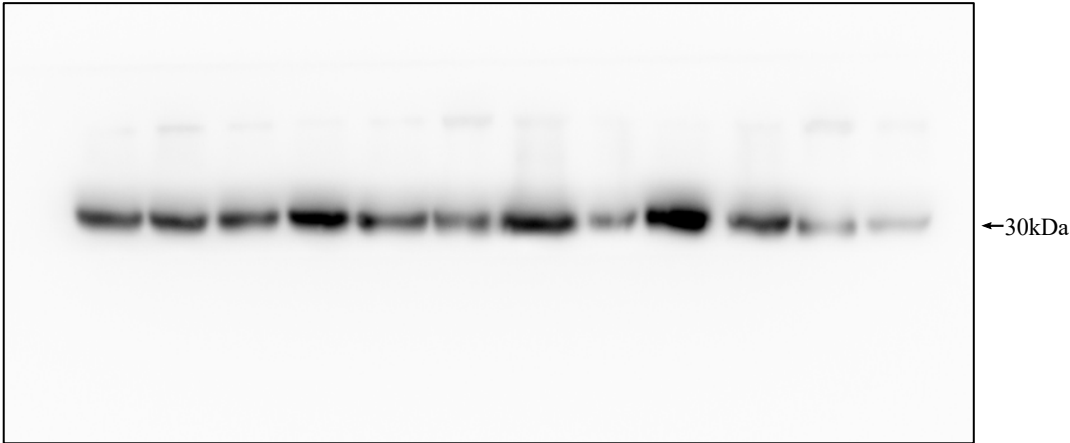

Supplementary Figure 1p. SREBP1

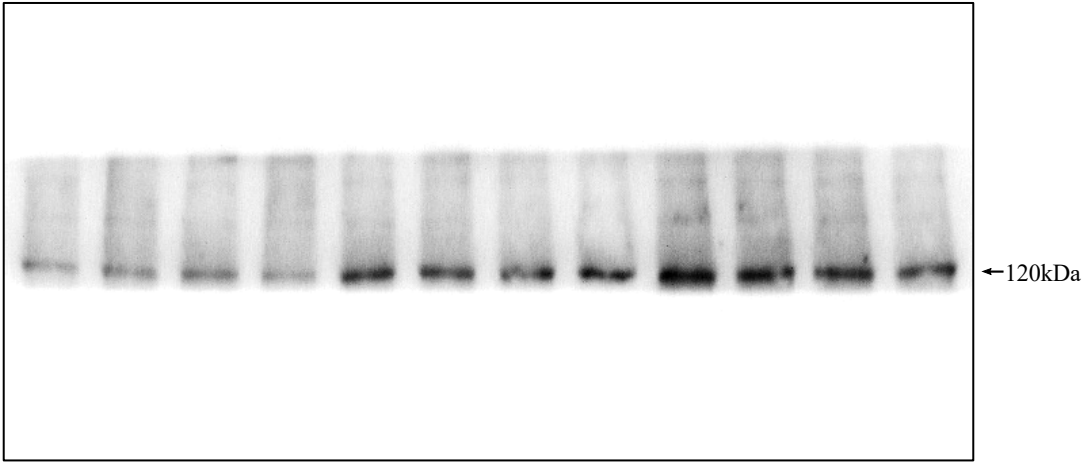

Supplementary Figure 1p. LXR

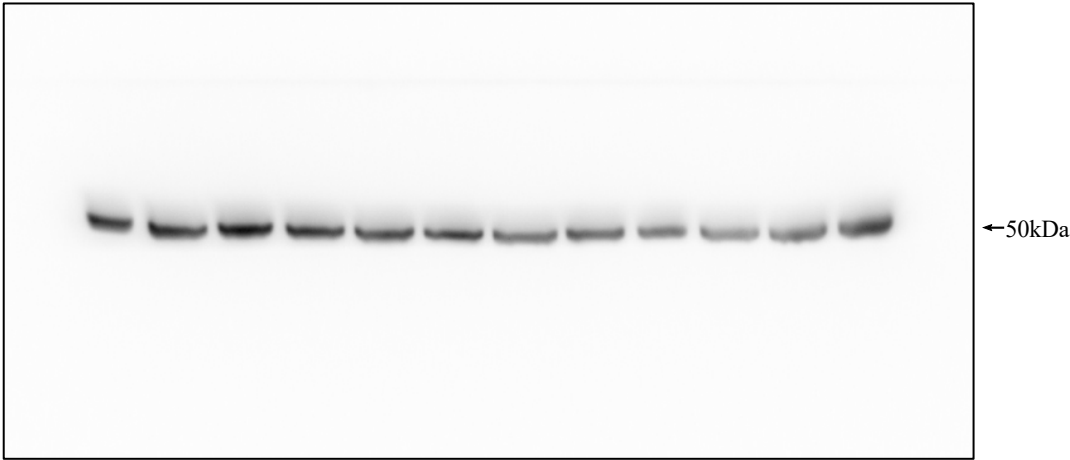

Supplementary Figure 1p. RXR

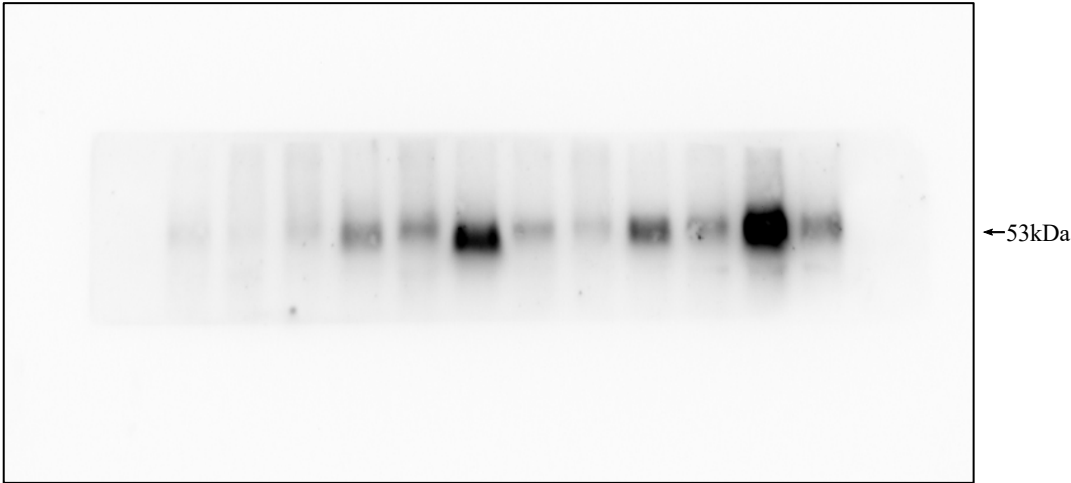

Supplementary Figure 1p. GAPDH

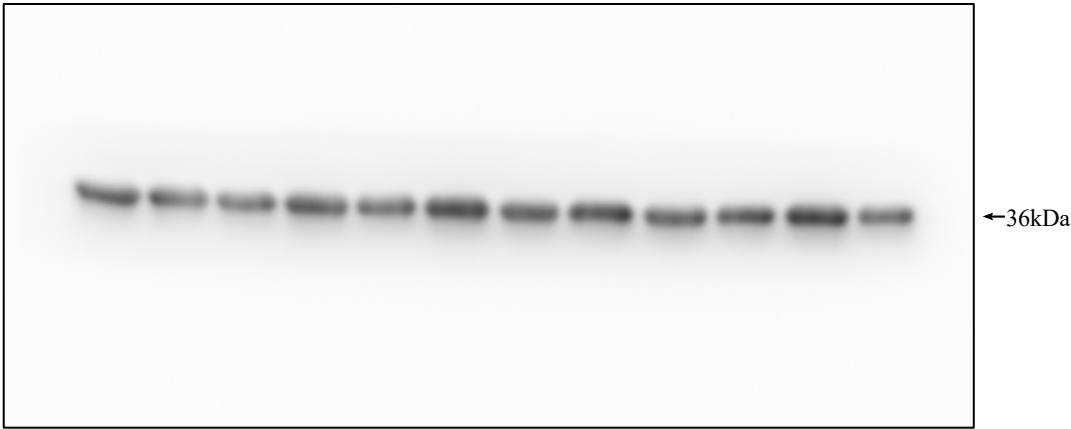

**Supplement:** Supplementary file 2 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

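RNA was measured in 24 liver libraries, 8 from control rats, 8 from darkness rats and 8 from DL.reuteri rats, each from 1 rat. The authors made the deposited FPKM from reads trimmed with Seqtk, mapped to Rnor 6.0 with HISAT2 2.0.4 and quantified per gene with StringTie 1.3.0, with no further scaling between libraries stated. All values here start from these FPKM, and reads were not analysed. The table has 30958 rows. A second row of the Galr1 identifier, at 0 in every library, was left out, and 27 rows carry gene names that a spreadsheet turned into dates. No counts or depths are given, so depth sets no interval, and the precision of each mean is that of 8 rats. The paper housed several rats per cage, and the labels name no cage. All tests treat the rats as independent, so an effect shared within cages could make p too small, and it could not be assessed.

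For each gene, log2(FPKM + 1) was compared between groups with limma 3.58.1 in R 4.3.3, with a trend in the variance prior, all 3 groups in 1 fit and no covariate, over the 12151 genes with at least 0.5 FPKM in at least 8 libraries. Adjusted p are those of Benjamini and Hochberg, and a gene is called changed at an adjusted p under 0.05. For the genes higher or lower in darkness than in both other groups, the criteria of the paper were used: an unadjusted p under 0.05 and a log2 ratio of group means beyond 0.6, over all 18512 genes above 0 in at least 1 library. The paper's Ballgown model was run as an alternative, as a linear model per gene with Ballgown's library term. Gene lists (23 of liver functions and 14 of cell types) were compared with all other genes by camera at a preset correlation of 0.01, adjusted within each kind of list, and again with an estimated correlation. As an alternative each list was tested by fry, which asks whether its genes changed at all, without regard to the other genes. A cell type score is the mean log2(FPKM + 1) of its markers in a library. Targets named by the paper were compared by exact two-sided permutation tests of 8 rats against 8. Serum peak areas of 5 metabolites were read from Supplementary Data 6 and correlated with Galr1, Nr1d1 and Srebf1 over 24 rats, with 100000 permutations. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the exact tests, correlations and figures.

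Named genes are those the paper names in its text or labels in Fig. 2, the 10 with the smallest p in each direction of darkness against control and of DL.reuteri against darkness (with at least 1 FPKM in the higher group), up to 4 members of each list with the smallest p, and the 5 genes that differ most in a library that stands apart. The alternatives were pseudocounts of 0.1 and 0.01, other filters on low FPKM, rescaling to the 75th percentile or by median ratios, fits of only the 2 groups compared, the Ballgown library term, array weights, the replicate number as a block, an adipocyte marker covariate, and fits without control 8 and DL.reuteri 2 or without each library in turn. Added after seeing the data were fits without the 9 rows of at most 10 digits, with rescaling to the FPKM sum outside the mitochondrial genome, with the share of mitochondrial transcripts as a covariate, and without control 8, DL.reuteri 2 and DL.reuteri 3 together. The pipeline was tested on simulated data for darkness against control rats over 12013 genes: of 100 genes changed by 1 on the log2 scale 63 were recovered, of 100 changed by 2 95 were recovered, and 4 of 162 calls had no simulated change. The simulated noise was normal and independent between genes, and only genes above a minimum mean were changed. These shares therefore do not give the power in the real libraries. The counts of calls were taken again in 100 splits of the libraries into groups of the same sizes, the real one included. GSEA and the co-expression modules of the paper, the fecal data and the other rat and cell experiments were not analysed here. The first 1644 rows held of the darkness against control sheet of Supplementary Data 1, which is shortened here, were set against the FPKM, and all 1644 matched within 0.1% in all 16 libraries.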

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

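The test of adipocyte markers that the paper's panels do not name was chosen after the result was seen, and the other tests of this part were set before their results. Of 117 sets of 8 libraries, 25 held a library far from the others, where 5% of separate sets of normal values would be 5.85. The sets are not separate. Adipoq, Fabp4, Lpl, Plin1 and Prkar2b, labelled in Fig. 2d and so seen beforehand, each count for control 8 and for DL.reuteri 2. The adipocyte score counts for both libraries as well. Sftpd and Tph1, with very low FPKM, are not normal in distribution. The excess over 5.85 therefore cannot be read as a test against chance.

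DL.reuteri 3 stood apart from the other 7 DL.reuteri libraries: its FPKM summed to 989114, 13901 genes were above 0, and the marker scores were 8.72 for hepatocytes, 1.80 for Kupffer cells, 0.43 for cholangiocytes, 0.53 for intestinal epithelium and 4.92 for erythroid cells, the last higher and the others lower than in the rest of its group, with Nr1h3 at 4.57 on the log2 scale. Its share of mitochondrial transcripts was 85.0%, but after all libraries were rescaled to the same FPKM sum over the other genes its hepatocyte score was still 10.21, below the others' range of 10.96 to 11.30 by more than their SD of 0.14, which argues against these transcripts as the whole cause. A lower share of hepatocytes would raise the markers of other cell types alike, yet after rescaling the Kupffer cell score was 2.85, below the others' lowest value of 3.57, while endothelial cells (3.30) and stellate cells (2.05) lay above the others' highest values of 3.08 and 1.91. The loss of cytoplasmic RNA or of some cell types in this piece of liver stays open and was not tested, and no biological explanation was tested, since the other rats of its group had the same treatment.

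Adipocyte genes were high in control 8 and DL.reuteri 2, with marker scores of 4.43 and 4.19 and, on the log2(FPKM + 1) scale, 4.45 and 3.27 for Adipoq, 7.64 and 6.98 for Fabp4, 4.70 and 5.36 for Lpl, 3.03 and 3.29 for Plin1, and 1.94 and 2.76 for Prkar2b. Over the 12 adipocyte markers that the paper's panels do not name, the median log2 excess over the other libraries of the group was 1.26 in control 8 and 1.04 in DL.reuteri 2, with 8 and 6 markers above 1, so RNA of adipose tissue in these pieces of liver is a candidate explanation. Retn had 7.04 and 5.55 FPKM there, against means of 0.148 and 0.0978 in the other libraries, while Lep was high in control 8 (3.71) and not in DL.reuteri 2 (0.0766), and liver expresses others of the markers, such as Pck1 and Thrsp. Without both libraries 0 of the 5 genes Adipoq, Plin1, Fabp4, Lpl and Prkar2b had darkness means lower by 0.6 on the log2 scale than both other groups, which argues against a lowering of Adipoq, Plin1, Fabp4 and Lpl by darkness in the rest of the libraries, while Prkar2b, at −0.59 against control and −0.96 against DL.reuteri, came close to this limit and stays open. Differences between rats in the fat of the liver itself stay open and were not tested.

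Control 5 had a mesothelium score of 2.48, against 1.55 in the next control library, with Msln at 11.5 FPKM and Ccl2 at 17.5 FPKM. Nr1d2 was at 3.63 on the log2 scale in control 3, far above the other control libraries. Rxra was at 5.22 in darkness 6. Sftpd was at 0.0278 in DL.reuteri 7, with 0 in the other DL.reuteri libraries. Tph1 was at 0.20 in darkness 5.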

How the results depend on the processing

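The fits after rescaling to the FPKM sum outside the mitochondrial genome, with the mitochondrial covariate, without the 9 rows and without control 8, DL.reuteri 2 and DL.reuteri 3 together were chosen after the results were seen. No result turned from a call in one direction to a call in the other under any alternative. The depth of the libraries is unknown, so what depth limits cannot be stated. The cause was not tested for any value below. Counts of changed genes are given for DL.reuteri against darkness (10) and then against control (17). They were 4 with a pseudocount of 0.1, 4 and 10 with 0.01, 4 and 3 with no filter, 425 and 172 at the 75th percentile, 461 and 150 by median ratios, 3 and 1 with only the 2 groups compared, 466 and 649 with the Ballgown library term, 1987 and 1045 with array weights, 1 and 0 without control 8 and DL.reuteri 2, 5 and 3 with the adipocyte covariate, 1017 and 259 with rescaling outside the mitochondrial genome, 731 and 330 with the mitochondrial covariate, and 919 and 39 without the 3 libraries. Darkness against control gave 0 (338 at an unadjusted p under 0.05, below the 608 expected of unchanged groups), and 1 with array weights, with rescaling outside the mitochondrial genome and with the mitochondrial covariate. The 40 higher and 68 lower genes of darkness became 16 higher at 0.5 FPKM, 11 and 40 at 1 FPKM, 20 higher with only the 2 groups compared, 20 and 13 with the Ballgown term, 109 lower with array weights, 7 and 13 with the limma log2 difference and 0 and 0 with adjusted p. Lists called in darkness against control (3) were 7 with the Ballgown term and with the adipocyte covariate, and 1 with array weights, an estimated correlation, fry, the mitochondrial covariate or without the 3 libraries, and those in DL.reuteri against darkness (9) were 4 with the Ballgown term and 1 with an estimated correlation or fry. The adjusted p of the clock list was 0.464 with array weights, 0.510 with an estimated correlation, 0.208 by fry, 0.0684 with the mitochondrial covariate and 0.111 without the 3 libraries, and that of fatty acid and triglyceride synthesis was 0.209 with an estimated correlation and 0.139 by fry. The glucocorticoid list was called with the Ballgown term (0.000443) and triglyceride hydrolysis, up, with the adipocyte covariate (0.0232). The PPAR list, not called in darkness against control, pointed down with no filter (0.973), the Ballgown term (0.443), fry (0.968) and without the 9 rows (0.610), and the AMPK list, not called either, pointed up at 1 FPKM (0.874), with 2 groups (0.973), array weights (0.736), without control 8 and DL.reuteri 2 (0.663), with the adipocyte covariate (0.806), rescaling outside the mitochondrial genome (0.966), the mitochondrial covariate (0.931) and without the 3 libraries (0.741). Cell type lists called (2) were 1 at the 75th percentile, with array weights or without the 3 libraries, 4 with the Ballgown term and 0 with an estimated correlation or fry. Of the 15 metabolite relations, 3 were called, all of Galr1, and 0 within groups; without the 2 farthest rats 1 was called, that of Nr1d1 with cis-9-palmitoleic acid, and the call of each of the 3 was lost. Variable genes (3544) were 10273 on FPKM and 10458 on log2(FPKM + 0.1). Without each library in turn, the counts ran from 0 to 0 for darkness against control, from 0 to 1219 for DL.reuteri against darkness, from 0 to 251 for DL.reuteri against control (251 without DL.reuteri 3), from 33 to 68 and from 44 to 120 for the genes higher and lower in darkness than in both groups, from 1 to 6 and from 7 to 11 for the lists of the comparisons named above, from 0 to 6 for cell type lists, from 2298 to 3676 for variable genes and from 10 to 14 for target comparisons at an unadjusted exact p under 0.05 (13 with all libraries). The adjusted p ran from 0.000297 to 0.0678 for the clock list, from 0.0775 to 0.387 for triglyceride hydrolysis, from 0.177 to 0.993 for PPAR signalling, from 0.612 to 0.999 for the AMPK pathway, from 0.0861 to 0.700 for lipolysis, from 0.164 to 0.700 for brown fat, from 0.0167 to 0.732 for the glucocorticoid response and from 2.2e-08 to 2.3e-05 for fatty acid and triglyceride synthesis. Of 8 same-number correlations, 5 were above 0.1 between control and darkness (mean 0.149, against −0.02 for other numbers), 3 between control and DL.reuteri and 4 between darkness and DL.reuteri, and 2, 3 and 2 rats correlated best with their own number. Not every pair was above 0.1 and the labels give no pairing, so the rats were not treated as paired, though a weak tie by number is not excluded; with the replicate number as a block the counts were 3 for DL.reuteri against darkness and 9 for DL.reuteri against control.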

Differences from the paper's values

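The counts of genes higher and lower in darkness than in both other groups (40 and 68, where the paper gives 36 and 76) and of variable genes (3544, where the paper gives 2724) lay within 1.5 times the paper's values, but the sets are unlike. The paper used Ballgown. The linear model with its library term used here did not reproduce most of the p printed in Supplementary Data 1. It is therefore no rerun of the paper's procedure. With this term the counts were 20 higher and 13 lower genes, outside 1.5 times the paper's. They were outside it as well with 16 higher genes at 0.5 FPKM, 11 and 40 at 1 FPKM, 20 higher with only the 2 groups compared, 57 higher with array weights, 46 lower by median ratios, 47 lower without control 8 and DL.reuteri 2, 7 and 13 with the limma log2 difference and 0 and 0 with adjusted p, and in part of the fits without 1 library, where they ran from 33 to 68 and from 44 to 120. The paper counted variable genes over 23 samples on a scale its text does not give, whereas 3544 is the count over 24 libraries on log2(FPKM + 1), and on FPKM it was 10273. It also started from its own set of annotated genes, which may not be the set counted here. The paper places triglyceride catabolism, AMPK signalling, lipolysis, brown fat differentiation and the glucocorticoid response lower, and PPAR signalling higher, in darkness than in control rats by GSEA. The lists used here, which differ from the paper's gene sets, were not called by camera, with adjusted p of 0.208 (pointing up), 0.968, 0.261, 0.333, 0.298 and 0.637. The thresholds are unlike, since the paper took a nominal p under 0.05 and these p are adjusted over 23 lists. In the same order, the unadjusted p from camera were 0.0543 (pointing up), 0.968, 0.0794, 0.145, 0.104 and 0.554. The glucocorticoid list was called lower with the library term of Ballgown (adjusted p = 0.000443), an alternative set before the data were examined, and without control 2 (0.0167). At an adjusted p under 0.05, no setting called the other lists in the direction the paper gives, and triglyceride hydrolysis was called higher with the adipocyte covariate (0.0232). The paper places circadian rhythm lower in darkness rats; the clock list was lower by camera (adjusted p = 0.00434), a call lost with an estimated correlation (adjusted p = 0.510), by fry (0.208), with array weights (0.464) and without darkness 3 (0.0521) or darkness 6 (0.0678).

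Of the 17 genes of Fig. 2d, 10 met the criteria of the paper in both comparisons and 7 did not, Plin1, Per2, Adipoq, Tph1, Fabp4, Lpl and Prkar2b. The paper states that qPCR and sequencing were similar for 8 genes. Fig. 2h, read by eye, shows Lxra at about 1.7 in control, about 1.2 in darkness and about 1.5 in DL.reuteri rats, whereas the FPKM of Nr1h3 were 65.4, 62.0 and 55.6; it shows Insig2 at about 5.5, about 2.6 and about 2.5, whereas the FPKM were 104.6, 34.5 and 77.6. The paper states associations of Galr1 with capric acid, cortisol and dUMP; over 15 relations the adjusted p were 0.0121, 0.0904 and 0.138, and unadjusted permutation p of Spearman's rho were 0.0009, 0.0482 and 0.0919.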

Other observations

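The tests of the Galr1 and Galr2 lines, the tolerances for the p of Supplementary Data 1 and the relations between clock genes were chosen after the results were seen, and the test of Galr2 was set apart from that of Galr1 once DL.reuteri 1 was seen to leave its line. In DL.reuteri against darkness rats, some genes of cholesterol synthesis had higher means, with no call over all genes in the fit with equal weights and no rescaling: Hmgcs1, the first committed synthase of the pathway, had 269 ± 116 FPKM (SD, n = 8) against 101 ± 64.9, Idi1 had 68.4 ± 32.3 against 25.3 ± 14.0, Sqle, a squalene oxidase, had 34.3 ± 17.2 against 15.1 ± 6.90. Outside cholesterol synthesis, Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had 107.5 ± 50.5 FPKM against 36.9 ± 22.8, and it was not called over all genes either (adjusted p = 0.0690). In control rats Idi1 had 26.5 ± 6.41 FPKM, and Hmgcs1 ranged from 72.7 to 162 FPKM over the libraries. Hmgcs1, Idi1, Sqle and Cyp7a1 were each called after rescaling to the 75th percentile (adjusted p = 0.00623, 0.00623, 0.0349 and 0.0352), by the median ratio (0.00974, 0.00792, 0.0489 and 0.0412) or outside the mitochondrial genome (0.00693, 0.00812, 0.0114 and 0.0155), without DL.reuteri 3 (0.00591, 0.00602, 0.00799 and 0.0160), without control 8, DL.reuteri 2 and DL.reuteri 3 together (0.0118, 0.0122, 0.0171 and 0.0177), and with array weights or the mitochondrial covariate. Of 24 genes of cholesterol synthesis and uptake, limma called 0 over all genes and 4 higher when adjusted over the list alone, and 7 were higher and 1 was lower at an unadjusted p under 0.05. The list of cholesterol synthesis and uptake, DL.reuteri against darkness, pointed up (camera, adjusted p = 0.0548; adjusted p = 0.848 with an estimated correlation). It was called without DL.reuteri 3 (0.00699), 4 (0.0125) or 5 (0.0435) and without darkness 3 (0.0107), 6 (0.0421), 7 (0.0136) or 8 (0.0178), and without darkness 1 the adjusted p was 0.316.

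The male-pattern liver genes were lower as a list in DL.reuteri rats (camera, adjusted p = 0.00429; adjusted p = 0.209 with an estimated correlation), with 0 called over all genes by limma, 4 lower adjusted over the list alone and 4 of 8 at an unadjusted p under 0.05, such as Cyp2c11 (0.345 ± 0.173 against 1.35 ± 0.887 FPKM) and Cyp2c22 (221 ± 125 against 412 ± 178), cytochromes P450 of steroid and drug metabolism. Of 19 genes of inflammation, 0 were called over all genes or adjusted over the list alone by limma and 3 were lower at an unadjusted p under 0.05, Icam1 (8.65 ± 3.17 against 13.6 ± 1.98 FPKM), Relb and Cxcl1, and the list was lower (camera, adjusted p = 0.00205; adjusted p = 0.809 with an estimated correlation). Of 19 acute phase genes, 2 were lower when adjusted over the list alone, Lcn2 (7.37 ± 4.34 against 34.2 ± 24.1 FPKM) and the iron hormone Hamp (1539 ± 1113 against 2805 ± 387), with 0 called over all genes by limma; the list was lower (adjusted p = 0.0116; adjusted p = 0.809 with an estimated correlation) and lost its call without DL.reuteri 3 (0.215).

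Clock output genes were high in 3 DL.reuteri rats: Dbp had 11.1, 7.82 and 13.9 FPKM in DL.reuteri 5, 6 and 7 and at most 1.76 in every other library, and Per3 had 6.44, 4.27 and 6.09 there. The same rats had the highest Nr1d1 of their group, with 15.4, 16.9 and 18.2 FPKM. Over 24 rats Nr1d1 correlated with Dbp (Pearson's r = 0.619, permutation p = 0.00137; Spearman's rho = 0.659, permutation p = 0.0007, adjusted p = 0.007 over 10 relations; r = 0.710 without the 2 farthest rats; rho = 0.730 within groups). Of the 10 relations of Nr1d1 and Nr1d2 with Dbp, Per2, Per3, Tef and Ciart, 4 had an adjusted p under 0.05, all of Nr1d1, and the contrast between Nr1d1 and Nr1d2 was not tested. Within groups Nr1d1 with Per2 had rho = 0.310 (permutation p = 0.190) and Nr1d2 with Tef had rho = 0.550 (permutation p = 0.0167), and both Nr1d1 and Nr1d2 come from the rows with at most 10 digits. Of 19 heat shock genes, 0 were called by limma over all genes or adjusted over the list alone and 5 were higher at an unadjusted p under 0.05 in DL.reuteri against darkness rats, such as the chaperone Hsph1 (28.7 ± 15.6 against 11.3 ± 2.93 FPKM), and the list was higher (camera, adjusted p = 0.0370; adjusted p = 0.809 with an estimated correlation), a call lost without darkness 1 (0.0961), 2 (0.0670), 4 (0.0777) or 5 (0.0654) and without DL.reuteri 2 (0.0553), 5 (0.0663), 6 (0.0532), 7 (0.0978) or 8 (0.0660). Of 23 genes of xenobiotic metabolism, 0 were called likewise and 2 were higher and 4 lower at an unadjusted p under 0.05, such as the glutathione transferase Gstm1 (366 ± 125 against 614 ± 187 FPKM), and the list was lower (camera, adjusted p = 0.0370; adjusted p = 0.809 with an estimated correlation), a call lost without darkness 2 (0.0771), 5 (0.0654), 7 (0.0600) or 8 (0.0826) and without DL.reuteri 2 (0.0547), 3 (0.0524), 4 (0.114) or 6 (0.0532). The immediate early list was lower here as well (camera, adjusted p = 0.0181; adjusted p = 0.809 with an estimated correlation), a call lost without darkness 4 (0.0746), 7 (0.0886) or 8 (0.106) and without DL.reuteri 1 (0.0504), 2 (0.0553) or 8 (0.177). The hepatocyte markers were lower as a list (camera, adjusted p = 0.0329, and 0.648 with an estimated correlation), with 2 of 12 lower at an unadjusted p under 0.05. This call was lost without DL.reuteri 3 (0.168), 4 (0.0581) or 5 (0.0561) and without darkness 7 (0.0553) or 8 (0.0728). The list of 3 measured neutrophil markers was higher in darkness against control rats (camera, adjusted p = 0.0237, and 0.472 with an estimated correlation). Of these markers, 0 reached an unadjusted p under 0.05, and the call was lost without control 3 (0.123) and without darkness 6 (0.207), 7 (0.0506) or 8 (0.0821). The galanin list rests on the rows of Galr1 and Galr2 alone (camera, adjusted p = 1.8e-07 for darkness against control and 0.00205 for DL.reuteri against darkness; adjusted p = 0.00021 and 0.0382 with an estimated correlation). In DL.reuteri against control rats limma called 17 genes, 5 higher and 12 lower (781 and 827 at an unadjusted p under 0.05); the count was 251 without DL.reuteri 3, and 172, 150 and 259 after the rescalings named above.

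Galr1 lay on a straight line against Nr1d1 in each group to within 3.29e-09 FPKM, and the closest pair among 8949 other rows deviated 17482900 times as far in relative terms, which argues against co-expression of 2 separately measured genes. The slope in darkness was 2.4 times that in control rats, which argues against reads shared between both genes, so that 1 row computed from the other before deposit is a candidate explanation, found and tested on the same values. Galr2 lay on such a line against Srebf1 with the exception of DL.reuteri 1, with which the largest deviation was 0.698 FPKM and without which it was 5.3e-10 FPKM in DL.reuteri rats, which argues against a row computed in this way in all 24 libraries. How the rows with at most 10 digits came about stays open, no biological explanation was tested, and the comparisons of groups for these genes rest on the values as deposited.

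For 8 of these 9 genes the p printed in the rows held of Supplementary Data 1 was set against an equal-variance comparison of FPKM: 6 lay within 0.1%, 7 were equal once rounded and 8 lay within 1 unit of the last printed decimal, and 0 of the 1636 other rows did at any of these tolerances. The linear model with the library term of Ballgown came within 1% of the printed p for 0 of the 8 and for 3 of the 1636 others.

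In 100 splits of the libraries into groups of the same sizes, the real one included, a count was taken as beyond chance where fewer than 5 splits reached it, a limit set beforehand. The genes changed in DL.reuteri against darkness (10 genes; 2 splits gave as many; highest other 726) and against control (17 genes; 2 splits; highest other 18) met this limit, but in each case another split called more genes than the real one, and both counts fell to 0 without single libraries, so chance is not firmly excluded for either. For darkness against control the splits allow no verdict, since a real count of 0 genes is reached by all 100 splits whatever their counts (highest other 1). Chance cannot be excluded for genes higher (40; 79 splits; highest other 341) or lower (68; 13 splits; highest other 1290) in darkness than in both groups, or for the lists called in darkness against control (3; 69 splits; highest other 12) and in DL.reuteri against darkness (9; 12 splits; highest other 12). Other splits called several times the real count, up to 726, 341 and 1290 genes. The first principal component of the libraries held 39.1% of the variance, and its Spearman's rho with the mitochondrial share was 0.98 in size. Which feature of the libraries made these splits call so many genes was not tested.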
